# Time-of-day defines NAD^+^ efficacy to treat diet-induced metabolic disease by synchronizing the hepatic clock in mice

**DOI:** 10.1038/s41467-023-37286-2

**Published:** 2023-03-27

**Authors:** Quetzalcoatl Escalante-Covarrubias, Lucía Mendoza-Viveros, Mirna González-Suárez, Román Sitten-Olea, Laura A. Velázquez-Villegas, Fernando Becerril-Pérez, Ignacio Pacheco-Bernal, Erick Carreño-Vázquez, Paola Mass-Sánchez, Marcia Bustamante-Zepeda, Ricardo Orozco-Solís, Lorena Aguilar-Arnal

**Keywords:** Obesity, Pharmacodynamics, Circadian mechanisms, Transcriptomics, Metabolic disorders

## Abstract

The circadian clock is an endogenous time-tracking system that anticipates daily environmental changes. Misalignment of the clock can cause obesity, which is accompanied by reduced levels of the clock-controlled, rhythmic metabolite NAD^+^. Increasing NAD^+^ is becoming a therapy for metabolic dysfunction; however, the impact of daily NAD^+^ fluctuations remains unknown. Here, we demonstrate that time-of-day determines the efficacy of NAD^+^ treatment for diet-induced metabolic disease in mice. Increasing NAD^+^ prior to the active phase in obese male mice ameliorated metabolic markers including body weight, glucose and insulin tolerance, hepatic inflammation and nutrient sensing pathways. However, raising NAD^+^ immediately before the rest phase selectively compromised these responses. Remarkably, timed NAD^+^ adjusted circadian oscillations of the liver clock until completely inverting its oscillatory phase when increased just before the rest period, resulting in misaligned molecular and behavioral rhythms in male and female mice. Our findings unveil the time-of-day dependence of NAD^+^-based therapies and support a chronobiology-based approach.

## Abstract (web summary)

The timing of NAD + supply determines its efficacy to treat metabolic disease. Here, the authors show that increasing NAD + at the early active phase maximizes weight loss and glucose regulation in mice. NAD + can displace the phase of the liver clock which can cause circadian misalignment.

## Introduction

In the last few decades, the prevalence of obesity has become epidemic through the world and is a major risk factor for type 2 diabetes (T2D)^1^. The main cause appears as combined inappropriate nutrition and sedentary lifestyles. Overweight, insulin resistance, β-cell dysfunction, increased circulating glucose and lipids and non-alcoholic fatty liver disease (NAFLD) characterize the pathophysiology of T2D^2^. Countless research efforts have explored pharmacological treatments for T2D and associated pathologies leading to promising compounds, which together with lifestyle interventions constitute first-line treatments^3^. During the last few years, the circadian system has been increasingly recognized as a key actor for development and treatment of diet-induced metabolic dysfunction. Yet, circadian rhythms in the clinical practice remain largely overlooked and time-of-day is hardly considered in treatment decisions^4–8^.

Circadian rhythms are evolutionary conserved 24-h cycles in physiology dictated by an intrinsic circadian clock. In mammals, the suprachiasmatic nucleus (SCN), a master timekeeper in the hypothalamus, receives photic cues from the retina to align internal and external time. The SCN distally synchronizes ancillary oscillators in peripheral tissues. Importantly, certain cues such as nutritional inputs effectively synchronize peripheral clocks^9^. Aligned synchrony between all body clocks maintains homeostasis and health, for example, by adjusting metabolic performance to daily environmental fluctuations. Conversely, persistent circadian misalignment is a cause of severe diseases, including obesity and metabolic syndrome, T2D, or cardiovascular disease, amongst others^10–12^. At the molecular level, the circadian machinery is expressed in almost all cell types and consists of transcriptional-translational autoregulatory feedback loops. The positive loop is driven by the CLOCK:BMAL1 transcriptional activator, which rhythmically binds to E-box genomic elements, thereby activating transcription of many genes including the circadian repressors, Period (*Per1-3*) and Cryptochrome (*Cry1-2*). PER:CRY complexes directly repress CLOCK:BMAL1 leading to transcriptional silencing. A number of interlocked regulatory loops, such as the one governed by RORs/REV-ERBα to regulate *Bmal1* expression, intertwine to confer complexity, redundancy, and robustness to circadian rhythms^13^. Consequently, a set of clock-controlled genes (CCGs) ranging from 5–25% depending on the tissue or cell type, display transcriptional circadian rhythms^14^. Notably, rhythmic transcripts are functionally related, including rate-limiting enzymes, hence providing means to adjust the pace of many metabolic pathways around the day and driving rhythms in the tissue metabolome^15–18^. A paradigmatic example is illustrated by daily rhythms in nicotinamide adenine dinucleotide (NAD^+^) bioavailability, imposed by circadian oscillations in the clock-controlled gene *Nampt*, the rate-limiting enzyme for the NAM salvage pathway to NAD^+^^19,20^. Several lines of evidence demonstrate that the molecular clock and NAD^+^ oscillations sustain mitochondrial function and bioenergetics, manifested in daily rhythms in respiration, fatty acid oxidation, or nutrient utilization^21–25^. Indeed, it is considered that clock-controlled NAD^+^ biosynthesis occupies a fundamental position connecting circadian metabolic pathways^26–28^.

NAD^+^ and its phosphorylated and reduced forms NADH, NADP^+,^ and NADPH, are coenzymes for hydride transfer enzymes, crucial to biological redox reactions. NAD^+^/NADH ratio is a basic determinant of the rate of catabolism and energy production^29,30^. In fed state or nutrient overload NAD^+^/NADH ratio falls, and a prolonged redox imbalance potentially leads to metabolic pathologies, such as diabetes^31^. Along these lines, extensive research demonstrates that NAD^+^ levels significantly decline in metabolic tissues of mice and patients with obesity^32–37^. NAD^+^ decay itself may contribute to metabolic dysfunction by distinct mechanisms, including increased oxidative stress and ROS production, disbalance in the oxidative-reductive capacity, disrupted Ca^2+^ homeostasis, or reduced activity of sirtuins^38,39^; a class of deacetylase enzymes using NAD^+^ as cofactor and known to influence mitochondrial function and metabolism. In recent years, NAD^+^ has emerged as a target for the treatment of metabolic diseases, as boosting endogenous NAD^+^ levels has been proven effective against diet-induced metabolic pathologies, including insulin resistance, hyperglycemia, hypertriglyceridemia and NAFLD^32,33,35,36,40–45^. All these studies aim to increase NAD^+^ levels either genetically or pharmacologically, yet they mostly overlook the circadian trait of NAD^+^ bioavailability. Consequently, the implications of circadian rhythms in the function and effectiveness of NAD^+^ boosters as a therapy for diet-induced metabolic dysfunction remain largely obscure.

In this work, we aimed to characterize the metabolic consequences of rhythms in NAD^+^ levels. To approach this question, we used a mouse model of diet-induced obesity (DIO), which is known to present decreased, non-rhythmic levels of NAD^+^^15–17^, and pharmacologically recovered daily rhythms of NAD^+^ with a peak at the onset of the active phase. To do so, we used a daily timed intraperitoneal (IP) injection with NAD^+^ itself at ZT11. We show that obese mice with enforced NAD^+^ oscillations improved metabolic health, significantly lost weight, and corrected NAFLD. Our analyses revealed that hepatic transcriptional signatures of inflammation disappeared in these mice. Indeed, hepatic signaling involving AMPK, AKT, mTOR was rewired after restoring rhythmic NAD^+^ in obese mice, providing increased insulin sensitivity during the active period. Together, we demonstrated that a single daily injection with NAD^+^ treats the pathophysiology of diet-induced obesity, with comparable efficiency to NAD^+^ precursors. Remarkably, these metabolic and molecular improvements were not recapitulated by obese mice with antiphase increase of NAD^+^, at the onset of the rest phase, which showed only selective recovery of metabolic health. Further analyses demonstrated that lipid oxidative pathways and the molecular clock are central mediators for phase-dependent, differential effects of NAD^+^. Particularly, NAD^+^ provided at the onset of the rest phase uncoupled oscillations between central and peripheral clocks, by means of inverting the phase of the hepatic clock while food intake and activity remained rhythmic. Collectively, our findings reveal that timed NAD^+^ supply can shape the oscillatory phase of the hepatic molecular clock in vivo and expose a previously unappreciated time-dependent effect of NAD^+^ as a treatment for metabolic dysfunction, paving the way for chronotherapy and personalized medicine.

## Results

### A timed treatment with NAD^+^ reverses the metabolic phenotype of diet-induced obesity

To understand whether daily NAD^+^ administration improves metabolic fitness in obesity, we used a mouse model of diet-induced obesity (DIO) where instead of increasing NAD^+^ by chronic supplementation with metabolic precursors, we directly supplied the metabolite itself in a daily single IP injection scheduled at ZT11, corresponding to an hour before the normal circadian rise of hepatic NAD^+^^16,17,21,27,46^. Hence, after 8 weeks of high-fat diet (HFD) feeding, mice were treated for 22 days with saline solution (HF group) or 50 mg/Kg of NAD^+^ (HFN group, Supplementary Fig. S1a, see Methods section), at ZT11 (Fig. 1a). Mice fed a chow diet were included as a control (CD group).

**Fig. 1:**
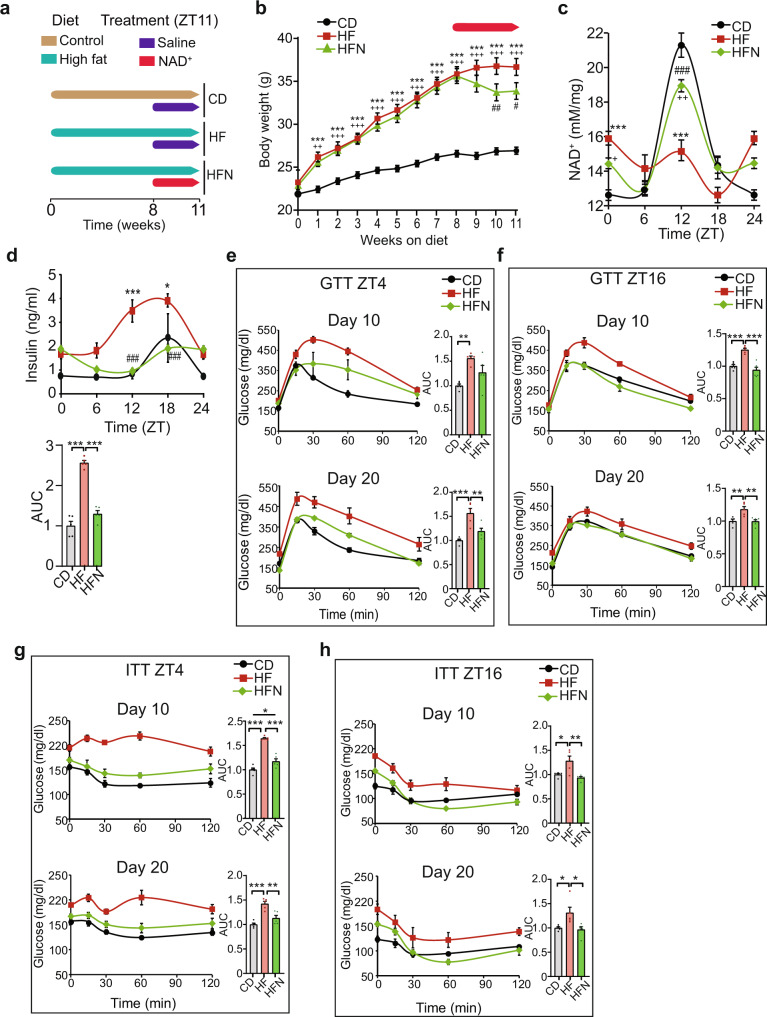
A NAD^+^ chronotherapy at ZT11 improves the pathophysiology of diet-induced obesity. **a** Schematic diagram of the study design. Mice were fed either a normocaloric diet (CD) or a high-fat diet for 11 weeks. At week 8, a subgroup of high-fat-fed mice was supplied a chronotherapy with NAD^+^, consisting of a daily intraperitoneal injection of 50 mg/Kg of NAD^+^ at ZT11 for three weeks (HFN). The rest of the mice were injected with vehicle (saline solution). **b** Weekly body weight (*n* = 20 mice for CD and HFN and 17 for HF). Red arrow indicates the period of treatment with NAD^+^ or saline at ZT11. (**c**) Hepatic NAD^+^ content measured by HPLC along the day at the indicated times for all groups after the experimental paradigm (*n* = 5 biological replicates per time point and group, and three technical replicates). **d** Serum levels of insulin along the day at indicated times (*n* = 5 biological replicates per time point, and 2 technical replicates). AUC: area under the curve. **e**–**h** Glucose (**e**, **f** GTT) and insulin (g,h; ITT) tolerance tests were performed at both the rest (ZT4) and the active (ZT16) period at the indicated days (10 and 20) after the beginning of treatments (*n* = 5 mice per point, except for HFN in **f**, where *n* = 6). AUC: area under the curve. CD control diet fed mice, HF high-fat diet fed mice, HFN high-fat diet fed, NAD^+^ treated mice at ZT11. Data represent mean ± SEM and were analyzed by two-way ANOVA using Tukey posttest, except when comparing AUC, where one-way ANOVA followed by Tukey’s posttest was used. *p < 0.05, **p < 0.01, ***p < 0.001. *p* values are provided in Supplementary Data 1. Points at ZT24 are duplicates of ZT0 replotted to show 24-h trends. Symbol key for comparisons: *CD vs HF; ^+^CD vs HFN; ^#^HF vs HFN. See also Supplementary Fig. S1.

At week 8 on HFD, mice displayed expected increase in body weight which was accompanied by significantly higher caloric intake during both light and dark periods^47^ (Fig. 1b, Supplementary Fig. S1b–d). Notably, after 14 days of NAD^+^ chronotherapy, a significant decrease in total body weight was observed in obese treated mice (HFN) with respect to their obese non-treated littermates (HF), which was sustained after 22 days (Fig. 1b; *P* < 0.05, Two-way ANOVA, Tukey post-test). At the end of the treatment, hepatic NAD^+^ content was measured by HPLC, showing the expected oscillation with a peak at ~ZT12 in control mice (CD, Fig. 1c) which is mostly disrupted in HFD-fed mice (HF, Fig. 1c, Supplementary Fig. S1e)^16,21,36,46^. Importantly, in the HFN group, the acrophase of NAD^+^ was restored to ZT12 (HFN, Fig. 1c, Supplementary Fig. S1e), hence daily rhythms in hepatic NAD^+^ content was reinstated in obese mice (Supplementary Fig. S1d; *P* < 0.001, *F* test performed with CircWave).

We sought to assess physiological indicators of metabolic health and found that circulating insulin levels were much lower in the HFN group when compared to the HF group, with a major effect during the early active phase (Fig. 1d, ZT12-18, *P* < 0.001 Two-way ANOVA, Tukey post-test) and a six-hour phase delay in the oscillatory pattern (Supplementary Fig. S1f). Indeed, circulating insulin in HFN mice appeared largely comparable to their control littermates. Overall, we didn´t find major differences in body temperature between treated and untreated obese mice, suggesting that circadian-controlled thermogenic processes^48^ are probably not involved in the metabolic benefits observed upon restoring NAD^+^ oscillations (Supplementary Fig. S1g–j).

It has been extensively demonstrated that glucose tolerance and insulin sensitivity follow daily rhythms imposed by the circadian system^49^, hence we evaluated them at two different time points, ZT4 and ZT16. As expected, before NAD^+^ treatment, HFD-fed mice showed impaired glucose tolerance at both ZT (Supplementary Fig. S1k, l). Remarkably, after 10 days, restoring NAD^+^ oscillations in obese mice significantly ameliorated glucose tolerance, specifically at ZT16 (Fig. 1e, f, AUC HF vs HFN at day 10: *P* < 0.001, one-way ANOVA, Tukey post-test). After 20 days of treatment, this improvement was also apparent at ZT4 (Fig. 1e, AUC HF vs HFN at day 20: *P* = 0.0084, one-way ANOVA, Tukey post-test). As both insulin and glucose levels were lower in NAD^+^-treated mice, insulin sensitization might occur. Accordingly, glucose clearance upon insulin IP injection was largely enhanced by NAD^+^ chronotherapy (Fig. 1g, h, Supplementary Fig. S1m, n). Notably, this effect was already evident in the HFN group after 10 days of treatment independently of the time when measurements were performed (Fig. 1g, h, AUC HF vs HFN at day 10: *P* < 0.005, one-way ANOVA, Tukey post-test). Interestingly, NAD^+^ treatment at ZT11 promoted a slight, albeit not significant, improvement in insulin tolerance with respect to control lean mice when tested at ZT16 (Fig. 1h). These results demonstrate that a chronotherapy with NAD^+^ injected just before starting the active phase improves glucose tolerance by increasing insulin sensitivity in DIO mice. Collectively, the restitution of NAD^+^ bioavailability at ZT12 recovers its basal hepatic oscillation and reverses the metabolic syndrome associated with diet-induced obesity.

Histological staining with Oil-Red-O (ORO) was used to semi-quantitatively assess hepatic steatosis (Fig. 2a), revealing that obese mice treated with NAD^+^ significantly decreased hepatic neutral lipid content (Fig. 2b, c, One-way ANOVA, Tukey’s posttest). Furthermore, a quantitative assay specific for hepatic triglycerides, the major form of fatty acids storage, revealed that these were globally reduced in obese mice after restoring hepatic NAD^+^ oscillations (Fig. 2d, Two-way ANOVA, Tukey’s posttest). Importantly, the NAD^+^ treatment recovered their oscillatory pattern which is generally disrupted in obese mice^16^ (Fig. 2d, Supplementary Fig. S2). Additionally, this timed NAD^+^ therapy reduced the accumulation of carbonylated proteins in liver lysates to normal levels (Fig. 2e) and augmented mitochondrial biogenesis (Fig. 2f). Together, these results indicated that increasing hepatic NAD^+^ levels at ~ZT12 recovers glucose homeostasis and successfully restrains liver pathology and oxidative stress of HFD-fed mice.

**Fig. 2:**
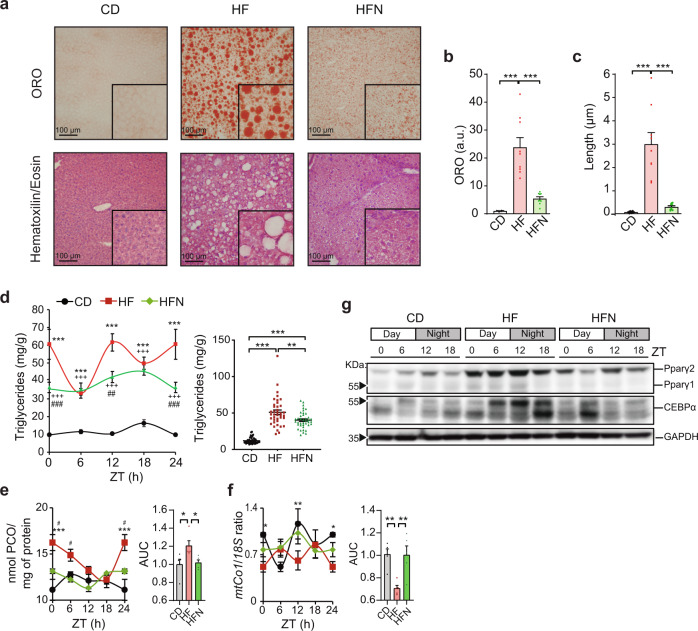
NAD^+^ chronotherapy ameliorates NAFLD. **a** Representative hepatic histopathology. Upper panel: Oil-red-O stain (ORO). Lower panel: hematoxilin/eosin. Images were acquired at ×20 optical magnification, and a detailed ×100 digital magnification is shown. Data were reproduced in three biological and three technical replicates. **b** Quantification of ORO signal (arbitrary units). Signal for control mice was set to 1 (*n* = 3 biological and three technical replicates). **c** The length of lipid droplets was compared between groups (*n* = 3 biological and three technical replicates). **d** Distribution of hepatic triglyceride content across the day (left), and comparisons from all measurements (right) (*n* = 5 mice per time-point, with 2 technical replicates). **e** Protein carbonyl levels (PCO) in liver lysates were measured at the indicated times of day (*n* = 5 mice per time point, two technical replicates). AUC area under the curve. **f** Relative mtDNA copies of mtCO1 respect to 18 S DNA measured by Real-time PCR (*n* = 5 biological and two technical replicates). Inset area under the curve, content from CD group was set to 1. **g** Western blot from PPARγ1, 2, and CEBPα proteins in the mouse liver at the indicated times of day (ZT). GAPDH was used as loading control (WB was performed from 3 biological replicates with comparable results). Uncropped blots in Source Data. CD Control diet fed mice, HF High-fat diet fed mice, HFN High-fat diet fed, NAD^+^ treated mice at ZT11. Data represent mean ± SEM and were analyzed by two-way ANOVA using Tukey posttest, except for bar graphs, where one-way ANOVA followed by Tukey’s posttest was used. *p < 0.05, **p < 0.01, ***p < 0.001. Exact *p* values are provided in Supplementary Data 1. Symbol key for comparisons: * CD vs HF; ^+^ CD vs HFN; ^#^ HF vs HFN. See also Supplementary Fig. S2.

At the molecular level, the master regulator of lipid metabolism PPARγ protein^50^ was overexpressed across the day in the livers from HFD-fed mice, while those treated with NAD^+^ showed markedly reduced PPARγ levels (Fig. 2g). A similar trend was evidenced for the transcription factor CEBPα, a known positive regulator of *Pparγ* gene expression and adipogenesis^51,52^ (Fig. 2g), further reinforcing the notion that a gene expression program involving lipid metabolism might be modified in NAD^+^ treated mice.

### Extensive transcriptional reorganization driven by timed NAD^+^ treatment

To address the extent of the transcriptional rewiring in the liver of NAD^+^-treated obese mice, we performed a transcriptomic analysis at light (ZT6) and dark (ZT18) phases in mouse livers from CD, HF, and HFN groups. 

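Liver RNA from 18 mice was measured, 1 mouse per array, in 6 groups of 3. The groups were lean mice on chow (CD), obese mice on a high-fat diet given saline (HF) and obese mice given NAD+ at ZT11 (HFN), each at ZT6 and at ZT18. The high-fat diet supplied 53% of its energy as fat and the chow 18%, and NAD+ was given at 50 mg/kg. Mouse Clariom D arrays, which carry probes for coding and noncoding transcripts, were scanned on an Affymetrix GeneChip scanner. The authors obtained normalized values with the Transcriptome Analysis Console under its default parameters. The deposited values are on a log2 scale, and neither the method that summarized the probes nor the genome build is given in the sources used here. Of 72688 entries of the table, 65956 transcript clusters were tested and 6732 control probe sets were left out. A current gene symbol was found for 31263 of the transcript clusters through the identifiers in the table. A linear model with a mean for each of the 6 groups was fitted to all 18 arrays with limma, which left 12 residual degrees of freedom. A transcript was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.25, and 59 lists of genes were tested with camera, limma's test of a list against all other genes. A single comparison of 3 mice with 3 cannot give an exact permutation p under 0.1, so the model across all transcripts was used. The array median of the probe sets labelled as negative controls was 4.73 ± 0.19 (SD, n = 3) in CD, 4.90 ± 0.13 in HF and 4.66 ± 0.08 in HFN at ZT6. At ZT18 it was 4.83 ± 0.14, 4.65 ± 0.04 and 4.61 ± 0.03 in the same order. The 5 arrays with the highest medians, 4.91 to 5.01, were CD ZT6 replicate 3, HF ZT6 replicates 2 and 3 and CD ZT18 replicates 2 and 3. On these Neat1, a nuclear noncoding RNA, had a log2 signal of 11.09 to 15.16, and on the other 13 arrays at most 8.35. Between 34.8% and 42.9% of transcript clusters lay above the negative-control median on an array. Of 82 transcript clusters with 1 value on all arrays, whose changes could not be measured, 69 sat at the ceiling of the scale, among them Alb, Apoa2 and Cyp2e1.

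**Figure D1:**
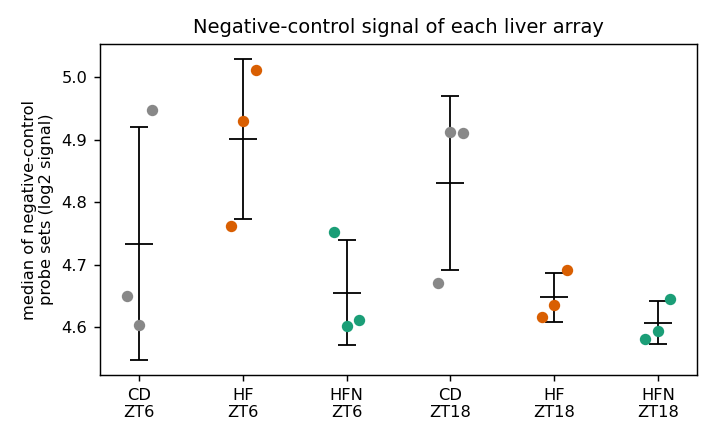
Array median of the negative-control probe sets (log2 signal) for each of the 18 arrays, by group. Points are arrays and lines are group means. The HF arrays at ZT6 lie between 4.76 and 5.01 and the HFN arrays at ZT18 between 4.58 and 4.65.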

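Rgs16, which encodes a regulator of G-protein signalling, fell from ZT6 to ZT18 by a log2 fold change of 6.07 in CD, 5.88 in HF and 5.74 in HFN livers (SE 0.75 each, n = 3 mice per group and time). Nr1d1, the clock repressor REV-ERBα, fell by 5.58, 5.48 and 4.70 in the same order (SE 0.59 each). Dbp, a transcription factor driven by the clock, fell by 3.99, 5.26 and 4.41 (SE 0.26 each). Elovl3, a fatty acid elongase, rose by 2.67, 4.33 and 3.22 (SE 0.38 each). Pdk4, a kinase that restrains glucose oxidation, rose by 2.74, 3.36 and 3.25 (SE 0.51 each). Gpcpd1, a phosphodiesterase of phospholipid breakdown, fell by 3.26, 3.22 and 2.81 (SE 0.24 each). The highest adjusted p among these values was 0.0338 from limma, for Pdk4 in CD livers. In all, 60 transcript clusters changed from day to night in the same direction in CD, HF and HFN livers. In each of the 3 groups, all 3 mice at ZT18 lay beyond all 3 mice at ZT6 for each of the 60. Every transcript past the day-to-night test was separated in this way, so the separation follows from passing and adds no support. Without HFN ZT6 replicate 1 the 60 became 31.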

76 common genes were differentially expressed (DE) between day and night in all groups (Fig. 3a, Supplementary Data 2), with comparable expression levels. Amongst these, a number of transcripts related to circadian control were apparent, including *Clock*, *Arntl* (*Bmal1*), *Cry1*, *Nr1d2* (*Rev-Erb*β), *Rorc*, *Tef*, *Nfil3* or *Ciart* (Fig. 3a, Supplementary Data 2), suggesting that circadian rhythms were mostly preserved by the NAD^+^ treatment at ZT11. Accordingly, rhythms in the core clock proteins BMAL1, CRY1, PER2, and REV-ERBα were overall sustained in the HFN group (Fig. 3b, c). 

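Arntl, the activator of the core clock, rose from ZT6 to ZT18 by a log2 fold change of 2.94 in CD, 3.56 in HF and 3.08 in HFN livers (SE 0.18 each, n = 3 mice per group and time). Its adjusted p from limma was 1.71e-06, 1.54e-07 and 1.11e-06. Cry1, a repressor of the clock, rose by 2.75 in CD and 2.56 in HFN livers (SE 0.16 each), and its adjusted p was at most 2.58e-06 in the 3 groups. Nr1d2, the repressor REV-ERBβ, fell by 2.69, 3.23 and 2.72 (SE 0.15 each). Tef, an output regulator of the clock, fell by 0.82 in CD (SE 0.15, adjusted p = 0.0342), 1.65 in HF and 1.24 in HFN livers. Ciart, an inhibitor of CLOCK and BMAL1, fell by 1.05 (SE 0.21, adjusted p = 0.0494), 1.96 and 1.82. Clock rose in HF (1.54, SE 0.16, adjusted p = 0.000323) and HFN livers (1.42, adjusted p = 0.000863). Its difference of 0.63 in CD livers did not pass limma's test (adjusted p = 0.142). Nfil3, a repressor of D-box genes, rose in CD (1.12, SE 0.15, adjusted p = 0.00519) and HF livers (1.15, adjusted p = 0.00241). Its 0.75 in HFN livers did not pass (adjusted p = 0.0682). Each of these genes had every mouse of ZT18 on one side of every mouse of ZT6 in each group. Chance separates 10% of transcripts in 1 group taken alone, and fewer in all 3 groups at once. The paper picked the genes on these arrays, so this separation is not independent evidence. Ciart and Tef in CD livers lose the call when 1 array is left out, with adjusted p up to 0.203 and 0.131. From the clock genes shared by the groups, the paper proposes that NAD+ treatment at ZT11 mostly preserved circadian rhythms. It also reports, from western blots, that BMAL1, CRY1, PER2 and REV-ERBα protein kept their rhythms in HFN livers.

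**Figure D2:**
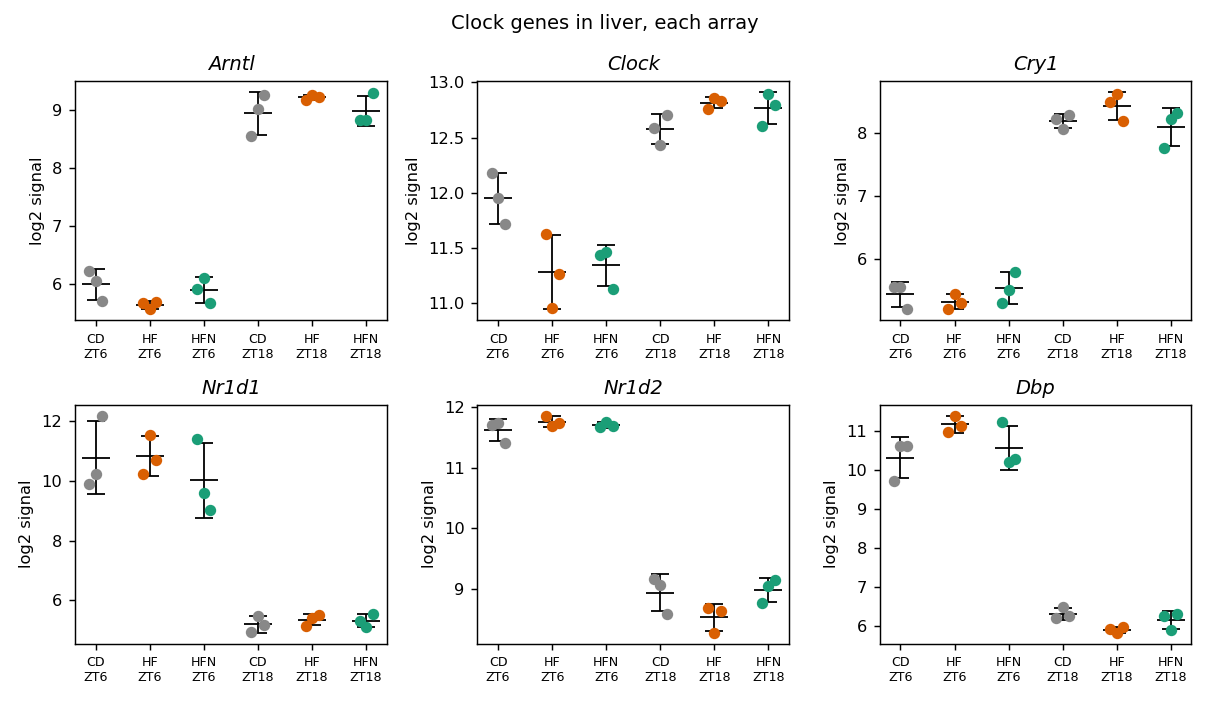
Log2 signal of clock genes on each array at ZT6 and ZT18 in CD, HF and HFN livers. Points are mice, and bars are group means with SD (n = 3 mice per group and time). Arntl lies between 5.65 and 6.00 at ZT6 and between 8.94 and 9.21 at ZT18 in the group means.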

Interestingly, a significant reduction in CRY1 protein levels at ZT12 was observed in the HFN group compared to the HF (Fig. 3b, c).

**Fig. 3:**
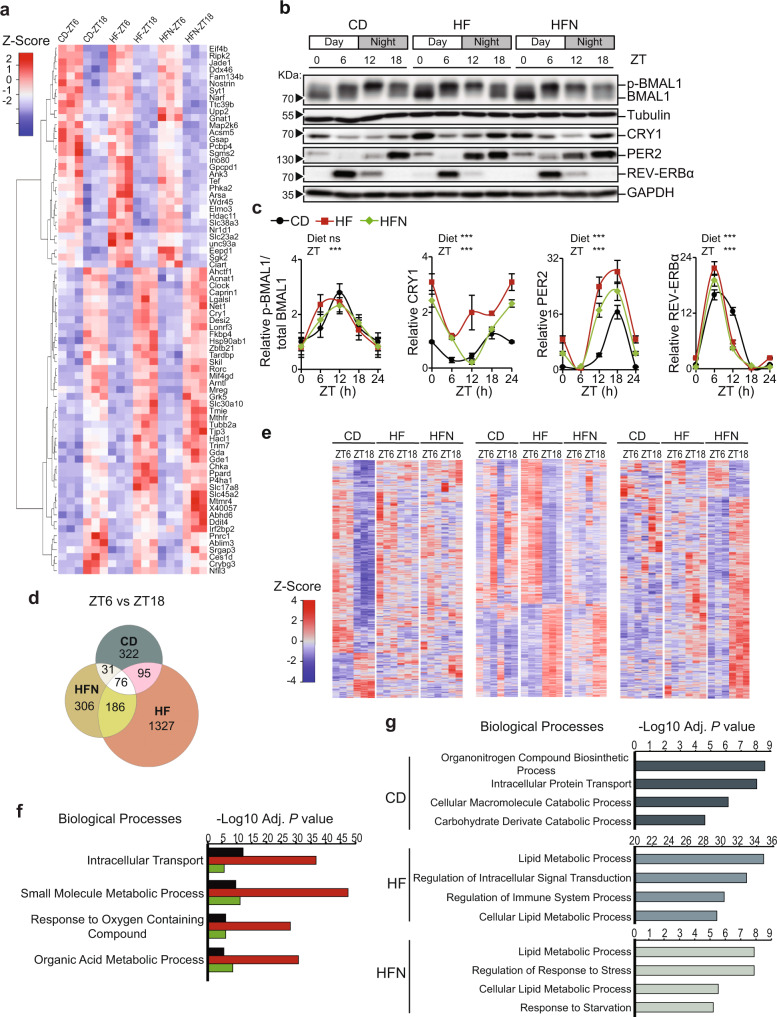
Timed NAD^+^ supply induce a reprogramming of hepatic transcripts DE between day and night without altering the dynamics of clock proteins. **a** Heatmaps of 76 common differentially expressed (DE) transcripts between day (ZT6) and night (ZT18) in all groups. **b** Circadian protein expression of BMAL1, REV-ERBα, CRY1, and PER2 in the whole cell extracts from CD, HF, and HFN livers was determined by western blot. Tubulin or GAPDH were used as a loading control. Data were reproduced in three independent experiments. **c** Quantification of western blots from *n* = 3 mice except for BMAL1, where *n* = 4 mice. Measurements were normalized to the loading control, and data from CD at ZT0 was set to 1. Means ± SEM are presented. ***p < 0.001, Two-way ANOVA; n.s. non significative. Points at ZT24 are duplicates of ZT0 replotted to show 24-h trends. Statistical details and *p* values are provided in Supplementary Data 1. **d** Overlap of DE transcripts between day (ZT6) and night (ZT18) in all groups (FDR < 0.05; fold-change >1.3). **e** Heatmaps of distinct groups of DE transcripts between day (ZT6) and night (ZT18). Left: 322 transcripts DE exclusively in CD; center: 1327 DE exclusively in HF; right: 306 transcripts DE exclusively in HFN. **f** Shared biological processes for DE transcripts between day and night from all groups. **g** Non-shared biological process for DE transcripts between day and night. **f**, **g** The Adj. *P* value corresponds to the FDR q-value. This is the false discovery rate analog of hypergeometric *p* value after correction for multiple hypothesis testing according to Benjamini and Hochberg. CD control diet-fed mice, HF High-fat diet-fed mice, HFN High-fat diet fed mice, NAD^+^ treated at ZT11.

An extensive circadian transcriptional reprogramming is induced by high-fat diet in the liver^16,53^, hereafter we identified 524 day-to-night DE transcripts in CD mice, 1684 in HF mice and 599 in the HFN mice (Fig. 3d, >1.25 fold-change, *P* < 0.05). Out of these, 322 transcripts were exclusively fluctuating in the CD group, 1327 fluctuated solely in the HF, interestingly, 306 newly fluctuating transcripts appeared in the HFN group (Fig. 3d, e, Supplementary Data 2). 

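Heat shock genes were the list that changed most clearly between day and night in CD livers. Of 15 measured, 6 rose at ZT18 (10 when adjusted over the list alone) and none fell. Hsph1, a chaperone cofactor, rose from 7.85 ± 0.12 to 9.76 ± 0.69 (log2 signal, SD, n = 3 mice). Hsp90aa1, an HSP90 chaperone, rose from 11.86 ± 0.64 to 13.75 ± 0.72. In HF livers 10 of the 15 rose (13 when adjusted over the list alone), led by Hsp90aa1 with a log2 fold change of 2.69 (SE 0.34, adjusted p = 0.0017 from limma). In HFN livers 2 rose, Hsph1 and the HSP90 cochaperone Stip1 (10 when adjusted over the list alone). The list's camera adjusted p was 1.2e-20, 5.8e-19 and 1.1e-11 in CD, HF and HFN livers, and adjusted p = 0.015, 0.022 and 0.067 with an estimated correlation. Over all transcript clusters, 248 changed from day to night in CD livers by limma (107 higher and 141 lower at ZT18). In HF livers 571 changed (293 higher and 278 lower), and in HFN livers 162 (123 higher and 39 lower). At an unadjusted p under 0.05 and the same 1.25-fold minimum the numbers were 2738, 5825 and 2708. Of the 5825 in HF livers 2355 were higher and 3470 lower, while quantile normalization gave 361 higher and 238 lower and the fit without HF ZT6 replicate 1 gave 176 and 357, so the balance in HF livers depends on the setting. In CD livers 43.1% of the calls were higher, 49.3% with quantile normalization, and the unadjusted p gave 1304 higher and 1434 lower. A covariate for the negative-control signal, added after the data were seen, gave 145 higher and 272 lower in CD livers, so the size of this difference depends on the setting. The totals were 417, 123 and 252 with the negative-control signal as a covariate, added after the data were seen, which makes HF livers the lowest of the 3, and 1, 761 and 25 with a fit on the compared groups only. Leaving out 1 array gave 132 (without CD ZT18 replicate 2) to 575 (without CD ZT18 replicate 1) in CD livers. The range was 161 (without HF ZT18 replicate 2) to 533 in HF and 53 (without HFN ZT6 replicate 1) to 247 (without HFN ZT18 replicate 1) in HFN livers.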

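Serpina7, which encodes thyroxine-binding globulin, passed the day-to-night test in CD livers alone, with a fall from 11.32 ± 0.56 to 8.79 ± 0.44 (log2 signal, SD, n = 3 mice, adjusted p = 0.00699 from limma). Acmsd, an enzyme that diverts tryptophan away from NAD+ synthesis, rose in CD livers alone from 7.71 ± 0.30 to 9.08 ± 0.12 (adjusted p = 0.0082). Cidea, a lipid droplet protein, rose in HF livers from 5.40 ± 0.21 to 9.12 ± 1.52 (adjusted p = 0.0225) and did not pass in HFN livers (log2 fold change 2.75, SE 0.69, adjusted p = 0.181). Lcn2, an iron-carrying acute-phase protein, rose in HFN livers alone, by a log2 fold change of 1.25 (SE 0.21, adjusted p = 0.0173). By limma, 139 transcript clusters passed in CD alone, 423 in HF alone and 47 in HFN livers alone. With 1 array left out these ran from 55 (without CD ZT6 replicate 1) to 434 (without CD ZT18 replicate 1), from 63 (without HF ZT18 replicate 2) to 772 (without CD ZT18 replicate 1) and from 3 (without HFN ZT6 replicate 1) to 114 (without HFN ZT18 replicate 1). They were 290, 14 and 121 with the negative-control signal as a covariate, added after the data were seen, so the order of the groups depends on the model. The difference between groups was tested as an interaction. Cidea's day-to-night change was larger by 3.63 (SE 0.98) in HF than in CD livers (adjusted p = 0.442). That of Lcn2 was larger by 1.07 (SE 0.29) in HFN than in HF livers (adjusted p = 0.751). No transcript cluster of the 65956 passed limma's interaction test, either for HF against CD livers (lowest adjusted p 0.251) or for HFN against HF livers (lowest adjusted p 0.751). At an unadjusted p under 0.05 and 1.25-fold, 5330 and 3297 did. For HF against CD livers the number past limma's test was 181 without CD ZT18 replicate 1 (44 higher and 137 lower), 9 without HF ZT6 replicate 1 and 2 without HF ZT18 replicate 1. For HFN against HF livers it was 2 without HF ZT18 replicate 1, and 0 without any other array.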

Functional analyses revealed that indeed, many of these DE genes participated in shared biological processes including transport, metabolic processes and response to oxygen (Fig. 3f, Supplementary Data 2). 

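Abcg5 and Abcg8, which together export sterols into bile, fell at ZT18 in the 3 groups. Abcg8 had log2 fold changes of −2.40 in CD, −2.83 in HF and −2.10 in HFN livers (SE 0.32 each, n = 3 mice per group and time). Abcg5 had −1.76, −2.02 and −1.23 (SE 0.23 each). The adjusted p of both was at most 0.0432 from limma. Slc30a10, a manganese exporter of the zinc transporter family, rose by 0.88, 1.93 and 1.75 (SE 0.17 each). Among genes of metabolism, the choline kinase Chka rose by 2.55, 3.31 and 2.73 (SE 0.15 each). Clpx, a mitochondrial protease subunit, rose by 1.76, 3.42 and 3.00 (SE 0.27 each). Insig2, which retains the sterol sensor SCAP in the endoplasmic reticulum, rose by 3.13 in HF (SE 0.33, adjusted p = 0.000369) and 2.56 in HFN livers (adjusted p = 0.00277). The list of 28 measured genes of oxidative phosphorylation, the process that consumes oxygen in mitochondria, had a median log2 fold change of 0.25 in HF livers. There 1 gene passed, Cycs, the electron carrier cytochrome c (1.23, SE 0.25, adjusted p = 0.0315). In HFN livers the list's median was 0.21 with 28 of 28 genes above 0 and none past the test over all genes. The list's camera adjusted p was 1.9e-07 in HF and 3.3e-06 in HFN livers (adjusted p = 0.41 in both with an estimated correlation).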

As expected, day-to-night transitions in gene expression were more evident for genes implicated in lipid metabolism in HFD-fed mice independently of NAD^+^ treatment (Fig. 3g, Supplementary Data 2). 

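Plin5, a protein that ties lipid droplets to mitochondria, rose at ZT18 by a log2 fold change of 1.26 (SE 0.18, n = 3 mice, adjusted p = 0.00467 from limma) in HF and 1.37 (adjusted p = 0.00404) in HFN livers. The 0.56 in CD livers did not pass (adjusted p = 0.384). In HF livers 4 of 19 genes of lipid droplets and storage rose: Cidea, Plin5, the lipase activator Abhd5 (1.03, SE 0.19) and Hilpda, an inhibitor of lipolysis (0.40, SE 0.08). When adjusted over the list alone, 10 rose and 2 fell. In HFN livers 2 of the 19 rose, Plin5 and Plin4, another droplet coat protein (1.17, SE 0.22, adjusted p = 0.044), and 6 when adjusted over the list alone. The list's median log2 fold change was 0.47 in HF (camera adjusted p = 0.00015, adjusted p = 0.088 with an estimated correlation) and 0.27 in HFN livers (1.6e-05, adjusted p = 0.067 with an estimated correlation). Of 20 genes of mitochondrial fatty acid oxidation, the isomerase Eci1 rose in HF livers (0.66, SE 0.14) and the related Eci2 fell (−0.86, SE 0.19). When adjusted over the list alone, 9 were higher and 2 lower there. None passed in HFN livers (4 higher and 1 lower when adjusted over the list alone). Cholesterol synthesis genes went the other way in HFN livers, with a median of −0.66 over 19 genes (camera adjusted p = 6.1e-10, adjusted p = 0.19 with an estimated correlation). Among them Stard4, a sterol carrier, fell by 1.28 (SE 0.24, adjusted p = 0.0433), and 8 were lower and 1 higher when adjusted over the list alone. The calls of Abhd5, Eci1 and Eci2 in HF livers and of Plin4 and Stard4 in HFN livers each lose an adjusted p under 0.05 when 1 array is left out.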

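Tnfrsf1b, the second receptor for TNF, was lower at ZT18 than at ZT6 in HF livers, at 6.97 ± 0.13 against 7.96 ± 0.13 (log2 signal, SD, n = 3 mice, adjusted p = 0.0219 from limma). Mertk, a receptor with which macrophages clear dead cells, fell from 8.78 ± 0.15 to 7.83 ± 0.05 (adjusted p = 0.017). Usp18, an interferon-induced protease, fell from 6.50 ± 0.10 to 5.59 ± 0.06 (adjusted p = 0.017). Ifnar1, a chain of the type I interferon receptor, fell by a log2 fold change of 0.45 (SE 0.09, adjusted p = 0.0411). In CD livers the same 4 genes had adjusted p from 0.0887 to 1, and in HFN livers from 0.941 to 1. As lists in HF livers, IL6-JAK-STAT3 components had a median of −0.26 with 1 of 29 genes above 0 (2 genes passed, 7 when adjusted over the list alone). Kupffer cell and macrophage markers had −0.71 over 18 genes (1 passed, 7 when adjusted over the list alone). Interferon-stimulated genes had −0.20 over 19 (1 passed, 2 when adjusted over the list alone). Their camera adjusted p was 1.1e-08, 1.1e-08 and 0.00032, against adjusted p = 0.12, 0.31 and 0.4 with an estimated correlation. The change in HF less that in CD livers was −1.01 (SE 0.26) for Tnfrsf1b and −0.77 (SE 0.24) for Mertk. Neither interaction passed (adjusted p = 0.442 and 0.477 from limma). With the negative-control signal of each array as a covariate, a model added after the data were seen, the falls of Tnfrsf1b and Mertk were −0.60 and −0.56 and did not pass (adjusted p = 0.299 and 0.204).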

Remarkably, a set of genes functionally related to immune system processes appeared significantly enriched solely in the HF mice (Fig. 3g, Supplementary Data 2). Interestingly, timed NAD^+^ supply imposed new and specific day-to-night transcriptional fluctuations in genes functionally related to response to stress and starvation (Fig. 3g, Supplementary Data 2). Hence, we reasoned that a time-of-day specific transcriptional response to NAD^+^ might be responsible for the beneficial effects of rhythmic restitution of this metabolite.

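Creld2, a chaperone of the endoplasmic reticulum induced by stress, rose from 8.41 ± 0.57 at ZT6 to 10.60 ± 0.50 at ZT18 in HFN livers (log2 signal, SD, n = 3 mice, adjusted p = 0.0319 from limma). Its log2 fold changes of 1.64 in CD and 1.26 in HF livers did not pass (adjusted p = 0.114 and 0.163). Gclc, the limiting enzyme of glutathione synthesis, rose by 1.28 in HFN livers (SE 0.23, adjusted p = 0.033). Cdkn1a, a cell-cycle inhibitor induced by p53 and by fasting, rose by 3.98 in HFN (SE 0.45, adjusted p = 0.00114) and by 3.14 in HF livers (adjusted p = 0.00443). Ddit4, an inhibitor of mTORC1 induced by stress, rose by 0.82 in HFN (SE 0.12, adjusted p = 0.00977) and 0.78 in CD livers (adjusted p = 0.0101). The list of 19 measured genes of the unfolded protein response had a median of 0.26 in HFN livers with 1 gene higher (4 when adjusted over the list alone). The 14 genes of gluconeogenesis and fasting had a median of −0.22 with none past the test (1 lower when adjusted over the list alone). Their camera adjusted p was 0.0027 and 0.049, and adjusted p = 0.42 and 0.53 with an estimated correlation. PPARA-regulated genes, which respond to fasting, had a median of 0.47 over 12 genes with Pdk4 higher (3 when adjusted over the list alone, camera adjusted p = 0.0012, adjusted p = 0.11 with an estimated correlation). The day-to-night rise of Creld2 was 0.93 larger in HFN than in HF livers (SE 0.55) and did not pass limma's interaction test (adjusted p = 0.831). Creld2 and Gclc lose the call when 1 array is left out (adjusted p up to 0.187 and 0.169).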

To further dissect the expression program imposed by NAD^+^, we identified DE genes between groups, examined specifically at day (ZT6) or night (ZT18). 

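Cyp4a14, a fatty acid ω-hydroxylase, was 98.2-fold higher in HF than in CD livers at ZT6, at 17.51 ± 0.83 against 10.89 ± 1.04 (log2 signal, SD, n = 3 mice, adjusted p = 0.0107 from limma). Cyp17a1, a steroid hydroxylase, was 16.7-fold higher (log2 fold change 4.06, SE 0.59, adjusted p = 0.0243). Vnn1, a pantetheinase induced by fatty acids, was 10.1-fold higher (3.33, SE 0.40, adjusted p = 0.00905). Pnpla3, a lipid droplet hydrolase, had 7.94 ± 0.50 against 5.32 ± 0.35, and Acaca, the first enzyme of fatty acid synthesis, 12.52 ± 0.39 against 11.08 ± 0.25. Aox3, an aldehyde oxidase, and Ces1g, a carboxylesterase, were lower, by 1.53 (SE 0.22) and 1.83 (SE 0.30). Of 16 genes of fatty acid synthesis 3 were higher (11 when adjusted over the list alone, median 1.41, camera adjusted p = 4.9e-19), a call that holds with an estimated correlation (adjusted p = 0.027). The 16 include Scd1, which sat at the ceiling on all arrays and could show no change. In all 29 transcript clusters passed between HF and CD livers, 23 of them higher in HF, with 6 (without HF ZT6 replicate 3) to 48 (without HF ZT6 replicate 1) when 1 array was left out. At an unadjusted p under 0.05 with 1.25-fold, 2216 differed between HF and CD livers, 1217 higher and 999 lower in HF. Between HFN and HF livers at ZT6 none of the 65956 passed by limma (lowest adjusted p 0.319), and 2685 had an unadjusted p under 0.05 with a 1.25-fold difference, 1043 of them higher in HFN. The genes of lowest p there were Slc9a3r2, a scaffold protein of membrane transporters, lower in HFN by 0.67 (SE 0.11, adjusted p = 0.319), and Pik3ap1, an adaptor of PI3-kinase in immune cells. No transcript cluster passed in both comparisons (792 unadjusted).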

At ZT6, 724 hepatic transcripts were significantly DE between CD and HF mice, while 936 transcripts varied when comparing HF and HFN groups, with 182 (12%) overlapping transcripts (Fig. 4a, Supplementary Data 3). At ZT18, 1731 genes were DE in livers from CD and HF mice, and 698 were DE between HF and HFN mice, appearing 118 (5%) common transcripts (Fig. 4a, Supplementary Data 3). 

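Cd36, a fatty acid transporter, was 35.6-fold higher in HF than in CD livers at ZT18, at 13.62 ± 0.84 against 8.46 ± 0.21 (log2 signal, SD, n = 3 mice, adjusted p = 0.000509 from limma). Cidec, which enlarges lipid droplets, was higher by a log2 fold change of 3.94 (SE 0.58, adjusted p = 0.00659), and Abcd2, a transporter of long-chain acyl-CoA into peroxisomes, by 3.78 (adjusted p = 0.0129). Gstp1, a glutathione transferase, was lower, at 15.37 ± 0.75 against 18.99 ± 0.59 (adjusted p = 0.00659). Cyp7a1, the limiting enzyme of bile acid synthesis, was lower by 3.24 (SE 0.54, adjusted p = 0.0132), and Csad, an enzyme of taurine synthesis, by 3.13 (SE 0.47, adjusted p = 0.00747). All 20 measured genes of mitochondrial fatty acid oxidation lay higher in HF livers, 9 past the test (19 when adjusted over the list alone). The list's median was 0.82 (camera adjusted p = 7.6e-23, adjusted p = 0.019 with an estimated correlation). In all 400 transcript clusters passed, 313 higher and 87 lower in HF livers, and 105 (without HF ZT18 replicate 2) to 3256 (without CD ZT18 replicate 1) when 1 array was left out. Of the 3256, 1469 were higher and 1787 lower, and at an unadjusted p under 0.05 with 1.25-fold 2553 were higher and 3294 lower. The count fell to 138 with the negative-control signal as a covariate, added after the data were seen, and to 46 with a fit on the compared groups only. Between HFN and HF livers at ZT18 none passed by limma (lowest adjusted p 0.194), and 1851 had an unadjusted p under 0.05 with a 1.25-fold difference, 1370 higher and 481 lower in HFN. Jun, an immediate early transcription factor, was 0.60 lower in HFN than in HF livers (SE 0.10, adjusted p = 0.34) after being 0.86 higher in HF than in CD livers (adjusted p = 0.00106). No transcript cluster passed in both comparisons (330 unadjusted).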

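Abhd5, a lipase activator on lipid droplets, had a log2 signal of 7.96 ± 0.43 in CD, 9.07 ± 0.04 in HF and 8.25 ± 0.06 in HFN livers at ZT18 (SD, n = 3 mice). Foxa2, a hepatocyte transcription factor, had 6.78 ± 0.28, 8.04 ± 0.24 and 7.39 ± 0.23 in the same order. Of the paper's 182 transcripts listed as shared at ZT6, 167 were matched to a name on the array, and for 164 of these the HFN mean lay closer to CD than the HF mean did. Over the 167, the median distance from CD was a log2 fold change of 0.332 in HF and 0.0619 in HFN livers. Of 118 listed at ZT18, 114 were matched and 83 lay closer to CD, with a median distance of 0.433 in HF and 0.312 in HFN livers. None of the listed genes passed limma's test between HFN and HF livers at an adjusted p under 0.05, and 48 of 167 at ZT6 and 33 of 114 at ZT18 did at an unadjusted p under 0.05 with 1.25-fold. Over all 400 transcript clusters past the test between HF and CD livers at ZT18, the median distance was 0.907 in HF and 0.777 in HFN livers, and all 400 kept the sign of the difference from CD in HFN livers. These sets were chosen on the same arrays and are not independent evidence. Both comparisons use the same HF arrays. Of 792 transcript clusters with an unadjusted p under 0.05 and 1.25-fold in both at ZT6, 785 went in opposite directions. Among simulated arrays without any group difference 330 were shared on average and at most 1543, with 327 in opposite directions on average. At ZT18, 297 of 330 went in opposite directions, where the simulated arrays shared 361 on average and at most 3223, with 358 in opposite directions on average.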

Interestingly, most of these DE shared transcripts recovered their expression in the obese NAD^+^ treated (HFN) mice to control conditions (Fig. 4b). 

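Csf1r, the growth factor receptor of macrophages, had a log2 signal of 8.25 ± 0.21 in CD, 8.96 ± 0.17 in HF and 8.24 ± 0.17 in HFN livers at ZT6 (SD, n = 3 mice). Mertk, the macrophage receptor for dying cells, had 8.22 ± 0.30, 8.78 ± 0.15 and 8.15 ± 0.07 in the same order. Neither gene passed limma between HF and CD livers (adjusted p = 0.508 and 0.525) or between HFN and HF livers (adjusted p = 0.604 and 0.603). For both, all HFN mice lay below all HF mice, and chance separates 10% of transcripts in one direction or the other. Where no member of a list passes, the genes named are those of lowest p, which favours such separation. All 18 Kupffer cell and macrophage markers lay higher in HF than in CD livers (median 0.56, 11 past the test when adjusted over the list alone and 0 over all genes). All 18 lay lower in HFN than in HF livers (median −0.62, 8 when adjusted over the list alone and 0 over all genes). The list's camera adjusted p was 2e-11 and 1.2e-11, and adjusted p = 0.14 and 0.27 with an estimated correlation. The negative-control signal moved with the same groups at ZT6, with means of 4.73 in CD, 4.90 in HF and 4.66 in HFN livers. With it as a covariate, added after the data were seen, the macrophage list stayed lower in HFN than in HF livers, as given in the closing section. Interferon-stimulated genes were lower in HFN than in HF livers, with a median of −0.21 over 19 genes (3 lower when adjusted over the list alone, camera adjusted p = 8.4e-05, adjusted p = 0.49 with an estimated correlation). The lowest p there belonged to Irf7, the interferon regulator (−0.46, adjusted p = 0.603 from limma), and Usp18 (−0.60, adjusted p = 0.603).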

Common DE genes between CD-HF and HF-HFN comparisons at ZT6 were specifically enriched for biological processes related to regulation of the immune response, including both innate and adaptive immune system pathways (Fig. 4c, Supplementary Data 3). Furthermore, a direct assessment for distinctive gene sets between HF and HFN groups at ZT6 using GSEA^54^ (Gene Set Enrichment Analysis) showed that IL6-JAK-STAT3 and TGFβ signaling were the highest enriched hallmarks (Supplementary Fig. S3a). Indeed, timed NAD^+^ treatment in obese mice suppressed the hepatic expression of inflammatory markers including *Stat3*, *Stat6*, *Tgfb1*, *Il1r1*, *Il6st*, *Tnfrsf1a*, *Tnfrsf1b, Smad3* or *Smad6* (Supplementary Fig. S3b). This supports the notion that timed NAD^+^ treatment just before the onset of the active phase in obese mice abolishes the inflammatory environment associated with insulin resistance in NAFLD^55,56^ specifically during their resting period. Accordingly, at ZT18, genes recovered to normal conditions by NAD^+^ appeared mostly enriched for Lipid Metabolic Processes, particularly fatty acid biosynthesis and storage (*Plin2*, *Abhd5*, *Acsm1*, *Hsd17b12*, *Chka*) (Fig. 4d, Supplementary Data 3). Furthermore, a GSEA comparing HF and HFN groups at ZT18 revealed highest enrichment in the hallmarks Cholesterol Homeostasis and MTORC1 Signaling (Supplementary Fig. S3c), with significant downregulation of transcripts coding for major regulatory proteins and rate-limiting enzymes triggered by de novo NAD^+^ oscillations (Supplementary Fig. S3d; Cholesterol Homeostasis: *Hmgcr*, *Hmgcs1*, *Sqle*, *Acss2*, *Lss* or *Stard4*; MTORC1 signaling: *Acaca*, *Acly*, *Me1*, *Adipor2*, *Psma3*, *Psma4*, *Psmd14* or *Psmc6*). 

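Tyk2, a kinase of the JAK family, was lower in HFN than in HF livers at ZT6 by a log2 fold change of 0.33 (SE 0.08, n = 3 mice per group, adjusted p = 0.603 from limma). It had the lowest p among the IL6-JAK-STAT3 components. Of the 29 measured components, 28 lay lower in HFN livers, with a median of −0.21. None passed over all genes, and 1 was lower when adjusted over the list alone. The list's camera adjusted p was 1.5e-10, and adjusted p = 0.16 with an estimated correlation. Tgfbr1, a receptor of TGFβ, was lower by 0.35 (SE 0.09, adjusted p = 0.603 from limma). Of the 29 measured TGFβ and BMP components, 24 lay lower, with a median of −0.19, 1 past the test when adjusted over the list alone and none over all genes. The camera adjusted p of this list was 1.5e-06 and stayed under 0.05 with an estimated correlation (adjusted p = 0.031). In CD livers, both lists lay below HF at ZT6 as well. IL6-JAK-STAT3 components were higher in HF than in CD livers by a median of 0.14 (25 of 29 genes, camera adjusted p = 3.5e-05, adjusted p = 0.2 with an estimated correlation). The TGFβ and BMP components were higher by 0.11 (26 of 29, camera adjusted p = 0.00051, adjusted p = 0.043 with an estimated correlation). The negative-control signal was 0.246 higher in HF than in HFN livers at ZT6. With it as a covariate, added after the data were seen, the medians between HFN and HF livers were −0.17 for IL6-JAK-STAT3 and −0.16 for TGFβ and BMP components (camera adjusted p = 0.0024 and 0.0042). The Hallmark sets and GSEA themselves were not used here.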

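Il1r1, the receptor for interleukin-1, had a log2 signal of 8.94 ± 0.32 in HFN and 10.01 ± 0.43 in HF livers at ZT6 (SD, n = 3 mice). Its log2 fold change was −1.07 (SE 0.34, adjusted p = 0.614 from limma). Stat6, a transcription factor of interleukin-4 signalling, had 7.99 ± 0.25 and 8.46 ± 0.07 (adjusted p = 0.667). Tgfb1, which encodes TGFβ1, had 6.09 ± 0.04 and 6.50 ± 0.02 (adjusted p = 0.701). Smad6, an inhibitor of BMP signalling, had 5.40 ± 0.06 and 5.72 ± 0.08 (adjusted p = 0.604). The differences of the TNF receptors Tnfrsf1b and Tnfrsf1a were −0.34 (SE 0.18) and −0.26 (SE 0.23). Those of the TGFβ mediator Smad3, the IL6 coreceptor Il6st and the IL6 mediator Stat3 were −0.35 (SE 0.19), −0.29 (SE 0.17) and −0.16 (SE 0.14). These 5 had adjusted p from 0.743 to 0.843. None of the 9 genes passed limma over all transcripts, and 1 was lower when adjusted over the list alone, a list chosen by the study and so not independent evidence. All 9 means lay lower in HFN livers, with a median of −0.34 (camera adjusted p = 1.6e-06, adjusted p = 0.25 with an estimated correlation). For Il1r1, Stat6, Tgfb1, Smad3, Smad6 and Tnfrsf1b every HFN mouse lay below every HF mouse, where chance separates 10% of genes in one direction or the other. With the negative-control signal of the arrays as a covariate, added after the data were seen, the median of the 9 was 0.04 (camera adjusted p = 0.85).

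**Figure D3:**
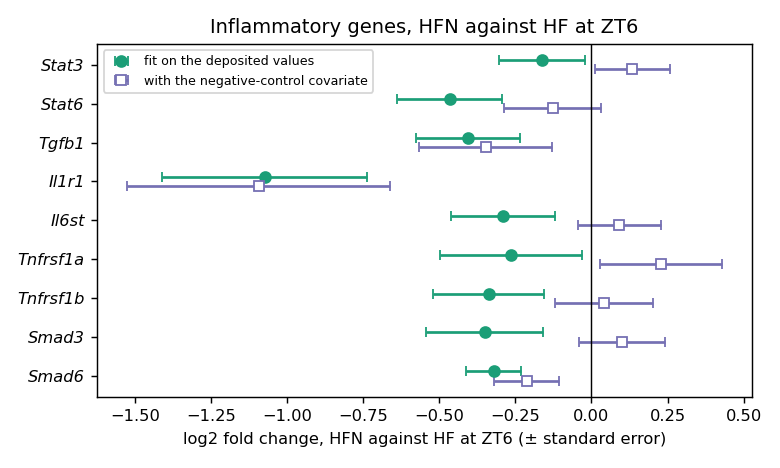
Log2 fold change between HFN and HF livers at ZT6 for the 9 inflammatory genes, with standard errors (n = 3 mice per group). Filled circles are the fit on the deposited values and open squares the fit with the negative-control covariate. For Il1r1 the group means behind the fold change are 8.94 in HFN and 10.01 in HF livers.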

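Tgfb1 went from ZT6 to ZT18 by a log2 change that was 0.88 higher in HFN than in HF livers (SE 0.24, adjusted p = 0.751 from limma's interaction test). Its HFN signals at ZT18 were 6.78, 5.94 and 6.02, the first from HFN ZT18 replicate 1, where B and plasma cell markers lay 3.09 and MHC class II genes 1.45 (median log2 differences) above the other HFN arrays at ZT18. For Tnfrsf1b, Stat6 and Il1r1 the change was 0.84, 0.76 and 0.72 higher (adjusted p = 0.751, 0.765 and 0.838). The 9 inflammatory genes named by the study all had a higher day-to-night change in HFN livers, with a median interaction of 0.63. None passed over all genes and 6 did when adjusted over the list alone, which is not independent evidence. The camera adjusted p was 8.8e-07, and adjusted p = 0.21 with an estimated correlation. Over the IL6-JAK-STAT3 components, 27 of 29 had a higher change in HFN livers, with a median of 0.46. When adjusted over the list alone 11 of them passed (camera adjusted p = 6.4e-13, adjusted p = 0.077 with an estimated correlation). Interferon-stimulated genes had a median interaction of 0.27 over 19 genes (3 when adjusted over the list alone, camera adjusted p = 0.00029, adjusted p = 0.39 with an estimated correlation), led by Usp18 (0.88, SE 0.23). The negative-control signal fell by 0.254 from ZT6 to ZT18 in HF and by 0.048 in HFN livers. When it was a covariate, added after the data were seen, the median interaction of the 9 genes was 0.29 (camera adjusted p = 0.0013). From the lower inflammatory transcripts at ZT6, the paper proposes that NAD+ given just before the active phase removes, in the resting period, the inflammation that goes with insulin resistance. It also reports lower liver cytokines after NAD+, and lower cytokine and macrophage transcripts by RT-qPCR, with Tgfb1 among them.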

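Chka, the choline kinase of phosphatidylcholine synthesis, had a log2 signal of 9.27 ± 0.10 in HFN and 9.92 ± 0.19 in HF livers at ZT18 (SD, n = 3 mice). Its log2 fold change was −0.65 (SE 0.15, adjusted p = 0.75 from limma). Abhd5, which activates the lipase ATGL, was lower by 0.82 (SE 0.19, adjusted p = 0.701), and Hsd17b12, an enzyme of fatty acid elongation, by 0.47 (SE 0.21, adjusted p = 0.871). Plin2, the main droplet coat protein of liver, was lower by 0.21 (15.32 ± 0.07 against 15.53 ± 0.03, adjusted p = 0.943). Acsm1, a medium-chain acyl-CoA synthetase, was higher by 0.38 (SE 0.12, adjusted p = 0.85). None of the 5 passed over all genes. When adjusted over the list alone 1 was higher and 3 were lower, which is not independent evidence since the study chose the list on these arrays. The list's median was −0.47 (camera adjusted p = 0.0014, adjusted p = 0.2 with an estimated correlation). Between HF and CD livers, Plin2 (1.68, SE 0.13, adjusted p = 6.9e-05), Abhd5 (1.11, SE 0.19, adjusted p = 0.0145) and Hsd17b12 (1.24, SE 0.21, adjusted p = 0.0139) were higher in HF. Chka (0.73, adjusted p = 0.0507) and Acsm1 (−0.41, adjusted p = 0.158) did not pass. Between HFN and CD livers at ZT18, Plin2 was 1.47 higher in HFN (adjusted p = 0.000222) and the other 4 genes did not pass (adjusted p from 0.0983 to 0.946). The separate list of 16 fatty acid synthesis genes had 7 higher in HF than in CD livers (12 when adjusted over the list alone). Its median was 1.72 (camera adjusted p = 5.7e-14, adjusted p = 0.047 with an estimated correlation).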

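Sqle, the squalene epoxidase of cholesterol synthesis, had a log2 signal of 9.58 ± 0.21 in HFN and 10.58 ± 0.62 in HF livers at ZT18 (SD, n = 3 mice, adjusted p = 0.869 from limma). Hmgcs1, which makes HMG-CoA, was lower by 0.58 (SE 0.55), and Acss2, an acetyl-CoA synthetase, by 0.54 (SE 0.33). Stard4 was lower by 0.44 (SE 0.24) and Lss, lanosterol synthase, by 0.29 (SE 0.26), with adjusted p from 0.903 to 0.997. The 5 named genes had a median of −0.54 (0 past the test when adjusted over the list alone, camera adjusted p = 0.0014, adjusted p = 0.39 with an estimated correlation). The 19 measured genes of cholesterol synthesis had −0.41 with 15 below 0 (0 when adjusted over the list alone, camera adjusted p = 0.00015, adjusted p = 0.49 with an estimated correlation). Among the genes named for mTORC1 signalling, Psma3 and Psma4, core subunits of the proteasome, were lower by 0.66 (SE 0.25) and 0.37 (SE 0.14), adjusted p = 0.866 each. Me1, malic enzyme, was lower by 0.79 (SE 0.48), Acly, ATP citrate lyase, by 0.53 (SE 0.45) and Acaca by 0.47 (SE 0.23), with adjusted p from 0.893 to 0.99. All 8 measured genes of that list lay lower in HFN livers, with a median of −0.42 (0 when adjusted over the list alone, camera adjusted p = 2.1e-05, adjusted p = 0.21 with an estimated correlation). Both named lists were chosen by the study and are not independent evidence. Between HF and CD livers at ZT18 the 8 genes had a median of 0.87 with 4 higher, all 8 when adjusted over the list alone (camera adjusted p = 2.5e-11, adjusted p = 0.023 with an estimated correlation).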

As shown, these hepatic expression changes at ZT18 were accompanied by improvement of hyperlipidemia and fatty liver traits after restoring NAD^+^ oscillations in obese mice (Fig. 2a–d). 

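Nfkbia, the inhibitor that holds NF-kB in the cytoplasm and is itself an NF-kB target, had a log2 signal of 8.48 ± 0.20 in CD, 7.92 ± 0.08 in HF and 8.39 ± 0.15 in HFN livers at ZT18 (SD, n = 3 mice). The difference between HF and CD was −0.56 (SE 0.16, adjusted p = 0.149 from limma) and that between HFN and HF 0.47 (SE 0.16, adjusted p = 0.853). Tnfaip3, a deubiquitinase that ends NF-kB signalling, was 0.50 higher in HFN than in HF livers (SE 0.15, adjusted p = 0.849). Over 19 measured NF-kB components and targets, the median difference was −0.04 between HF and CD livers at ZT18 (camera adjusted p = 0.027, adjusted p = 0.39 with an estimated correlation). It was 0.14 between HFN and HF livers, where 15 of 19 lay higher in HFN (camera adjusted p = 0.0014, adjusted p = 0.39 with an estimated correlation). Without HFN ZT18 replicate 1 the camera adjusted p of the latter was 0.34. At ZT6 the list lay lower in HFN than in HF livers, with a median of −0.11 and 15 of 19 below 0 (camera adjusted p = 0.0016, adjusted p = 0.49 with an estimated correlation). No member passed limma over all genes or when adjusted over the list alone between HFN and HF livers at either time. Promoter motifs were not analysed here.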

Pathway analyses revealed transcriptional mechanisms restituted by NAD^+^, with significant enrichment of NFkB, HIF1 and HNF3 transcriptional networks (Fig. 4d); and de novo motif discovery in the promoters of genes whose expression appeared dysregulated only in the HF group identified strong similarities to NFkB-p65/RELA and FOXA1/FOXA2 (HNFα/HNF3β) binding sites (Fig. 4e). Accordingly, out of 83 transcripts recovered by NAD^+^ at ZT18, 11 (13%) are previously described direct targets of FOXA2^57^ (Supplementary Fig. S3e); interestingly, FOXA2 is a key regulator of lipid metabolism which becomes dysregulated in diabetic, insulin resistant mice^57,58^. Together, these data indicate that the inflammatory transcriptional signature related to NAFLD is abolished after timed NAD^+^ treatment, possibly through coordinating the action of transcription factors such as NFkB or FOXA2, and intracellular signaling involving the MTORC1 pathway.

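Foxa2 itself, the hepatocyte factor HNF3β, was 2.39-fold higher in HF than in CD livers at ZT18 (log2 fold change 1.26, SE 0.21, n = 3 mice per group, adjusted p = 0.0132 from limma). With the negative-control signal as a covariate, added after the data were seen, the log2 fold change was 1.29 (SE 0.24) and no longer passed (adjusted p = 0.0553). Its level in HFN livers was 0.65 lower than in HF (SE 0.21, adjusted p = 0.85) and 0.60 higher than in CD livers (SE 0.21, adjusted p = 0.192), and neither passed. Every HFN mouse lay below every HF mouse and above every CD mouse, where chance puts 10% of genes apart in either direction in 1 such comparison. At ZT6 Foxa2 differed by 0.18 between HF and CD (adjusted p = 0.976) and by −0.23 between HFN and HF livers (adjusted p = 0.845). Its day-to-night change was 1.08 larger in HF than in CD livers (SE 0.29), which did not pass limma's interaction test (adjusted p = 0.442). Targets of FOXA2 were not analysed here.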

**Fig. 4:**
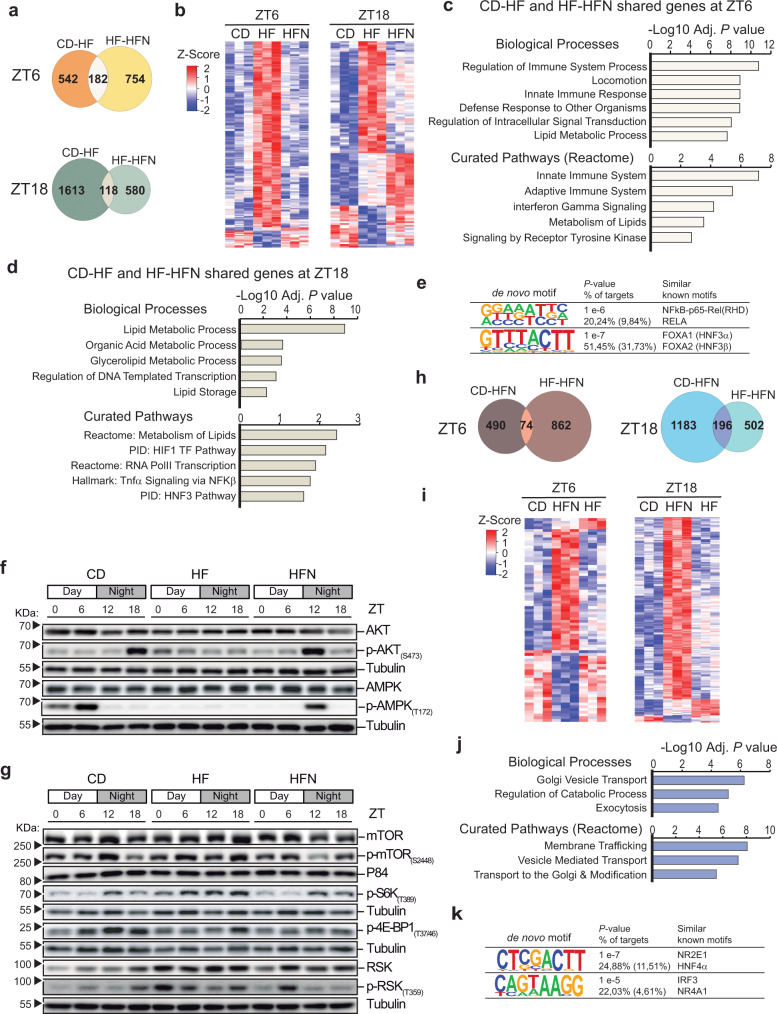
A NAD^+^ chronotherapy at ZT11 corrects abnormal gene and protein expression from crucial molecular effectors of liver disease and triggers a specific transcriptional signature. **a**, **b** Overlap (**a**) and heatmap (**b**) of DE genes when comparing CD-HF and HF-HFN groups either at day (ZT6) or ant night (ZT18) (*n* = 3). **c**, **d** Functional annotation of CD-HF and HF-HFN shared genes at daytime (**c**) or nighttime (**d**). **e** Homer de novo motif discovery analyses from promoters of genes DE exclusively in the HF group. **f**, **g** Circadian protein expression of AKT, p-AKT(S473), AMPK, and p-AMPK(T172) (F) or the mTOR pathway (g) in whole cell extracts from CD, HF, and HFN livers determined by western blot. Tubulin or p84 were used as a loading control. Images represent 3–4 independent experiments. Uncropped blots in Source Data. **h**, **i** Overlap (**h**) and heatmaps (**i**) of DE genes when comparing CD-HFN and HF-HFN groups either at day (ZT6) or at night (ZT18) (*n* = 3). **j** Functional annotation of shared genes DE in analyses CD-HFN and HF-HFN at nighttime. **k** Homer de novo motif discovery analyses from promoters of genes whose expression is altered exclusively in the HFN group. Adj. *P* value corresponds to the FDR q-value. This is the false discovery rate analog of hypergeometric *p* value after correction for multiple hypothesis testing according to Benjamini and Hochberg. CD control diet fed mice, HF high-fat diet fed mice, HFN High-fat diet fed, NAD^+^ treated mice at ZT11. See also Supplementary Figs. S3, S4 and Supplementary Data 4.

### Insulin signaling and rhythmicity in nutrient sensing pathways are rescued by NAD^+^ oscillations in obese mice

Transcriptional networks uncovered in these analyses together with measurements of metabolic parameters are strongly suggestive of restored insulin sensitivity and nutrient-sensing molecular pathways after reestablishing NAD^+^ oscillations in obese mice. To confirm this at the molecular level, we first evaluated phosphorylation of AKT1, a key kinase effector of insulin signaling^59^, along the day. As previously described, AKT1 phosphorylation at Ser 474 (p-AKT(S473)) appeared cyclic in CD fed mice^60^, with a peak at ZT18 (Fig. 4f, Supplementary Fig. S4a), coincident with highest food intake (Fig. S1C). In contrast, in HFD-fed mice, p-AKT(S473) was constitutively low, suggestive of insulin resistance in the liver of obese mice (Figs. 4F, S4A). Remarkably, we found restoring hepatic NAD^+^ oscillations in obese mice specifically increased p-AKT(S473) at ZT12 (Fig. 4f, Supplementary Fig. S4a. *P* < 0.0001; two-way ANOVA, Tukey post-test), hence imposing daily oscillations to insulin signaling. Furthermore, diurnal rhythms in AMPK phosphorylation at T172 were also restored by NAD^+^ treatment in obese mice, although with a unique peak at ZT12, which was six hours phase delayed compared to their control, lean littermates (Fig. 4f, Supplementary Fig. S4b). This is in keeping with our previous observation of a reduction of CRY1 protein in the HFN group specifically at ZT12 (Fig. 3b, c), as AMPK rhythmically phosphorylates and destabilizes CRY1^61^. Concomitantly, the AMPK substrate ULK^62^ appeared hyperphosphorylated in the livers of NAD^+^ treated mice at ZT12 (Supplementary Fig. S4c). Following the lead from our transcriptomic analyses, we also explored mTORC1 function. mTOR S2448 phosphorylation and activity appear rhythmic in the mouse liver, coordinating a number of functions around the day, including ribosome biogenesis^63,64^ (Fig. 4g). High-fat feeding constitutively induced mTOR phosphorylation, and timed NAD^+^ treatment in obese mice downregulated it (Figs. 4G, S4D). We investigated the phosphorylation of p70-S6K (S6K) as a readout of the activity of mTORC1^65^, and found that the diurnal profile of activation of S6K-Thr389 phosphorylation was completely restored by NAD^+^ chronotherapy in the livers of HFD-fed mice (Fig. 4g, Supplementary Fig. S4e). Additional mTOR downstream signaling revealed by phosphorylation of 4EBP1(Thr37/46) was reduced in obese, NAD^+^ treated mice (Fig. 4g, Supplementary Fig. S4f). We also observed that the mTORC1 agonist p90-S6K (RSK)^65,66^ and its activity as monitored by its phosphorylation in the Thr359 were significantly downregulated in the HFN group respect to the HF (Fig. 4g, Supplementary Fig. S4g). These results reinforce our pathway and gene set enrichment analyses comparing HF and HFN groups, consistent with reduced function of mTORC1 pathway after recovering NAD^+^ oscillations in obese mice.

### A unique NAD^+^ transcriptional signature identifies new pathways linked to metabolic improvement

We sought to explore the transcriptional signature induced by oscillatory NAD^+^, by identifying DE genes specifically in the HFN group. We found just 74 genes changing their expression at ZT6, and 196 at ZT18 (Fig. 4h, i, Supplementary Data 4). 

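Fabp2, a fatty acid binding protein of the enterocyte type, was higher in HFN than in CD livers at ZT6 by a log2 fold change of 2.61 (SE 0.25, n = 3 mice per group, adjusted p = 0.000837 from limma). C2, a complement protein, was lower by 1.11 (SE 0.15, adjusted p = 0.0132). Against HF livers neither passed. In all 21 transcript clusters passed between HFN and CD livers at ZT6 (17 higher and 4 lower in HFN) and 698 at ZT18 (551 higher and 147 lower). The balance at ZT18 was 3547 higher and 3046 lower at an unadjusted p under 0.05 with 1.25-fold, and 1201 and 1156 without CD ZT18 replicate 1. At ZT18 Mfsd2a, a transporter of lysophospholipids, had 14.61 ± 0.46 against 9.67 ± 1.37 (log2 signal, SD, adjusted p = 0.0236). When 1 array was left out these were 6 (without CD ZT6 replicate 1) to 26 and 199 (without HFN ZT18 replicate 3) to 2357 (without CD ZT18 replicate 1). With a limma fit on the compared groups only, the counts were 0 at ZT6 and 25 at ZT18. At an unadjusted p under 0.05 with 1.25-fold, the fit over all 18 arrays had 1398 at ZT6 (806 higher and 592 lower in HFN). With the negative-control covariate, added after the data were seen, the counts were 31 at ZT6 and 205 at ZT18. No transcript cluster differed in HFN from both CD and HF livers by limma at either time. At an unadjusted p under 0.05 and 1.25-fold, 283 did at ZT6 (272 in the same direction) and 827 at ZT18 (802 in the same direction). The HFN arrays enter both comparisons, and simulated arrays without any group difference shared 344 on average and at most 3032 at ZT6, and 332 and at most 2888 at ZT18. Of the paper's 74 transcripts at ZT6, 60 were matched to the array and 8 of them differed between HFN and HF livers at an unadjusted p under 0.05 with 1.25-fold. Of its 196 at ZT18, 184 were matched and 52 did. None passed limma at an adjusted p under 0.05. Both lists come from these arrays and are not independent evidence.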

Functional analyses did not retrieve any significant enrichment for these genes at ZT6; however, it became very evident that at ZT18, a large part of the DE genes after NAD^+^ treatment were overexpressed and functionally involved in intracellular vesicle transport and catabolic processes (Fig. 4i, j, Supplementary Data 4). Indeed, five members of the Rab family of small GTPases, know regulators of membrane trafficking^67^, were specifically overexpressed after NAD^+^ treatment, including *Rab1b*, *Rab7a*, *Rab10* which are largely involved in mediating autophagy^68–71^, and *Rab6a*, *Rab8a*, which also mediate receptor trafficking in response to insulin signaling^72,73^. 

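Of the 184 matched transcripts in the paper's list for ZT18, 163 had a higher mean in HFN than in HF livers, with a median log2 fold change of 0.27 (n = 3 mice per group). The list was chosen on these arrays and is not independent evidence. Among vesicle transport genes fixed beforehand, Copa, a subunit of the COPI coat of Golgi vesicles, was 0.52 higher in HFN than in CD livers (adjusted p = 0.0244 from limma). It was the 1 of 31 ER-Golgi transport genes past the test over all genes (16 when adjusted over the list alone). The list had a median of 0.36 (camera adjusted p = 1.9e-07, adjusted p = 0.14 with an estimated correlation). For HFN against HF livers the same list had a median of 0.11 with none past the test over all genes or adjusted over the list alone (camera adjusted p = 0.043, adjusted p = 0.64 with an estimated correlation). Bnip3, a receptor for the removal of mitochondria, was 0.91 higher in HFN than in CD livers (SE 0.20, adjusted p = 0.04). With Vps28 it made 2 of 26 autophagy and lysosome genes past the test (4 when adjusted over the list alone). That list's median was 0.10 (camera adjusted p = 0.041, adjusted p = 0.43 with an estimated correlation). The ER-Golgi list was also higher in HF than in CD livers, with a median of 0.22 (1 gene past the test and 9 when adjusted over the list alone, camera adjusted p = 0.00028, adjusted p = 0.28 with an estimated correlation).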

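Rab1b, which moves vesicles from the endoplasmic reticulum to the Golgi, had a log2 signal of 12.98 ± 0.21 in HFN and 12.02 ± 0.35 in CD livers at ZT18 (SD, n = 3 mice, adjusted p = 0.0435 from limma). It was 0.59 higher in HFN than in HF livers (SE 0.21, adjusted p = 0.854). Rab6a, a GTPase of Golgi traffic, had 11.14 ± 0.04 against 10.51 ± 0.15 in CD (adjusted p = 0.0175) and was 0.31 higher than in HF livers (SE 0.12, adjusted p = 0.866). Rab10, a GTPase of exocytosis, had 11.81 ± 0.01 against 11.35 ± 0.16 in CD (adjusted p = 0.0345) and was 0.16 higher than in HF livers (SE 0.10, adjusted p = 0.924). Rab7, the array's name for Rab7a of late endosomes, was 0.31 higher than in CD (adjusted p = 0.137) and 0.24 higher than in HF livers (adjusted p = 0.866). Rab8a, of transport to the cell surface, was 0.46 (adjusted p = 0.0943) and 0.20 (adjusted p = 0.929) higher. With Vps28, the 6 trafficking genes named by the study lay higher in HFN than in HF livers by a median of 0.27 (camera adjusted p = 3.8e-05, adjusted p = 0.2 with an estimated correlation). When adjusted over the list alone 2 passed, which is not independent evidence. Of 32 measured Rab GTPases 29 lay higher in HFN than in CD livers, with a median of 0.23 and 3 past the test. The list had 7 higher when adjusted over the list alone (camera adjusted p = 3.4e-05, adjusted p = 0.1 with an estimated correlation). None of the 6 passed between HF and CD livers at ZT18. The calls of Rab1b, Rab6a and Rab10 against CD livers are lost when 1 array is left out. They are also lost with the negative-control signal as a covariate (adjusted p = 0.18, 0.134 and 0.154), a model added after the data were seen.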

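Vps28, a subunit of the ESCRT-I complex that sorts proteins into late endosomes, had a log2 signal of 11.46 ± 0.13 in HFN, 11.03 ± 0.17 in HF and 10.93 ± 0.14 in CD livers at ZT18 (SD, n = 3 mice). It was 1.44-fold higher in HFN than in CD livers (log2 fold change 0.53, SE 0.10, adjusted p = 0.0271 from limma). Against HF livers its log2 fold change was 0.43 (SE 0.10, adjusted p = 0.75), with every HFN mouse above every HF mouse, where chance separates 10% of genes in either direction. The paper picked the gene on these arrays, so the separation is not independent evidence. With the negative-control signal as a covariate the difference from CD did not pass (adjusted p = 0.0744).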

Additional overexpressed genes by NAD^+^ known to regulate autophagy were *Psen1*^74^, *Vps28*^75^.

A search for de novo motif enrichment within the promoters of NAD^+^-induced genes yielded matrices with high similarity to the binding sites for NR2E1 (TLX) and HNF4α TFs, both implicated in maintaining lipid homeostasis in the liver^76,77^. Also, a motif recognized by IRF3 and NR4A1 (Nur77) appeared significantly enriched (*P* = 1e-5), and interestingly, Nur77 has been shown to regulate the cytoplasmic shuttling of LKB1, hereby phosphorylating and activating AMPK^78^. Together, these data indicate that oscillatory NAD^+^ in obese mice activates a gene expression program favoring processes highly demandant for vesicle trafficking, such as translocation of membrane receptors or autophagy, and reinforce the idea of pharmacological supply of NAD^+^ preferably targeting activation of AMPK even in the context of high caloric feeding.

### Time-of-day determines the efficacy of NAD^+^ as a treatment for diet-induced metabolic dysfunction

To investigate if the beneficial effects of pharmacological restitution of NAD^+^ oscillations depend on the time of the day, we supplied NAD^+^ in opposite phase to its natural rhythmicity, hereby at the end of the active phase in mice, ZT23 (HFN23 group). In these HFN23 mice, oscillations of hepatic NAD^+^ were induced with antiphase respect to CD and HFN mice, showing a peak at ZT0 and decreasing at ZT12-18 (Supplementary Fig. S5a, b). As shown in mice treated at ZT11 (HFN), these also showed mild, albeit non-significant, weight loss after one week of treatment (Fig. 5a, week 9). Contrary to the HFN group, mice supplied at ZT23 gained weight during weeks 10 and 11 (Fig. 5a). Instead, after three weeks of treatment, mice treated with NAD^+^ at ZT11 had lost ~5% of body weight, while those treated at ZT23 were ~2% heavier (Fig. 5b), illustrating significant differences on the efficacy of the treatment depending on the time of administration. Notably, total food intake was comparable for all high-fat-fed mice, and before and after the treatment no significant differences were found (Fig. 5c, Supplementary Fig. S5c, Two-way ANOVA with post-test). Serum insulin was significantly higher in mice injected at ZT23 particularly during the dark phase (Fig. 5d, Supplementary Fig. S5d), indicating insulin resistance in these mice, although NAD^+^ therapy was effective to reduce fasting serum glucose independently of the time of supply (Supplementary Fig. S5e). These results indicate that in obese mice treated with NAD^+^ at ZT23, insulin clearance or the feedback inhibition of insulin secretion are impaired, which is a sign of persistent metabolic dysfunction in these mice^79^. Along these lines, we performed GTT and ITT at ZT4, because the effects of NAD^+^ supply at ZT11 tended to be more pronounced during the light phase (Fig. 1e–h). We found that at the end of the treatment with NAD^+^ at ZT23 (day 20, HFN23), glucose and insulin tolerance showed non-significant improvement compared to the HF-fed mice. Actually, the NAD^+^ treatment at ZT11 was significantly more favorable to improving glucose homeostasis than at ZT23 (Fig. 5e, f, Supplementary Fig. S5f, g; One-way ANOVA followed by Tukey’s posttest). Quantification of the relative improvement to the obese non-treated mice showed that after 10 days of treatment, NAD^+^ was effective to improve GTT and ITT only when supplied at ZT11, but not at ZT23. At the end of the treatment (day 20), NAD^+^ supply at ZT11 showed still a significantly better performance than at ZT23 (Fig. 5g, Two-way ANOVA followed by Tukey’s posttest).

**Fig. 5:**
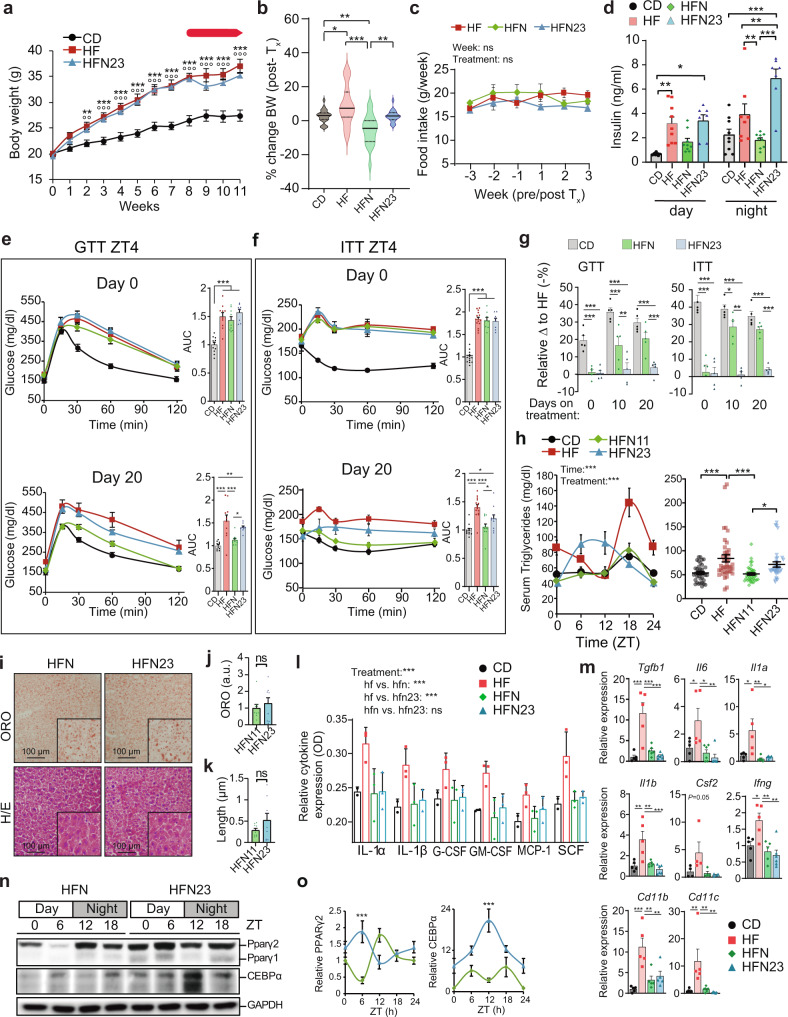
Time-of-day dependent response to NAD^+^ treatment in obese mice determines the efficacy of the chronotherapy to improve glucose homeostasis. **a** Weekly body weight (*n* = 15). Red arrow indicates the period of NAD^+^ or saline treatment at ZT23. **b** Percent change in body weight between weeks 8–11 (*n* = 24 CD, 23 HF, 19 HFN HFN23). **c** Weekly food intake three weeks before and after treatment (*n* = 33 mice). **d** Serum insulin (*n* = 9 mice per group, 7 for HFN23). **e**, **f** Glucose (GTT) and insulin (ITT) tolerance tests before and after (days 0–20) NAD^+^ treatment *n* = 8–16, see Supplementary Data 1 for exact *n* **g** Relative delta for the AUC from GTT and ITT respect to HF group. (*n* = 5). **h** Daily serum triglycerides (*n* = 10 mice per time point, 9 for HFN23) (left), and comparisons from all measurements (right). **i** Representative hepatic histopathology. Upper: Oil-red-O stain. Lower: Hematoxilin/Eosin. Images acquired at ×20 optical magnification, detailed ×100 digital magnification is shown **j** ORO signal in arbitrary units. CD data were set to 1 **k** Length of lipid droplets (*n* = 3 biological, three technical replicates in **j** and **k**) **l** Relative pro-inflammatory cytokines in livers from 3 mice at ZT6 (2 CD mice were assayed for basal references). **m** RT-qPCR determined hepatic mRNA. *n* = 5 CD, HF; 6 HFN, HFN23, at ZT6. **n** Western blots from mouse liver **o** Quantification of WB from *n* = 4 HFN, 5 HFN23. Measurements were normalized to GAPDH, and data from CD at ZT0 was set to 1. Two-way ANOVA with Bonferroni post-test. CD control diet, HF High-fat diet, HFN High-fat diet, NAD^+^ treated at ZT11; HFN23: High-fat diet, NAD^+^ treated at ZT23 mice. For circadian plots, points at ZT24 are same as ZT0, replotted to show 24-h trends Data represent mean ± SE analyzed by one-way or two-way ANOVA using Tukey posttest. *p < 0.05, **p < 0.01, ***p < 0.001; ns: non-significant. Exact p values are provided in Supplementary Data 1. * CD vs HF; °CD vs HFN23; ^X^HF vs HFN23. See also complementary Fig. S5.

Circulating triglycerides, largely known to be reduced by the NAD^+^ precursor niacin^80,81^, were decreased along the day to normal levels by NAD^+^ only when the treatment was performed at ZT11, but not at ZT23 (Fig. 5h). Interestingly, serum triglycerides were rhythmic for all groups; yet specific to the HFN23 group was that highest levels appeared at daytime, thus presenting antiphase daily oscillations (Fig. 5h). We found a very significant reduction in serum triglycerides only when NAD^+^ was injected at ZT11, while injection at ZT23 kept serum triglyceride levels significantly higher than injection at ZT11 (Fig. 5h, *P* < 0.05; One-way ANOVA with Tukey’s post-test). Opposite, hepatic steatosis was reduced to a similar extent in HFN and HFN23 groups (Fig. 5i–k, Supplementary Fig. S5g–i), while inflammatory cytokines known to be increased in the liver from HFD-fed mice^82,83^, appeared overall reduced in obese mice treated with NAD^+^, accompanied by decreased expression of pro-inflammatory cytokine genes (*Tgfb1*, *Il6*, *Il1a*, *Il1b*, *Ifng*), the macrophage recruiter gene *Csf2*, (also known as GM-CSF) and macrophage markers (*Cd11b*, *Cd11c*) (Fig. 5l–m), evidencing that NAD^+^ ameliorates these obesity-associated physiological parameters independently of the time of treatment. However, we observed opposite daily dynamics in hepatic PPARγ protein levels and its transcriptional activator CEBPα (Fig. 5n–o), which together with the serum triglycerides analyses, suggest that lipid metabolism might be distinct between HFN and HFN23 groups.

### NAD^+^ chronotherapy at ZT11 effectively coordinates hepatic intracellular signaling and gene expression driving lipid oxidation

To further disentangle the molecular pathways responsible for the physiological differences in glucose and insulin tolerance, and circulating triglycerides, between HFN and HFN23 groups of obese mice, we compared nutrient-sensing signaling in the liver from these mice. Western blot experiments showed that providing NAD^+^ at ZT23 to obese mice did not recapitulate hepatic AKT phosphorylation and activity, as did at ZT11 (Fig. 6a–b), hereby confirming that insulin signaling remains defective in mice treated at ZT23, as suggested by the ITT (Fig. 5f, Supplementary Fig. S5b). Additionally, the response to starvation signaling converging into AMPK-T172 phosphorylation and subsequent activation triggered at ZT12 after reinstating NAD^+^ oscillations was not induced in the livers of the HFN23 group (Fig. 6a–s). Furthermore, nutrient sensing by mTOR pathway appeared active through the day in livers from HFN23 group, as shown by persistent phosphorylation of p70-S6K-T389 (Fig. 6c–d), and contrasting with the rhythmic pattern observed in the HFN11 group. Moreover, RSK-T359 appeared hyperphosphorylated in the HFN23 group, also showing antiphase dynamics compared with the HFN group (Fig. 6c–d). These data clearly show that increased NAD^+^ levels at the end of the activity period are less efficient in synchronizing mTOR signaling pathway than high NAD^+^ at the onset of activity, and reinforce the notion of a chronotherapeutic approach as the best therapy for the treatment of metabolic diseases by NAD^+^ boosters.

**Fig. 6:**
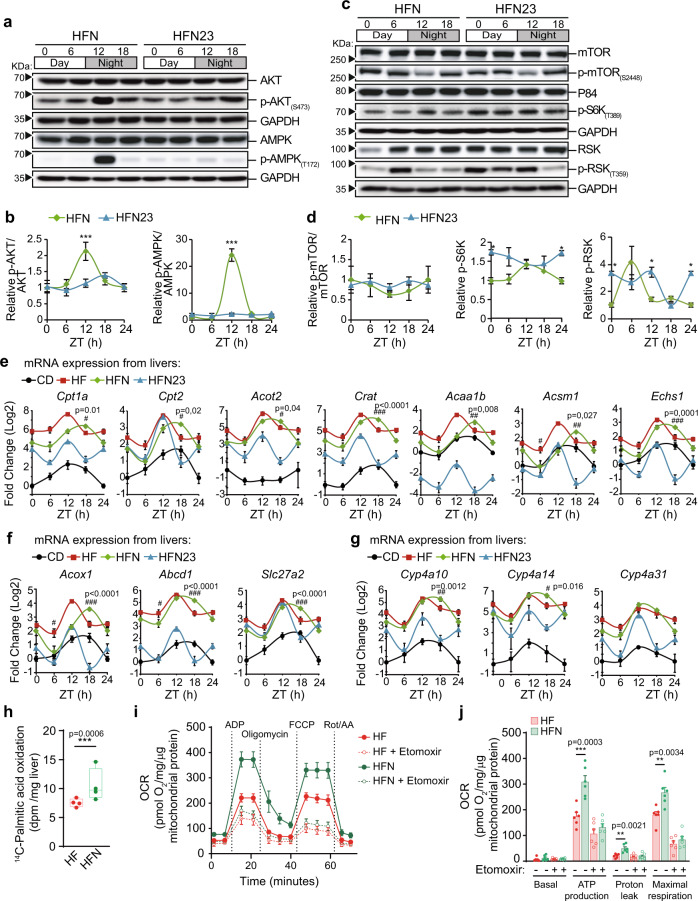
Distinct impact of NAD^+^ treatment at ZT11 versus ZT23 on hepatic nutrient and insulin sensing pathways. **a** Expression of AKT, p-AKT(S473), AMPK and p-AMPK(T172) along the day in the liver from mice treated with NAD^+^ either at ZT11 (HFN) or at ZT23 (HFN23) determined by western blot. Uncropped blots in Source Data. **b** Quantification of western blots from *n* = 5 biological samples, normalized to GAPDH loading control. Data from CD at ZT0 was set to 1. **c** Expression of proteins and phosphor-proteins in the mTOR pathway along the day in the liver from mice treated with NAD^+^ assessed by western blot. **d** Quantification of western blots from *n* = 5 biological samples. Measurements were normalized to p84 or GAPDH loading controls. Data from CD at ZT0 was set to 1. **e**–**g** RT-qPCR determined expression of rate-limiting and regulatory enzymes involved in mitochondrial (**e**) or peroxisomal (**f**) β-oxidation, and (**g**) ω-oxidation (*n* = 5 mice for CD and HF, 6 for HFN and 5 for HFN23 except at ZT6, where *n* = 6). **h** ^14^C-palmitic acid oxidation was assessed by quantifying ^14^CO_2_ release ex vivo from livers of HF and HFN mice (*n* = 4 mice per group with three independent measurements. Two experimental replicates were performed with comparable results). Two-way ANOVA **i** Oxygen consumption rate (OCR) was determined using Seahorse XF analyzer to assess CPT-1-dependent mitochondrial respiration from *n* = 6 mice with seven technical replicates each. **j** Mitochondrial bioenergetic parameters were calculated from extracellular flux analyses. One-way ANOVA with Siddak´s posttest. CD control diet-fed mice, HF high-fat diet-fed mice, HFN high-fat diet fed, NAD^+^ treated mice at ZT11, HFN23 high-fat diet fed, NAD^+^ treated mice at ZT23. Data points at ZT24 are duplicates from ZT0, replotted to show 24-h trends. The data represent means ± SE. *p < 0.05, **p < 0.01, ***p < 0.001, Two-way ANOVA followed by Bonferroni’s (**b**, **d**) or Tukey’s (**e**–**g**) posttest. Statistical details and exact *p* values are provided in Supplementary Data 1.Symbol key for multiple comparisons: *HFN vs HFN23; ^#^HF vs HFN. See also Supplementary Fig. S6.

It is widely accepted that AMPK regulates lipid metabolism through phosphorylation of acetyl-CoA carboxylase 1 (ACC1) at Ser79 and ACC2 at Ser212. These in turn downregulate the production of malonyl-CoA, the major substrate for fatty acid synthase (FAS) and a strong inhibitor of carnitine palmitoyl transferase 1 (CPT-1). Consequently, fatty acid synthesis is suppressed in favor of lipid oxidation, partially through activation of the rate-limiting step sustained by CPT-1^84^. Additionally, increased fatty acid oxidation has been largely recognized as a major metabolic outcome after pharmacological increase of NAD^+^^40,85^, and this process appears rhythmic in mouse liver with increased rate near the end of the rest period^21^. Also, our gene expression data revealed a unique NAD^+^ transcriptional signature involving genes pertaining to catabolic processes at ZT18 (Fig. 4j). Hence, we sought to explore the diurnal transcriptional profile of genes involved in lipid oxidation. 

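Acot2, a mitochondrial thioesterase that frees fatty acids from acyl-CoA, had a log2 signal of 11.31 ± 0.46 in HFN, 9.98 ± 0.21 in HF and 8.52 ± 1.08 in CD livers at ZT18 (SD, n = 3 mice). It was 6.92-fold higher in HFN than in CD livers (adjusted p = 0.0141 from limma), and its difference from HF livers, 1.33 (SE 0.49), did not pass (adjusted p = 0.857). Cpt1a, the gate of fatty acids into mitochondria, had 15.15 ± 0.30 in HFN, 14.69 ± 0.08 in HF and 13.37 ± 0.31 in CD livers. It was higher in HFN than in CD (adjusted p = 0.0104) and not past the test against HF livers (0.46, SE 0.29, adjusted p = 0.941). Cyp4a14 and Cyp4a31, enzymes of ω-oxidation, were 6.75 and 2.37 higher in HFN than in CD livers (SE 0.85 and 0.36, adjusted p = 0.00216 and 0.00734). Against HF livers they were 1.13 and 0.28 higher (adjusted p = 0.978 and 1). Of 20 measured genes of mitochondrial fatty acid oxidation, 15 were higher in HFN than in CD livers (19 when adjusted over the list alone). The list's median was 0.75 (camera adjusted p = 1.2e-21, adjusted p = 0.014 with an estimated correlation). Against HF livers none of the 20 passed limma over all genes, and the lowest p belonged to Cpt2, the carnitine palmitoyltransferase of the inner membrane (0.39, SE 0.14, adjusted p = 0.857). Peroxisomal oxidation had 8 of 16 genes higher in HFN than in CD livers (12 when adjusted over the list alone, median 0.78, camera adjusted p = 1.6e-10, adjusted p = 0.026 with an estimated correlation). Proteasome genes, which break down proteins, lay lower in HFN than in HF livers by a median of 0.12 over 30 genes (camera adjusted p = 0.00039, adjusted p = 0.56 with an estimated correlation).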

Selected transcripts from the microarray data and the key rate-limiting enzymes *Cpt1a*, *Cpt2*, *Acox1*, *Abcd1* were quantified in the livers from all groups (Fig. 6e–g). As expected, we found that genes involved in β-oxidation, either mitochondrial (*Cpt1a*, *Cpt2*, *Acot2*, *Crat*, *Acaa1b*, *Acsm1*, *Echs1;* Fig. 6E) or peroxisomal (*Acox1*, *Abcd1*, *Slc27a2;* Fig. 6f), and in ω-oxidation (*Cyp4a10*, *Cyp4a14*, *Cyp4a31;* Fig. 6g) were globally overexpressed in HFD-fed mice compared to lean mice^86^. Interestingly, almost all genes were significantly overexpressed specifically at ZT18 in obese mice treated with NAD^+^ at ZT11 (HFN), but not at ZT23 (HFN23). Indeed, fatty acid oxidation-related genes were highly expressed at the end of the rest period (~ZT12)^86^; yet, unique to the HFN group was that the breadth of transcriptional activity further extended through the active period, reaching significantly higher levels than in the non-treated, obese mice (HF) at ZT18 (Fig. 6e–g, *P* < *0.05, **0.01, ***0.001 Two-way ANOVA with Tukey post-test). Hereby, expression of these genes at ZT18 was altered depending on the time of NAD^+^ treatment, in a way that the treatment at ZT11 significantly enhanced their expression, whereas in mice treated at ZT23, expression was significantly reduced to levels largely comparable to the CD littermates (Supplementary Fig. S6c, One-way ANOVA with Tukey posttest). Accordingly, housekeeping genes *Tbp* and *Rplp* presented no significant variations (Supplementary Fig. S6d). To address whether these transcriptional changes in HFN mice are functional, we measured global fatty acid oxidation rates and CPT-1-dependent mitochondrial respiration in liver explants. Notably, we found a significant induction of fatty acid oxidation in HFN mice (Fig. 6h), which was accompanied by increased CPT-1-mediated mitochondrial respiration when palmitoyl-CoA was supplied as a substrate (Fig. 6i). Accordingly, a significant rise in maximal respiration and ATP production was evident in mitochondria from HFN mice (Fig. 6j), demonstrating functional implications for transcriptional variations from fatty acid oxidation genes in HFN mice. Together, these data indicate that increased hepatic NAD^+^ levels at the beginning of the active phase induce AMPK phosphorylation and activity, favoring a transcriptional program of genes involved in fatty acid oxidation which extends through the active phase, increasing mitochondrial respiration and fatty acid consumption capacities, and possibly contributing to weight loss and decreased hepatic and circulating triglycerides specifically in HFN mice.

While obese mice treated with NAD^+^ at ZT23 presented some metabolic ameliorations mostly consisting of improved basal circulating glucose levels and reduced hepatic steatosis and inflammatory markers, we did not find consistent changes in gene expression or nutrient sensing signaling. Intriguingly, our microarray data showed that transcripts with highest fold-change after NAD^+^ treatment were Metallothionein 1 and 2 (*Mt1* and *Mt2*), two antioxidants and longevity regulators known to protect from HFD-induced obesity^87–89^, and these transcripts were significantly more overexpressed in obese mice treated with NAD^+^ at ZT23 (Supplementary Fig. S6e, *P* < 0.001 HFN vs HFN23; Two-Way ANOVA with Tukey´s posttest). 

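Mt1, a metal-binding metallothionein, had a log2 signal of 12.07 ± 0.13 in HFN and 8.38 ± 0.53 in HF livers at ZT18 (SD, n = 3 mice). The difference was 12.9-fold (log2 fold change 3.69, SE 0.55, adjusted p = 0.194 from limma). Mt2 had 8.97 ± 0.30 and 7.16 ± 0.43, a 3.5-fold difference (1.81, SE 0.42, adjusted p = 0.708). Against CD livers at ZT18, Mt1 was 3.77 higher in HFN (SE 0.55, adjusted p = 0.00493) and kept the call whichever array was left out. Mt2 was 1.77 higher and did not pass (SE 0.42, adjusted p = 0.0612). HF and CD livers differed by 0.08 in Mt1 and −0.04 in Mt2 at ZT18, and neither passed. At ZT6, HFN livers were 0.51 above HF in Mt1 (adjusted p = 0.877) and 0.45 in Mt2 (adjusted p = 0.851). The day-to-night change of Mt1 was 3.18 larger in HFN than in HF livers (SE 0.78) and did not pass limma's interaction test (adjusted p = 0.751). All 3 HFN mice lay above all 3 HF mice at ZT18 for both genes, where chance separates 10% of genes in either direction. Both genes were named for their fold change on these arrays, so the separation is not independent evidence. With the negative-control signal of the arrays as a covariate, added after the data were seen, Mt1 passed between HFN and HF livers (adjusted p = 0.00639). The list of 8 metallothionein and zinc genes had 2 higher in HFN than in HF livers when adjusted over the list alone (median 0.09, camera adjusted p = 0.045, adjusted p = 0.4 with an estimated correlation).

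**Figure D4:**
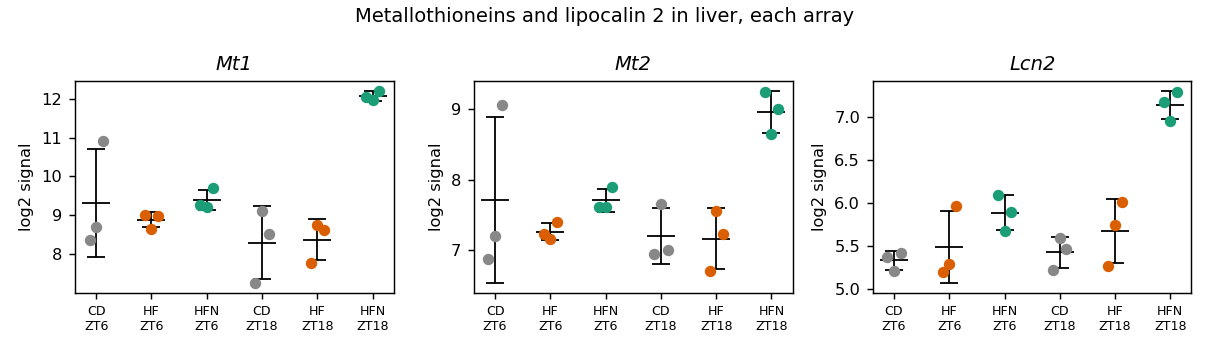
Log2 signal of Mt1, Mt2 and Lcn2 on each array at ZT6 and ZT18 in CD, HF and HFN livers. Points are mice and lines are group means (n = 3 mice per group and time). The HFN mean of Mt1 at ZT18 is 12.07 and the HF mean 8.38.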

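The HFN mean of Lcn2, lipocalin 2, was 7.14 ± 0.17 at ZT18 against 5.67 ± 0.38 in HF and 5.42 ± 0.18 in CD livers (log2 signal, SD, n = 3 mice). It was 2.77-fold higher in HFN than in HF livers (log2 fold change 1.47, SE 0.21, adjusted p = 0.194 from limma). Against CD livers it was 1.72 higher (SE 0.21, adjusted p = 0.00168), a call kept whichever array was left out. Every HFN mouse lay above every HF and every CD mouse, where chance separates 10% of genes in either direction in 1 comparison. The paper picked the gene on these arrays, so the separation is not independent evidence. At ZT6 the difference between HFN and HF livers was 0.40 (adjusted p = 0.736). With the negative-control signal as a covariate, Lcn2 passed between HFN and HF livers at ZT18 (adjusted p = 0.0141), in a model added after the data were seen.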

A similar case was found for the gene lipocalin 2 (*Lcn2*), which encodes for a secreted protein protective against NAFLD^90^. Hence, while NAD^+^ chronotherapy works optimally at ZT11, its supply at ZT23 induces distinct protective pathways responsible for a mild, albeit noticeable, improvement of HFD-induced metabolic disease.

### Timed NAD^+^ treatment reorganizes the hepatic clock

Chronotherapy with NAD^+^ at ZT11 and ZT23 led to significantly different consequences in metabolic fitness and daily gene expression in the liver of obese mice. Hence, we reasoned that the molecular clock might be responsible for daily variations in the effectiveness of the treatment. Thereby, we compared the hepatic clock protein expression along the day between obese mice treated at ZT11 and at ZT23 (Fig. 7a). Western blot analyses revealed a remarkable impact of NAD^+^ treatment at ZT23 in the dynamic expression of the clock proteins CRY1, PER2 and REV-ERBα, which displayed an almost complete antiphase dynamic (Fig. 7a, b). Concomitantly, BMAL1 phosphorylation was also 6–10 h phase-shifted by NAD^+^ treatment at ZT23, being higher at ZT0 (Fig. 7a, b, Two-Way ANOVA). Subsequently, we explored the expression of clock genes across the day (Fig. 7c). Strikingly, NAD^+^ treatment at ZT23 in obese mice induced a transcriptional rewiring of clock genes, whose expression almost perfectly mirrored that of the other groups, demonstrating that at ZT23, NAD^+^ synchronizes the hepatic clock genes’ expression. Consequently, the average acrophases of the oscillations, defined as the highest point of the fitted wave by CircWave, were displaced by 10–12 h in the HFN23 group in all tested clock genes, both activators (*Bmal1*, *Clock*) and repressors (*Cry1*, *Per1*, *Per2,* and *Rev-Erbα*) (Fig. 7c, Supplementary Fig. S7a). Indeed, NAD^+^ chronotherapy did not compromise rhythmicity in clock gene expression (Supplementary Fig. S7a, *P* < 0.05; CircWave *F* test). To determine whether the observed antiphase dynamic of the clock transcriptional regulators was functional, we selected the genes *Dbp*, *Tef*, *Nfil3,* and *Noct*, whose expression is directly and mostly controlled by the core clock machinery, and analyzed their hepatic expression around the day (Fig. 7d). Coincident with the clock gene expression, the daily transcriptional profile of clock-controlled genes appeared rhythmic for all groups, and phase-inverted specifically in the obese mice treated with NAD^+^ at ZT23, with a significant phase shift of 11–13 h for *Dbp*, *Tef,* and *Noct*, and ~8 h for *Nfil3* expression (Fig. 7d, Supplementary Fig. S7e). To further reinforce the notion that NAD^+^ supply displaces the phase of circadian oscillations from the hepatic clock, we analyzed livers from obese mice treated at ZT5 (HFN5) or at ZT17 (HFN17). We found expected phase advance in clock protein oscillations in livers from HFN5 mice, while treatment at ZT17 resulted in phase delayed oscillations (Supplementary Fig. S7b, c) of distinct extents with respect to oscillations detected in HF mice (Supplementary Fig. S7c). This was paralleled by coherent phase shifts in clock and clock-controlled genes expression (Supplementary Fig. S7a, d). As expected, the phase shift was more evident in HFN17 than in HFN5, because the mammalian clock is reluctant to phase advances and more susceptible to phase delays^91–94^. Overall, these analyses show that timed NAD^+^ supply reshapes hepatic circadian oscillations of the clock machinery, adjusting their phase to the time of treatment.

**Fig. 7:**
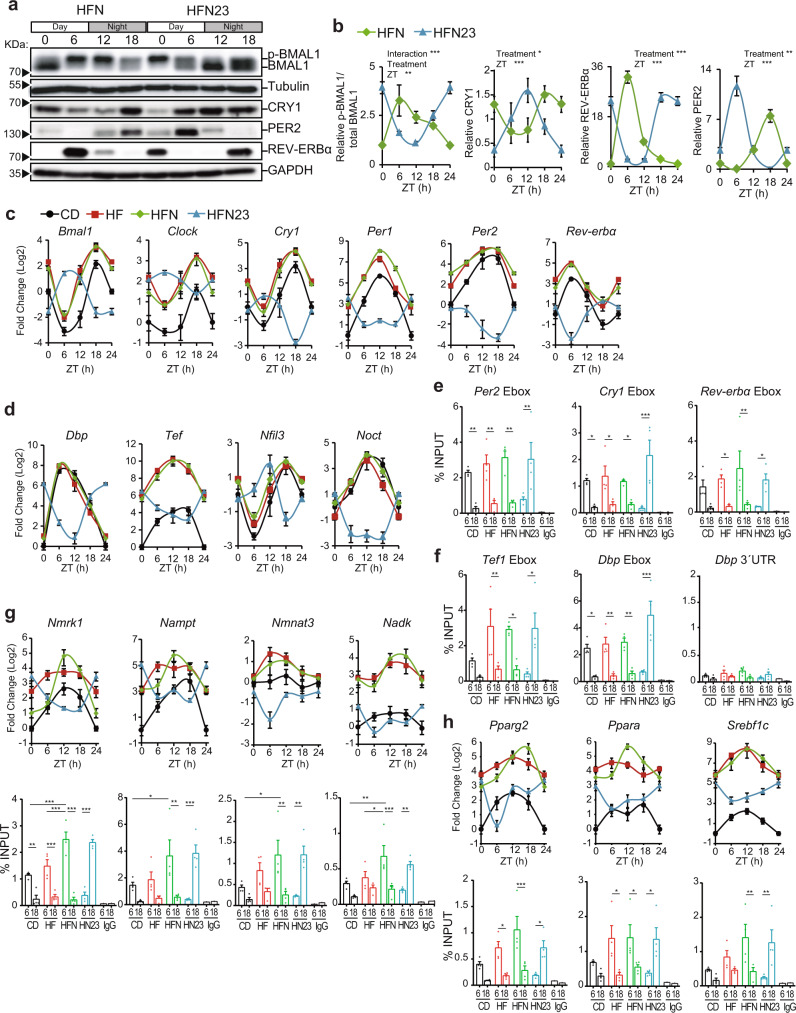
NAD^+^ synchronizes the hepatic circadian clock. **a** Circadian clock protein expression from liver whole cell extracts of obese mice treated with NAD^+^ at ZT11 (HFN) or ZT23 (HFN23). Tubulin or GAPDH were used as loading control. Uncropped blots in Source Data. **b** Quantification of western blots from *n* = 3 mice, except for BMAL1 where n = 4 for HFN and 5 for HFN23. Measurements were normalized to the loading control, and data from CD at ZT0 was set to 1 **c** RT-qPCR determined circadian clock gene expression in the liver (*n* = 5 mice for CD and HF, 6 for HFN and 5 for HFN23 except at ZT6, where *n* = 6). **d** RT-qPCR determined rhythmic expression of clock-controlled genes in the liver (*n* as in **c**). **e**, **f** Chromatin immunoprecipitation (ChIP qPCR) was performed in the liver from mice at ZT6 or ZT18, using anti-BMAL1 antibodies. (*n* = 4 biological and two technical replicates). **g**, **h** RT-qPCR determined rhythmic expression of genes related to NAD^+^ metabolism (**g**) and genes regulating lipid metabolism (**h**) in the liver (*n* as in **c**). BMAL1 ChIPs at ZT6 or ZT18 were analyzed by performing qPCR on BMAL1 binding sites at selected regulatory elements of these genes. CD Control diet-fed mice; HF High-fat diet-fed mice; HFN High-fat diet-fed, NAD^+^ treated mice at ZT11; HFN23 High-fat diet fed, NAD^+^ treated mice at ZT23. **b**–**d** Data points at ZT24 are duplicates from ZT0, replotted to show 24-h trends. The data represent means ± SE. *p < 0.05, **p < 0.01, ***p < 0.001, Two-way ANOVA followed by Sidak’s posttest. *p* values are provided in Supplementary Data 1. See also Supplementary Figs. S7, S8.

Because redox rhythms regulate DNA binding of CLOCK:BMAL1 heterodimers in vitro^95^, and the NAD^+^ precursor NR increases BMAL1 recruitment to chromatin in livers from aged mice^46^, we hypothesized that inverted expression of clock genes in HFN23 might be driven by time-specific recruitment of BMAL1 to chromatin. To test this, we performed ChIP analyses to measure BMAL1 binding to regulatory E-boxes of clock and clock-controlled genes (Fig. 7e, f). As described^96^, we observed increased recruitment of BMAL1 at ZT6 in livers from CD, HF, and HFN groups of mice for all tested E-boxes. Notably, in livers from HFN23 mice, BMAL1 binding appeared significantly increased at ZT18, consistent with inverted expression (Fig. 7e, f; *P* < 0.05, Two-way ANOVA with Sidak´s post-test). A non-related region at the 3’ UTR region of *Dbp* gene was used as a negative control. We further evaluated the effect of NAD^+^ supplementation in the expression of NAD^+^ biosynthesis and salvage genes *Nmrk1*, *Nampt*, *Nmnat3,* and *Nadk* which also showed inverted phase specifically in HFN23 mice (Fig. 7g). Accordingly, BMAL1 binding to their regulatory elements was increased at ZT18 in HFN23 mice, yet specific to these group of genes was that NAD^+^ treatment significantly potentiated BMAL1 recruitment to chromatin. Finally, we explored the expression from TFs collaborating with the clock machinery to sustain a rhythmic transcriptional reprogramming in obesity^16,86^: *Pparg2*, *Ppara,* and *Srebf1c*. Transcription for these genes was phase-inverted specifically in HFN23 mice, which was also accompanied by differential BMAL1 chromatin recruitment (Fig. 7h). Also, expression levels of additional TFs related to hepatic lipid metabolism *Hnf4a*, *Foxa2*, *Foxo1,* and *Cebpa* were altered to a similar extent (Supplementary Fig. S8a). Antiphase expression of key transcription factors regulating hepatic lipid metabolism might underlie the inverted pattern of circulating triglycerides in HFN23 mice (Fig. 5h), but other lipids synthetized in the liver might be affected. Accordingly, hepatic cholesterol levels also showed a phase-inverted pattern in the liver of HFN23 mice (Supplementary Fig. S8b, c), reinforcing the idea that NAD^+^-mediated synchronization of transcriptional rhythms in the liver inverts hepatic lipid metabolism. Together, this data demonstrates a time-dependent transcriptional response to NAD^+^ therapy in the liver of obese mice, through the synchronization of BMAL1 recruitment to chromatin and rhythmic transcription of clock and clock-controlled genes. Hereby, BMAL1 plays a pivotal role translating fluctuations in NAD^+^ levels to shape circadian transcription.

### Feeding and locomotor activities remain largely aligned to light in NAD^+^-treated mice

A phase-inverted hepatic clock has been previously shown for mice subjected to inverted feeding rhythms, where the SCN clock remains aligned to light-dark cycles^97,98^. At this regard, in all tested groups of mice, clock gene expression in the SCN remained largely intact after NAD^+^ treatment at two selected circadian times (Fig. 8a, Two-way ANOVA), and locomotor behavior analyses showed that overall, NAD^+^ treatment preserved alignment between light-dark and rest-activity patterns (Fig. 8b). Quantification of locomotion in 30 min bins revealed that after NAD^+^ treatment, mice became significatively less active for either 90 min (HFN) or 30 min (HFN_23) windows (Fig. 8c, Supplementary Fig. S8d, Two-way ANOVA followed by Sidak’s posttest). We next questioned whether feeding cycles might be altered by NAD^+^ treatment because as previously reported, this is a cause for uncoupled central and peripheral clocks^97,98^, while NAD^+^ itself can influence feeding behavior through implicated hypothalamic circuits^99,100^. Notably, daily food intake appeared rhythmic and aligned to light-dark cycles for all groups of HF diet fed mice (Fig. 8d, e), showing a more robust day-to-night difference the obese mice treated with NAD^+^ at ZT11 (Fig. 8e). Furthermore, we found similar observations when applying a therapy with the NAD^+^ precursor nicotinamide (NAM), which was previously described to boost hepatic NAD^+^ after IP injection in one hour^101^. Hence, three weeks with NAM chronotherapy performed best when applied at ZT11 to improve body weight, GTT and ITT (Supplementary Fig. S9a–d). As shown for NAD^+^, the NAM treatment at ZT23 inverted the expression of the hepatic molecular clock (Supplementary Fig. S9e), while keeping behavioral locomotor activity in phase with light/dark cycles (Supplementary Fig. S9f). This reinforces the notion that NAD^+^ can potentially synchronize the hepatic molecular clock, by reorganizing clock gene expression to adjust its phase to the time of the day when NAD^+^ bioavailability is higher. Collectively, these data support that boosting NAD^+^ levels is an effective treatment for HFD-induced metabolic disease, and demonstrate that a chronotherapeutic approach is significantly more beneficial when NAD^+^ increases at the onset of the active phase.

**Fig. 8:**
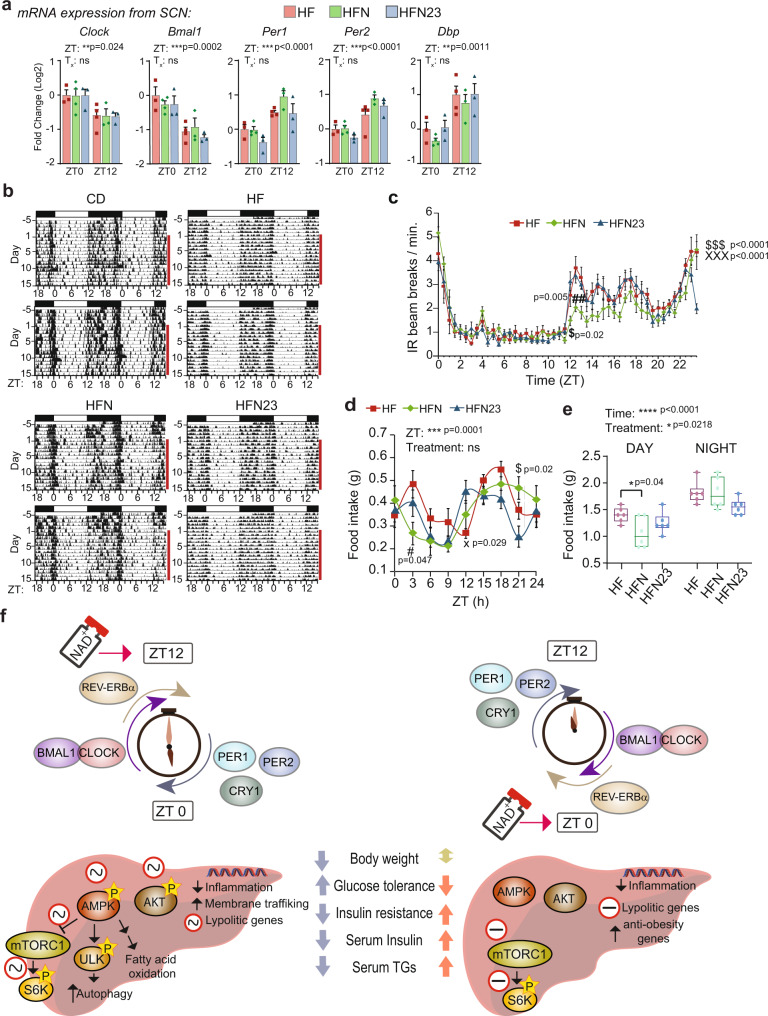
Time-of-day dictates efficiency of NAD^+^ treatment of diet-induced metabolic disease through synchronizing the hepatic circadian clock and adjusting coordination between intracellular signaling and gene expression. **a** RT-qPCR from clock genes in the SCN at ZT0 and ZT12 (*n* = 3 biological replicates and 2 technical replicates). **b** Representative double-plotted actograms of locomotion measured using infrared sensors in a 12-h light/12-h dark cycle. **c** Average 24-h activity profile from the indicated groups of mice. Average was calculated for five days after NAD^+^ treatment. *n* = 7 mice for HF and HFN, and 6 for HFN23. **d** Food intake was measured over 24 h **e** Average food intake during light phase (day) and dark phase (night). For the boxplots, the top and bottom lines of each box represent the 75th and 25th percentiles, respectively. The line inside each box represents the median. The lines above and below the boxes are the whiskers **f** At ZT12, NAD^+^ sustains the alignment of the hepatic molecular clock while reinforcing circadian oscillation in the activity of nutritional sensors such as AMPK, AKT or mTOR. Transcriptional responses are adjusted accordingly to suppress inflammation probably through inhibition of NF-κB transcription factor, and to increase amplitude in lipolytic gene expression and fatty acid oxidation, with a peak during the active phase. Membrane trafficking and ULK activity are indicative of active autophagy as a specific response to NAD^+^ treatment. At ZT0, increased NAD^+^ in the liver inverts the phase of the molecular clock, imposing antiphase rhythms in clock gene and protein expression. This in turn inverts the phase of clock-controlled genes and uncouples transcriptional responses. CD control diet fed mice, HF high-fat diet-fed mice, HFN high-fat diet fed, NAD^+^ treated mice at ZT11, HFN23 high-fat diet fed, NAD^+^ treated mice at ZT23. The data represent means ± SE. *p < 0.05, **p < 0.01, ***p < 0.001, Two-way RM ANOVA followed by Sidak’s posttest. Symbol key for multiple comparisons: ^#^HF vs HFN, X HF vs HFN23, ^$^HFN vs HFN23. See also Supplementary Fig. S8.

## Discussion

In the past decade, therapies oriented to increase endogenous NAD^+^ levels have received much attention as treatments for metabolic disorders. Mounting research in rodents demonstrate that pharmacological approaches using “NAD^+^ boosters” treat the physiopathology of diet and age-associated diabetes in mice, and reverse cardiovascular disease or muscle degeneration^85^. In humans, the NAD^+^ precursor niacin has been largely used to treat dyslipidemia, and a number of clinical trials are ongoing for other NAD^+^ precursors^102^. However, all these studies and clinical protocols mostly disregard the reciprocal interactions between circadian rhythms and NAD^+^ metabolism. Here, we demonstrate that NAD^+^ can shift the phase of the hepatic molecular clock while preserving the SCN clock largely intact, and concomitantly, the efficacy of increasing NAD^+^ levels to correct metabolic diseases depends on the time-of-day (Fig. 8f).

NAD^+^ and its phosphorylated and reduced forms, NADP^+^, NADH and NADPH, are fundamental compounds in intermediary metabolism as hydride-accepting or -donating coenzymes in redox reactions^103^. NAD^+^ is produced in all tissues from the salvageable metabolite NAM, or from precursors including nicotinamide riboside (NR), nicotinic acid (NA) or nicotinamide mononucleotide (β-NMN), while some tissues such a liver produce NAD^+^ de novo from tryptophan, in a much less efficient biosynthetic pathway^30,104^. At this regard, the NAD^+^ precursors NAM, NMN and NR have been preferentially used as NAD^+^ boosters; however, we set up a therapy with NAD^+^ because the limited data tracing metabolic fluxes suggest distinct, tissue-specific effects of NR and NMN^105^. Moreover, NAD^+^ uptake appears fast and effective in cells, and a mitochondrial active transporter has been recently described^106–109^. Yet, to gain insights into the bioavailability of NAD^+^ precursors in our study, it would be necessary to unravel the hepatic NAD^+^ metabolome in all tested conditions, as for example, the possibility that time-dependent decline in NADPH and NADP^+^ levels in livers from obese mice^27,35,110^ contributes to differences between HFN and HFN23 mice cannot be ruled out, constituting a limitation of our study. However, we demonstrated that hepatic NAD^+^ levels raised within an hour after IP injection in obese mice, and followed a circadian turnover when administered at ZT11, at the onset of the active phase (Fig. 1b). This chronotherapy recapitulated the metabolic improvements to a similar extent to the previously reported for the NAD^+^ precursors NMN^36,111,112^ and NR^32,35,40,43,44,113–115^, mostly consisting of decreased weight gain, improved insulin sensitivity and glucose tolerance, decreased circulating leptin and triglycerides, and amelioration of NAFLD with decreased hepatic pro-inflammatory transcriptional signature (Figs. 1–3). At the molecular level, we demonstrated that, upon NAD^+^ chronotherapy, daily rhythms were restored for hepatic insulin and nutrient signaling. This was evidenced by rhythms in AMPK-T172 and AKT-S473 phosphorylation, and mTORC1-directed pS6K phosphorylation, which became oscillatory with peaks during the active phase (ZT12-18; Fig. 4f, g). Accordingly, we also observed decreased phosphorylation of p90RSK-T359 (Fig. 4g), a positive effector of mTORC1 signaling and driver of NFκB activity^116,117^. It appears conflicting that the AMPK response to starvation and the mTORC1 nutrient sensing pathways became active at concurrent times during the day after restoring NAD^+^ oscillations in obese mice, as they usually signal opposed nutritional states and engage into regulatory negative feedback loops^118^. However, recent research shows that specific activation of AMPK exists which does not lead to mTORC1 inhibition, but instead sustains ULK1 activity and autophagy to preserve protein homeostasis^119^, which is in keeping with our findings (Fig. 4f, g, Supplementary Fig. S4c). Notably, a hepatic NAD^+^-specific transcriptional signature emerged in treated mice related to intracellular trafficking, consisting of overexpression of the Rab GTPase network regulator of autophagy^70^, further reinforcing the notion that NAD^+^ preferably targets AMPK signaling to activate autophagy and possibly, translocation of membrane receptors. Along these lines, AMPK has been largely recognized as a therapeutic target for metabolic diseases^120,121^, yet the well-known circadian fluctuations in its activity^61^ have been fully overlooked for treatment.

We have demonstrated time-of-day dependent and independent responses to NAD^+^ therapy. Clearly, as previously reported^122,123^, rising NAD^+^ levels elicit positive responses including correction of hepatic steatosis and the inflammatory environment in obese mice, and we found that these positive effects occur independently of time of NAD^+^ supply (Fig. 5i–m). In fact, these two processes are interconnected, since during obesity, inflammation in the liver happens and increased cytokines lead to overexpression of genes involved in de novo lipogenesis and ceramide biosynthesis^124,125^. However, we also observed different responses to NAD^+^ between obese mice treated at ZT11 or at ZT23, where the latter did not fully recapitulate certain metabolic parameters, such as improvement in glucose tolerance, insulin sensitivity or circulating triglycerides. Concomitantly, NAD^+^ therapy at ZT23 did not trigger AMPK phosphorylation neither corrected mTORC1 signaling in the liver of obese mice. Strikingly, the expression dynamics of the molecular clock were completely phase inverted in livers from HFN23 and HFNAM_23 mice, showing that at the onset of the active phase, NAD^+^ can efficiently invert the phase of the hepatic clock (Figs. 7, 8, Supplementary Figs. S7–S9). These findings support earlier evidence that specific nutritional cues are potent zeitgebers for peripheral oscillators^16,47,97,126^, and reinforce the existing notion of autonomous regulation of hepatic NAD^+^ metabolism closely linked to the clock function^26^. Together with our findings, this suggests that the molecular clock acts as a key interface to induce timing-specific modulation of nutrient and insulin signaling by NAD^+^.

Our analyses revealed substantial differences in expression from genes involved in fatty acid oxidation, with marked downregulation in obese mice treated with NAD^+^ at ZT23 (Fig. 6e–g, Supplementary Fig. S6c). In mouse liver, these genes are oscillatory with a peak of expression at the end of the rest phase^86^. Their expression is to some extent clock-controlled; however, their transcriptional regulation mostly relies on nutritional cues integrated by intracellular signaling, multiple nuclear receptors and transcription factors such as PPARγ, PPARα or SREBP1, epigenetic regulators including MLL1 or SIRT1, and even neural circuits^16,86,127–129^. Untimed NAD^+^ rise, through reorganizing the circadian machinery and the subsequent misalignment from feeding rhythms, might hinder the coordinated action between the clock and cooperative transcriptional regulators on chromatin, hereby obstructing the adequate control of specific transcriptional programs. At this regard, BMAL1 recruitment to chromatin was adjusted by timed NAD^+^ treatment, and when administered at ZT23 leaded to phase-inverted transcription of direct CLOCK:BMAL1 targets, as expected for a pioneer-like transcription factor^130,131^. In this scenario, we found that several master regulators of rhythmic hepatic lipid and cholesterol metabolism including *Ppar*α, *Ppar*γ, *Srebp1c*, *Cebpa*, or *Hnf4a*^16,86,132,133^ were subjected to this mechanism, and their phase inversion in HFN23 mice was accompanied by inverted rhythms in hepatic cholesterol and circulating triglycerides (Fig. 7, Supplementary Fig. S8). These results demonstrate that NAD^+^ modulates BMAL1 recruitment to chromatin and shapes rhythmic transcription and metabolism.

NAD^+^ is a coenzyme in redox reactions, but also serves as a substrate of NAD^+^ consuming enzymes which cleave NAD^+^ to produce NAM and an ADP-ribosyl product, such as ADP-ribose transferases, cADP-ribose synthases and sirtuins (SIRT1-SIRT7)^103,134,135^. Indeed, both NAD^+^ consumers SIRT1^46,136,137^ and SIRT3^21^ provide reciprocal regulation to the clock machinery to modulate circadian transcription and metabolism in the liver. Furthermore, recent research shows that a NAD^+^-SIRT1 interplay mediates deacetylation and nuclear translocation of PER2 and, in line with our results, shapes BMAL1 function, while this control is altered in livers from aged mice^46^. Through activation of SIRT1 and SIRT3, it is also possible that rising NAD^+^ at ~ZT12 might contribute to rhythmic lipid oxidation and mitochondrial function driven by protein acetylation, including PPARγ^27,138^, while keeping the hepatic clock aligned to the external time. Yet, the regulation of the circadian system by sirtuins in health and disease remains to be fully disentangled. Circadian misalignment imposed by antiphase NAD^+^ in our HFN23 and HFNAM_23 mice might obstruct metabolic improvements, through uncoupling of the central light-synchronized and peripheral NAD^+^-synchronized clocks. Although hepatic neutral lipid content was reduced independently of time-of-treatment (Fig. 5i–k), significant improvement of glucose homeostasis and hepatic insulin signaling were apparent only in HFN mice. Indeed, circadian misalignment has been extensively reported to drive metabolic dysfunction both in mouse and humans^139–141^. In this scenario, expression of clock genes in the SCN at two circadian times appeared largely intact upon NAD^+^ injection, and concomitantly, locomotor activity remained aligned to the light-dark cycles also in HFN23 mice (Fig. 8a–c). Although further analyses with higher resolution are essential to fully disentangle the extent of NAD^+^ influence on cyclic gene expression in the SCN, uncoupled liver and SCN clocks have been previously reported in mice when access to food is restricted to the light period^97,142,143^. However, our HFN23 mice did not show significant variations in eating behavior (Fig. 8d–e), evidencing that uncoupling the central and hepatic clocks is a time-dependent effect of NAD^+^ supply. Notably, abnormal metabolic signaling triggered by high-fat diets uncouples body clocks^15^; thus, it would be interesting to define which extra-hepatic oscillators are influenced by NAD^+^. At this regard, recent reports suggest that the brain blood barrier might be permeable to NAD^+^^144,145^ in which case hypothalamic neurons could be influenced. Yet, further research is necessary to decipher the extent of the modulation of brain clocks by increased circulating NAD^+^ precursors. Additionally, our study is limited by the cellular heterogeneity in fatty liver, with for example, infiltration of pro-inflammatory macrophages which have been recently shown to limit NAD^+^ bioavailability through high expression of the NAD-consuming enzyme CD38^146,147^. Hence, it is possible that time-dependent cellular heterogeneity in liver^148^ could contribute to the NAD^+^-dependent improvement of the metabolic phenotype.

In humans, clinical trials aiming to boost endogenous NAD^+^ for treatment of metabolic diseases are increasing, showing promising results; for example, in postmenopausal women with prediabetes, a daily dose of NMN increases muscle insulin sensitivity^45,134,149^. However, all these studies mostly overlook the time of drug intake, which is selected based on practicalities or attempting to displace side effects from the patient’s active phase. Considering our results, we propose that time of treatment dictates the amplitude of metabolic benefits from rising NAD^+^ levels, which ideally outlines the basic strategy of chronobiology-based NAD^+^ therapy.

## Methods

### Animals and diets

Four-week-old C57Bl/6 J mice were obtained from the Biological Models Unit at the Instituto de Investigaciones Biomédicas (UNAM, Mexico). The mice were kept under a 12:12-h light:dark cycles. Food and water were provided ad libitum. Temperature and humidity were constantly monitored. Mice were randomly distributed to four groups. The control group was fed during 11 weeks with normal chow (CD, 2018S Teklad, ENVIGO), bearing 24% calories from protein, 18% calories from fat, and 58% calories from carbohydrates. The other three experimental groups were fed a high-fat diet (HFD, based on TD.160547 Teklad, ENVIGO), consisting of 15% calories from protein, 53% calories from fat and 38% calories from carbohydrates, and customized to match NAD^+^ dietary sources content to that of the CD (0.2% tryptophan and 115 mg/kg nicotinic acid). Food intake and body weight were measured once a week. For daily food intake measurements, mice were single housed, and measurements were recorded for 1 week. Female mice were used for the experiments using NAM as a NAD^+^ precursor, and the rest of the experiments were performed in male mice.

All animal experimental procedures were reviewed and approved by the Internal Committee for the Care and Use of Laboratory Animals (CICUAL) at the Instituto de Investigaciones Biomédicas, (UNAM, Mexico), and are registered under protocol no. ID240.

### Chronotherapy with NAD^+^ and NAM

NAD^+^ and NAM were purchased from SIGMA (cat. no. N7004, N0636) and were dissolved in 0.9% NaCl isotonic saline solution and filter sterilized. To determine the NAD^+^ dose, we wanted to keep two premises: (1) to keep NAD^+^ levels into the physiological range, and (2) avoid undesirable secondary effects of high doses. To do so, we chose the range of tested doses based on previous reports^100,150,151^, and treated mice with IP injection of 800, 100, 50, or 10 mg/kg body weight, while keeping a constant volume of approximately 180 μl. Control mice were injected with isotonic saline solution. C57Bl/6 J male mice (*n* = 3) were IP injected, and sacrificed one hour later. NAD^+^ was measured by HPLC as described below. Because we planned on a chronic treatment, the minimum dose inducing a statistically significant increase in hepatic NAD^+^ with respect to control livers was selected as the experimental dose (Supplementary Fig. S1a, 50 mg/Kg of body weight: *P* < 0.0001, One-way ANOVA with Tukey’s posttest). Hence, for all experiments, mice were IP injected with 50 mg/kg of NAD^+^ for 20 consecutive days, either at ZT11 (one hour before lights off), or at ZT23 (one hour before lights on). Of note, we didn´t find differences in hepatic NAD^+^ at a dose of 10 mg/kg, a reason why we did not try lower concentrations. The dose for NAM treatment in female mice (200 mg/kg) was selected based on previous reports^101,152–154^.

### Detection and quantification of NAD^+^ by HPLC

NAD^+^ measurements were performed according to Yoshino and Imai 2013^155^, with subtle modifications. 100 mg of frozen tissue were processed in a final volume of 2 ml of 10% HClO_4_ with a Polytron homogenizer (Kinematica CH-6010 Kiriens-Lu) and centrifuged at 12,000 × *g* for 5 min at 4 °C. The supernatant was neutralized adding a one-third volume of 3 M K_2_CO_3_, and vortexed. After 10 min of incubation on ice, samples were cleared by a 12,000 g centrifugation at 4 °C during 5 min. The supernatant was diluted at 30% with 50 mM phosphate buffer (3.85% of 0.5 M KH_2_PO_4_, 6.15% of 0.5 M K_2_HPO_4_, 90% HPLC grade water -v/v/v-, pH 7.0, filtered through a 0.22 μm filter and degassed). 50 μl of the samples were analyzed using a 1260 infinity quaternary LC VL HPLC system (Agilent) attached to a diode array detector. Analytes were separated on a ZORBAX Eclipse XDB-C18 4.6 × 150 mm, 5 μm column (Agilent p/n 993967-902). For the HPLC, the gradient mobile phase was delivered at a flow rate of 1 ml/min, and consisted of two solvents: (A) 50 mM phosphate buffer pH 6.8 and (B) methanol 100%. The initial concentration of A was 100%, the solution was held into the column for 5 min and then B was progressively increased to 5% over 1 min, held at 5% B for 5 min, followed by an increase to 15% B over 2 min, held at 15% B for 10 min and returned to starting conditions of 100% A in 1 min, and held at 100% A for 6 min. NAD^+^ was detected using a sample wavelength of 261 nm and reference wavelength of 360 nm. Adequate standards including NAD^+^ were used for calibration and identification of the retention/migration time of NAD^+^ within the samples. Instrument control, data acquisition, and analysis were performed using the Agilent ChemStation system for LC, according to manufacturer’s instructions. NAD^+^ levels were quantitated based on the peak area in the chromatograms compared to a standard curve and normalized to tissue weight.

### Glucose tolerance test (GTT) and insulin tolerance test (ITT)

At 8, 10, and 11 weeks of experimental paradigms, mice were subjected to either 12 h or 5 h of fasting, followed by a glucose tolerance test (GTT) or an insulin tolerance test (ITT) respectively. For the GTT, IP injection of D-glucose (SIGMA cat no. G7021) at 2 mg/kg was used, while for ITT, human insulin (Eli Lilly cat. HI0210) at 0.6 U/kg was IP injected. Circulating glucose was measured from a tail-tip blood drop, using an ACCU CHEK active glucometer (ROCHE) at time points 0 (before injection) and 15, 30, 60, and 120 min after IP injection of either glucose (GTT) or insulin (ITT). Experiments were performed per triplicate, using 5–6 mice per experiment.

### Metabolites and hormone analyses

Blood serum was collected postmortem by cardiac puncture. Triglycerides (TG) in serum and liver were measured using the Triglyceride Colorimetric Assay Kit (Cayman Chemical, cat. no. 10010303). Free fatty acid content was determined with the Free Fatty Acid Fluorometric Assay Kit (Cayman Chemical, cat. no. 700310). Serum insulin and leptin levels were measured by ELISA, using the Ultra-Sensitive Mouse Insulin ELISA Kit (Crystal Chem Inc, cat. no. 90080) and the Mouse Leptin ELISA Kit (Crystal Chem Inc, cat. no. 90030) according to the manufacturer’s instructions. Hepatic cholesterol was determined using a Cholesterol Quantitation Kit (Sigma-Aldrich cat. no. MAK043, colorimetric). Absorbance/fluorescence was measured using a Synergy H1 microplate reader (BioTek).

### Temperature measurements

Rectal temperature in mice (*n* = 10 mice, and three technical replicates) was registered using a portable digital thermometer (BIOSEB) every 3 h throughout 24 h. For the acquisition of infrared thermography, mice were placed inside an acrylic box in darkness. Thermal images were acquired at ZT12 using an Inframetrics C2 Thermal Imaging System Compact Pocket-Size camera (FLIR Systems) with a frequency of 9 Hz, thermal sensitivity <0.10 °C, resolution 80 × 60 (4800 pixels) and temperature range of 14 to 302 ° F. (*n* = 4, with three technical replicates). Images processing was performed using FLIR-Tools software v 5.13.17214 (2015 FLIR® Systems).

### Oil-Red-O staining

Frozen OCT-embedded liver tissues were cut into 10-μm sections using a Leica cryostat and air dried for 10 min at room temperature. Slides were briefly washed with PBS and fixed for 2 min with 4% fresh paraformaldehyde. Preparation of Oil Red O (SIGMA, cat. no.O1391) working solution and staining of slides was performed according to Mehlem et al.^156^. Oil Red O working solution (3.75 mg/ml) was applied on OCT-embedded liver sections for 5 min at RT. Slides were washed twice during 10 min. in water, and mounted in vectashield mounting media (Vector Labs, cat. no. H-1000). The images were captured with the Olympus camera DP70 system using the DPController v 1.1.1.65 software, coupled to a Olympus BX51 microscope with the DPManager software v. 1.1.1.71, using a ×40 magnification. The background was corrected by white balance and was selected as a blank area outside the section. For representative images, some sections were stained with Gil I haematoxylin. Surface of lipid droplets was quantified using the ImageJ software (v 1.53), by converting RGB to 8-bit grayscale images, and then using the “analyze particles” plug-in to measure the area and size of the lipid drops^157^. Three frames per biopsy were used for image analyses and quantification (*n* = 3 biological replicates with three technical replicates).

### SCN dissection

For gene expression analysis from the SCN, frozen brains were placed on ice, and the 1 mm^3^ region above the optic chiasm was dissected out using microscissors. Tissues were placed in microcentrifuge tubes in 100 µl of Trizol and kept at −80 °C until use. Total RNA was subsequently extracted and resuspended in 12 µl of water.

### Total RNA extraction

20 mg of liver tissue or the dissected SCN, were homogenized (Benchmark Scientific, D1000 homogenizer) for 30 seconds with 0.5 ml of Trizol (TRIzol^TM^ Reagent, Invitrogen, cat. no. 15596018). The homogenate was incubated for 5 min at RT, then 0.1 ml of chloroform was added, shaken, and incubated at RT for 3 min followed by a centrifugation during 15 min at 12,000 × *g* at 4 °C. The upper phase was extracted, and 0.25 ml of isopropanol was added. After a 10 min incubation at RT, RNA was precipitated by centrifugation for 10 min at 12,000 × *g* and 4 °C. The RNA was washed with 1 ml of 75% ethanol and resuspended in 20 µl of molecular biology grade water (Corning, cat. no. 46-000). 2 µl of the sample were used to quantify its concentration and assess its quality in a NanoDrop (Thermo Scientific).

### cDNA synthesis

It was performed using the kit iScript^TM^ cDNA synthesis (Bio-Rad, cat. no 1708890). 500 ng of RNA were mixed with 2 µl of 5X iScript Reaction Mix and 0.5 µl of the enzyme iScript Reverse transcriptase in a volume of 10 µl. The thermal cycler (Axygen MaxyGeneTM II) was programmed as follows: Alignment for 5 min at 25 °C, reverse transcription for 20 min at 46 °C and inactivation for 1 min at 95 °C. The reaction was cooled to 4 °C and diluted to 5 ng/µl.

### Quantitative real-time polymerase chain reaction

The reactions were performed in a final volume of 10 µl, adding 5 µl of the Universal SYBR Green Super Mix reagent (Bio-Rad, cat. No. 1725121), 1 µl of 2.5 µM forward and reverse primers, and 7.5 ng of cDNA per reaction. The thermal cycler (Bio-Rad, CFX96 Touch Real-Time PCR Detection System) was set to the following program: 30 s at 95 °C followed by 40 cycles of 5 s at 95 °C and 30 s at 65 °C. Single-product amplification was verified by an integrated post-run melting curve analysis. Values were normalized to the housekeeping genes *B2m, Ppia,* and *Tbp*. The geometric mean was used to determine Ct values of the housekeeping genes and expression values for the genes of interest were calculated using ΔCT methodology. Primer sequences are available in Supplementary Data 5.

### mtDNA quantification by quantitative real-time PCR

10 mg of liver were used to extract DNA with the DNeasy Blood & Tissue Kit (QIAGEN, cat. no. 69506), according to the manufacturer’s instructions. Quantitative PCR was performed using 7.5 ng of DNA and 2.5 μM of S18 and mtCOX1 primers as described for cDNA quantification, with a program of 20 min at 95 °C, followed by 50 to 55 cycles of 15 s at 95 °C, 20 s at 58 °C and 20 s at 72 °C. Single-product amplification was verified by an integrated post-run melting curve analysis. 5–6 mice were analyzed for each time point and condition, with two technical replicates. mtDNA content using the formula: 2 × 2^(ΔCT)^,where ΔCT is the difference of CT values between S18 gene and mtCOX1 gene^158^.

### Transcriptional profiling from mouse livers

Liver RNA samples for microarray analysis were prepared using our previously described procedures, with slight modifications. Briefly, total RNA was first extracted with TRIzol Reagent (Invitrogen), then cleaned with RNeasy Mini purification Kit (QIAGEN cat. no. 74106) according to the manufacturer’s RNA CleanUp protocol. RIN values (≥7.0) were validated with an Agilent Bioanalyzer 2100. 900 ng of total RNA per sample was used as a template to obtain cDNA with the GeneChip cDNA synthesis Kit (Affymetrix, Santa Clara, CA). Microarray experiments were conducted by the Microarray Unit at the National Institute of Genomic Medicine (INMEGEN, Mexico City) using the mouse Clariom™ D Assay (Applied Biosystems™), as per manufacturer’s instructions. Microarray experiments were performed in triplicate (*n* = 3 biological replicates). The Clariom™ D Array consists of 66100 genes (transcript clusters), 214900 transcripts, 498500 exons and 282500 exon-exon splice junctions from *Mus musculus*. Sequences are mapped to the National Center for Biotechnology Information (NCBI) UniGene database. The arrays were scanned in the GeneChip Scanner 3000 7 G (Affymetrix) and the GeneChip Command Console Software (v 4.0.3) was used to obtain the.CEL intensity files. Normalized gene expression data (.CHP files) were obtained with the Transcriptome Analysis Console (TAC v4.0.1.36) software using default parameters. Changes in gene expression (±1. fold-change; FDR-corrected *p* value ≤0.05) were subjected to functional analyses using the “Compute Overlaps” tool to explore overlap with the CP (Canonical Pathways) and the GO:BP (GO biological process) gene sets at the MSigDB (molecular signature database) v7.0. The tool is available at: https://www.gsea-msigdb.org/gsea/msigdb/annotate.jsp, and estimates statistical significance by calculating the FDR q-value. This is the FDR analog of the hypergeometric P value after correction for multiple hypothesis testing according to Benjamini and Hochberg. Gene set enrichment analysis (GSEA) was performed using GSEA v. 4.0.3.^54^ to determine the enrichment score within the Hallmark gene set collection in MSigDB v7.0^159^, selecting the Signal2Noise as the metric for ranking genes. The findMotifs.pl program in the HOMER software v 2.0^160^ was used for motif discovery and enrichment, searching within the genomic regions encompassing 300 Kb upstream and 50 Kb downstream the TSS, and selecting 6–8 bp for motif length. Motif enrichment is calculated by findMotifs.pl using the cumulative hypergeometric distribution.

All raw and processed data can be accessed at the GEO database, number: GSE163865.

### Protein carbonyl (PCO) content

The determination of the carbonyl content was performed from total hepatic protein extracts (0.5 mg/ml), following a previously published protocol^161^. PCO present in the samples were derivatized by reaction with a working solution of 2,4-dinitrophenylhydrazine (DNPH 10 mM diluted in 0.5 M H_3_PO_4_; SIGMA) for 10 min at RT. The reaction was stopped by adding a NaOH (6 M) for 10 min. The absorbance of the samples was read in a spectrophotometer (Jenway, 6305) at 370 nm and the mean absorbance of control tubes (RIPA buffer) was then subtracted. To calculate the PCO concentration expressed as nmol PCO/mg protein, we used the following equation:

$${{{{{\rm{PCO}}}}}}\; {{{{{\rm{concentration}}}}}}=\frac{{10}^{6}\times \left(\tfrac{{{{{{{\rm{Abs}}}}}}}_{366{{{{{\rm{nm}}}}}}}}{22000{{{{{\rm{M}}}}}}^{-1*{{{{{{\rm{cm}}}}}}}^{-1}}}\right)}{{[{{{{{\rm{protein}}}}}}]}_{{{{{{\rm{mg}}}}}}/{{{{{\rm{ml}}}}}}}}$$

### Western Blot

Livers were lysed in 1× RIPA buffer supplemented with a protease/phosphatase inhibitor cocktail (cOmplete mini ROCHE 1:25 v/v, PMSF 1 mM, Na_3_VO_4_ 1 mM, NaF 0.5 mM). Total protein was quantified with Bradford reagent (SIGMA, cat. no. B6916), and 25 μg of extract were suspended 1:6 (v/v) in 6× Laemmli buffer (60 mM Tris HCl pH 6.8, 12% SDS, 47% glycerol, 0.03% bromophenol blue, 1 M DTT), separated on sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE), and transferred onto PVDF membranes (Merck-Millipore), using the Mini-PROTEAN electrophoretic system (Bio-Rad). Membranes were blocked using non-fat milk in PBST buffer for one hour and incubated with the corresponding primary antibody overnight at 4 °C. Membranes were washed three times with PBST and incubated with the secondary antibody for 5 hrs at RT. Antibodies used in this study were: From Cell Signaling: PPARγ (2443), AKT (9272), Phospho-AKT_Ser473_ (9271), AMPKα (5831), Phospho-AMPKα_Thr172_ (50081), mTOR (2893),), Phospho-mTOR_Ser2448_ (5536), Phospho-p70 S6K_Thr389_ (9234), Phospho-4E-BP1_Thr37/46_ (2855), RSK1/RSK2/RSK3 (9355), Phospho-p90RSK_Ser359_ (8753), REV-ERBα (13418), ULK1 (8054), Phospho-ULK1_Ser555_ (5869), all diluted 1:1000; from Santa Cruz: C/EBPα (SC-365318, 1:500); from Abcam: BMAL1 (Ab3350, 1:1000); from Alpha Diagnostics International: PER2 (PER21-A 1:2000); from Bethyl Laboratories: CRY1 (A302-614A 1:1000); from Sigma: α-Tubulin (T5168, 1:80000); from Genetex: GAPDH-HRP (GTX627408-01, 1:120000) and P84 (GTX70220-01, 1:1000) The secondary antibodies were Anti-rabbit IgG (Cell Signaling, 7074, 1:150000 for BMAL1, 1:10000 for Pparγ and 1:80000 for the rest) or Anti-mouse IgG (Sigma I8765, 1:80000), conjugated to horseradish peroxidase. For detection, the Immobilon Western Chemiluminescent HRP Substrate (Millipore, cat. no. WBKLS0100) was used and luminescence was visualized and documented in a Gel Logic 1500 Imaging System (KODAK). Protein bands were quantified by densitometric analysis using Image Studio Lite Version 5.0 software (LI-COR biosciences). 3–5 biological replicates were used for each quantification. Uncropped, unprocessed scans of the blots are available in the Source Data file.

### Determination of inflammatory cytokines in mouse liver

The Mouse Inflammation ELISA Strip (Signosis, cat. No. EA-1051) was used for profiling inflammation cytokines, following the manufacturer’s instructions. Absorbance at 450 nm was measured using a Synergy H1 microplate reader (BioTek).

### Fatty acid oxidation assay

Fatty acid oxidation was quantitated ex vivo following our previous protocols^48^, with subtle modifications. Briefly, 20–60 mg of fresh liver from mice sacrificed at ~ZT16 were weighed, and samples were minced and homogenized in 300 μl homogenization buffer (DMEM, 1 mM pyruvate, 1% BSA free fatty acid, and 0.5 mM palmitate) at 4 °C. Then, 5 μl palmitic acid [14 C] 100 μC/ml (Perkin Elmer) was added, and these lysates were incubated for 2 hr at 37 °C. Eppendorf tubes were prepared to contain small pieces of Whatman paper in the cap of the tube, which were wet with 20 μl NaOH 3 M, while 150 μl 70% perchloric acid was placed inside the tube. Lysates were added to these tubes and incubated 1 h at 37 °C. The trapped ^14^CO_2_ was determined transferring the filter discs to a scintillation vial with 4 ml of scintillation liquid and measuring in a Beckman LS6500 scintillation counter.

### Palmitoyl-CoA oxidation assay in isolated liver mitochondria

The Palmitoyl-CoA oxidation depends on the activity of Carnitine palmitoyltransferase-1 (CPT-1), the rate-controlling enzyme for long-chain fatty acid oxidation. Measurements of CPT-1-mediated mitochondrial respiration was determined in mitochondria freshly isolated from mouse liver using the Seahorse XFe96 Extracellular Flux Analyzer (Agilent Technologies), as previously described^162^ with modifications as follows. Mice were sacrificed by cervical dislocation at ~ZT16, and ~100 mg of liver was dissected and placed on ice on mitochondrial isolation buffer (MIB1, 210 mM d-Mannitol, 70 mM sucrose 5 mM HEPES, 1 mM EGTA and 0.5% free fatty acid BSA) and centrifuged at 800 *g* for 10 min at 4 °C. The tissue was homogenized using the Polytron tissue homogenizer at low potency for 8 seconds and centrifuged at 800 *g* (10 min at 4 °C). The supernatant was collected in 15 ml falcon tubes and centrifuged at 8000 × *g* (10 min at 4 °C). The resulting pellet containing the mitochondria was washed three times with 1 ml of MIB1 and resuspended on 0.5 ml of mitochondrial assay solution (MAS1, 220 mM d-Mannitol, 70 mM sucrose, 10 mM KH_2_PO_4_, 5 mM MgCl_2_, 2 mM HEPES, 1 mM EGTA, 0.2% BSA, pH 7.2) with the addition of substrates (40 µM palmitoyl-CoA, 0.5 mM malate, and 0.5 mM carnitine). Total protein was determined using the Qubit® 3.0 Fluorometer and 14 µg of isolated mitochondria were diluted in MAS1 buffer with substrates with or without the presence of the CPT-1 inhibitor, etomoxir (3 µM) and loaded per well in the XFe96 plate. The plate containing mitochondria was centrifuged at 2000 *g* for 20 min at 4 °C. The oxygen consumption rate (OCR) was measured with seven technical replicates for each mouse, as the following compounds were injected to final concentrations per well: ADP (4 mM), oligomycin (2.5 µM), carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone known as FCCP (2.0 µM) and antimycin A (1 µM) / rotenone (1 µM). OCR was measured in the absence or presence of etomoxir, with sequential addition of ADP (ATP precursor), oligomycin (complex V inhibitor), FCCP (a protonophore), and Rotenone/antimycin A (Rot/AA; complex III inhibitor). Four mitochondrial respiration states were calculated: basal respiration (respiration of mitochondria with substrates but without ADP), ATP production or phosphorylating respiration (rate of ATP formation from ADP and inorganic phosphate), proton leak or non-phosphorylating respiration (rate of oxygen consumption while ATP synthase is inhibited with oligomycin), and Maximal respiration state after the addition of FCCP. The instrument control, data analysis and file management were performed with the Agilent Seahorse Wave v2.6 software.

### Chromatin immunoprecipitation (ChIP)

100–200 mg of liver tissue were homogenized with a pestle in PBS. Dual crosslinking was performed in a final volume of 1 ml using 2 mM of DSG (Disuccinimidyl glutarate, ProteoChem, CAS: 79642-50-5) for 10 min at RT on a rotary shaker. DSG was washed out and a second crosslink was performed using 1% formaldehyde (Sigma-Aldrich, F8775) in PBS for 15 min at RT on a rotary shaker. Crosslinking was stopped with 0.125 M glycine for 5 min at 4 °C. After two washes with ice-cold PBS, nuclei were isolated by resuspending the tissue in 600 μL of ice-cold nuclei preparation buffer (NPB: 10 mM HEPES, 10 mM KCl, 1.5 mM MgCl2, 250 mM sucrose, 0.1% IGEPAL CA-630) and incubating at 4 °C for 5 min in rotation. Nuclei were collected by centrifugation at 1,500 g for 12 min at 4 °C and, and resuspended in 600 μL of cold nuclear lysis buffer (10 mM Tris pH 8, 1 mM EDTA, 0.5 mM EGTA, 0.3% SDS, 1× cOmplete™ Protease Inhibitor Cocktail, Roche) for 30 min on ice. Nuclear lysates were stored at −80 °C. 300 μL of lysates were sonicated using a Bioruptor Pico Sonicator (Diagenode) for 15 cycles (30 s ON/30 s OFF). Chromatin fragments (100–500 bp) were evaluated on agarose gels using 10 μL of sonicated chromatin for DNA purification using the phenol method. 600 μL of ice-cold ChIP-dilution buffer (1% Triton X-100, 2 mM EDTA, 20 mM Tris pH 8, 150 mM NaCl, 1 mM PMSF, 1× cOmplete™ Protease Inhibitor Cocktail, Roche) was added to the fragmented chromatin, and 10% volume was recovered as the Input. Immunoprecipitation was set up overnight at 4 °C, by adding 20 μL of magnetic beads (Magna ChIP Protein G Magnetic Beads C #16-662, Sigma-Aldrich) and a combination of two anti-BMAL1 antibodies: 1.25 μL rabbit anti-BMAL1 (ab3350, Abcam) and 2.5 μL rabbit anti-BMAL1 (ab93806, Abcam) in 900 μL final volume. Immunoprecipitations with 4 μL of normal mouse IgG (Sigma-Aldrich, Cat. No. 18765) were performed simultaneously in 900 μL final volume. Sequential washes of the magnetic beads were performed for 10 min at 4 °C, as follows: Wash buffer 1 (20 mM Tris pH 8, 0.1% SDS, 1% Triton X-100, 150 mM NaCl, 2 mM EDTA), Wash buffer 2 (20 mM Tris pH 8, 0.1% SDS, 1% Triton X-100, 500 mM NaCl, 2 mM EDTA), Wash buffer 3 (10 mM Tris pH 8, 250 mM LiCl, 1% IGEPAL CA-630, 1% sodium deoxycolate) and TE buffer (10 mM Tris pH 8, 1 mM EDTA). Chromatin was eluted by adding 400 μL of fresh elution buffer (10 mM Tris pH 8, 0.5% SDS, 300 mM NaCl, 5 mM EDTA, 0.05 mg/mL proteinase K) to the magnetic beads and incubating overnight at 65 °C. A treatment with RNase A at 0.1 mg/ml for 30 min at 37 °C was performed. The DNA was purified from the IPs and Inputs by adding one volume of phenol:chloroform:isoamamyl alcohol (25:24:1). After mixing and centrifugation, the aqueous phase was recovered, and DNA was precipitated by adding 1/10 volumes of sodium acetate (0.3 M pH 5.2), 20 μg of glycogen (10901393001, Roche) and 2 volumes of ice-cold ethanol, at −80 °C overnight. DNA was pelleted by centrifugation at 12,000 × *g* for 30 min at 4 °C. The DNA was washed with 70% ethanol, and resuspended in 50 μL of molecular-grade water. 1.5 μl were used for subsequent qRT-PCR reactions with specific primers designed using Primer3web v4.1.0, within regulatory regions previously identified as BMAL1 binding sites in mouse liver, as reported in the ChIP-Atlas database^163^. Primer sequences are available in Supplementary Data 5.

### Assessment of locomotor behavior

Mice were individually housed in a light-tight, ventilated cabinet, under a 12 h light:12 h dark cycle, and ad libitum access to food and water. At the appropriate time for each treatment, animals were removed from their cages to receive IP injections for less than 2 min each. Cages were equipped with two infrared motion sensors (OASPAD system, OMNIALVA). Beam break data were continuously recorded and compiled with the OASPAD20 (OMNIALVA) software, v2019, and files containing the number of beam breaks per 6-min bin were exported. Double-plotted actograms were generated using RhythmicAlly^164^. Activity profiles were obtained averaging 5 consecutive days prior to the NAD^+^ treatment, and 5 consecutive days after the start of the treatment. Activity profile data from 30 min were averaged for statistical comparisons.

### Statistics and reproducibility

All data were presented as the mean ± standard error of the mean, and two-way analysis of variance (ANOVA) followed by Tukey’s test for multiple comparisons was used for statistical analyses except when otherwise noted in the Figure legends. Differences between groups were rated as statistically significant at *P* < 0.05. GraphPad Prism version 8.4.2.679 for Windows (GraphPad Software Inc., San Diego, CA, USA) and Excel (Microsoft Office 360, v2301) were used for statistical analyses and plotting. 24-h period rhythms were assessed employing CircWave version 1.4^165^, CircWave uses a forward linear harmonic regression to calculate the profile of the wave fitted into a 24 h period. Daily rhythms were confirmed when the null amplitude hypothesis was rejected by running an *F* test that produced a significant value (*P* < 0.05). CircWave provides the calculation of the Centre of Gravity (CoG), representing the acrophase of the curve, with SD. Double-plotted data (ZT24) for visualization proposes are indicated in Figure legends, and were not included in the statistical analyses. Data from live mice were replicated in two independent experiments with similar results. Figures were assembled using Adobe Illustrator CC 2015 (Adobe Inc., San José, CA, USA).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

All data generated or analyzed during this study are included in this article (and its supplementary information files). Source data are provided with this paper. All gene expression data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number: GSE163865. The ChIP-Atlas database can be accessed at: https://chip-atlas.org/. The Investigate Mouse Gene Sets tool to compute overlaps with gene sets in MSigDB can be accessed at: http://www.gsea-msigdb.org/gsea/msigdb/mouse/annotate.jsp. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Time-of-day defines NAD+ efficacy to treat diet-induced metabolic disease by synchronizing the hepatic clock in mice
**Source:** Nat Commun. 2023 Mar 27;14:1685. doi: 10.1038/s41467-023-37286-2
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information (Supplementary Figures 1-9)

Time-of-day defines NAD⁺ efficacy to treat diet-induced metabolic disease by synchronizing the hepatic clock in mice

Quetzalcoatl Escalante-Covarrubias¹, Lucía Mendoza-Viveros^{1,2}; Mirna González-Suárez¹, Román Sitten-Olea¹; Laura A. Velázquez-Villegas³, Fernando Becerril-Pérez¹, Ignacio Pacheco-Bernal¹, Erick Carreño-Vázquez², Paola Mass-Sánchez¹, Marcia Bustamante-Zepeda¹, Ricardo Orozco-Solís², Lorena Aguilar-Arnal^{1*}

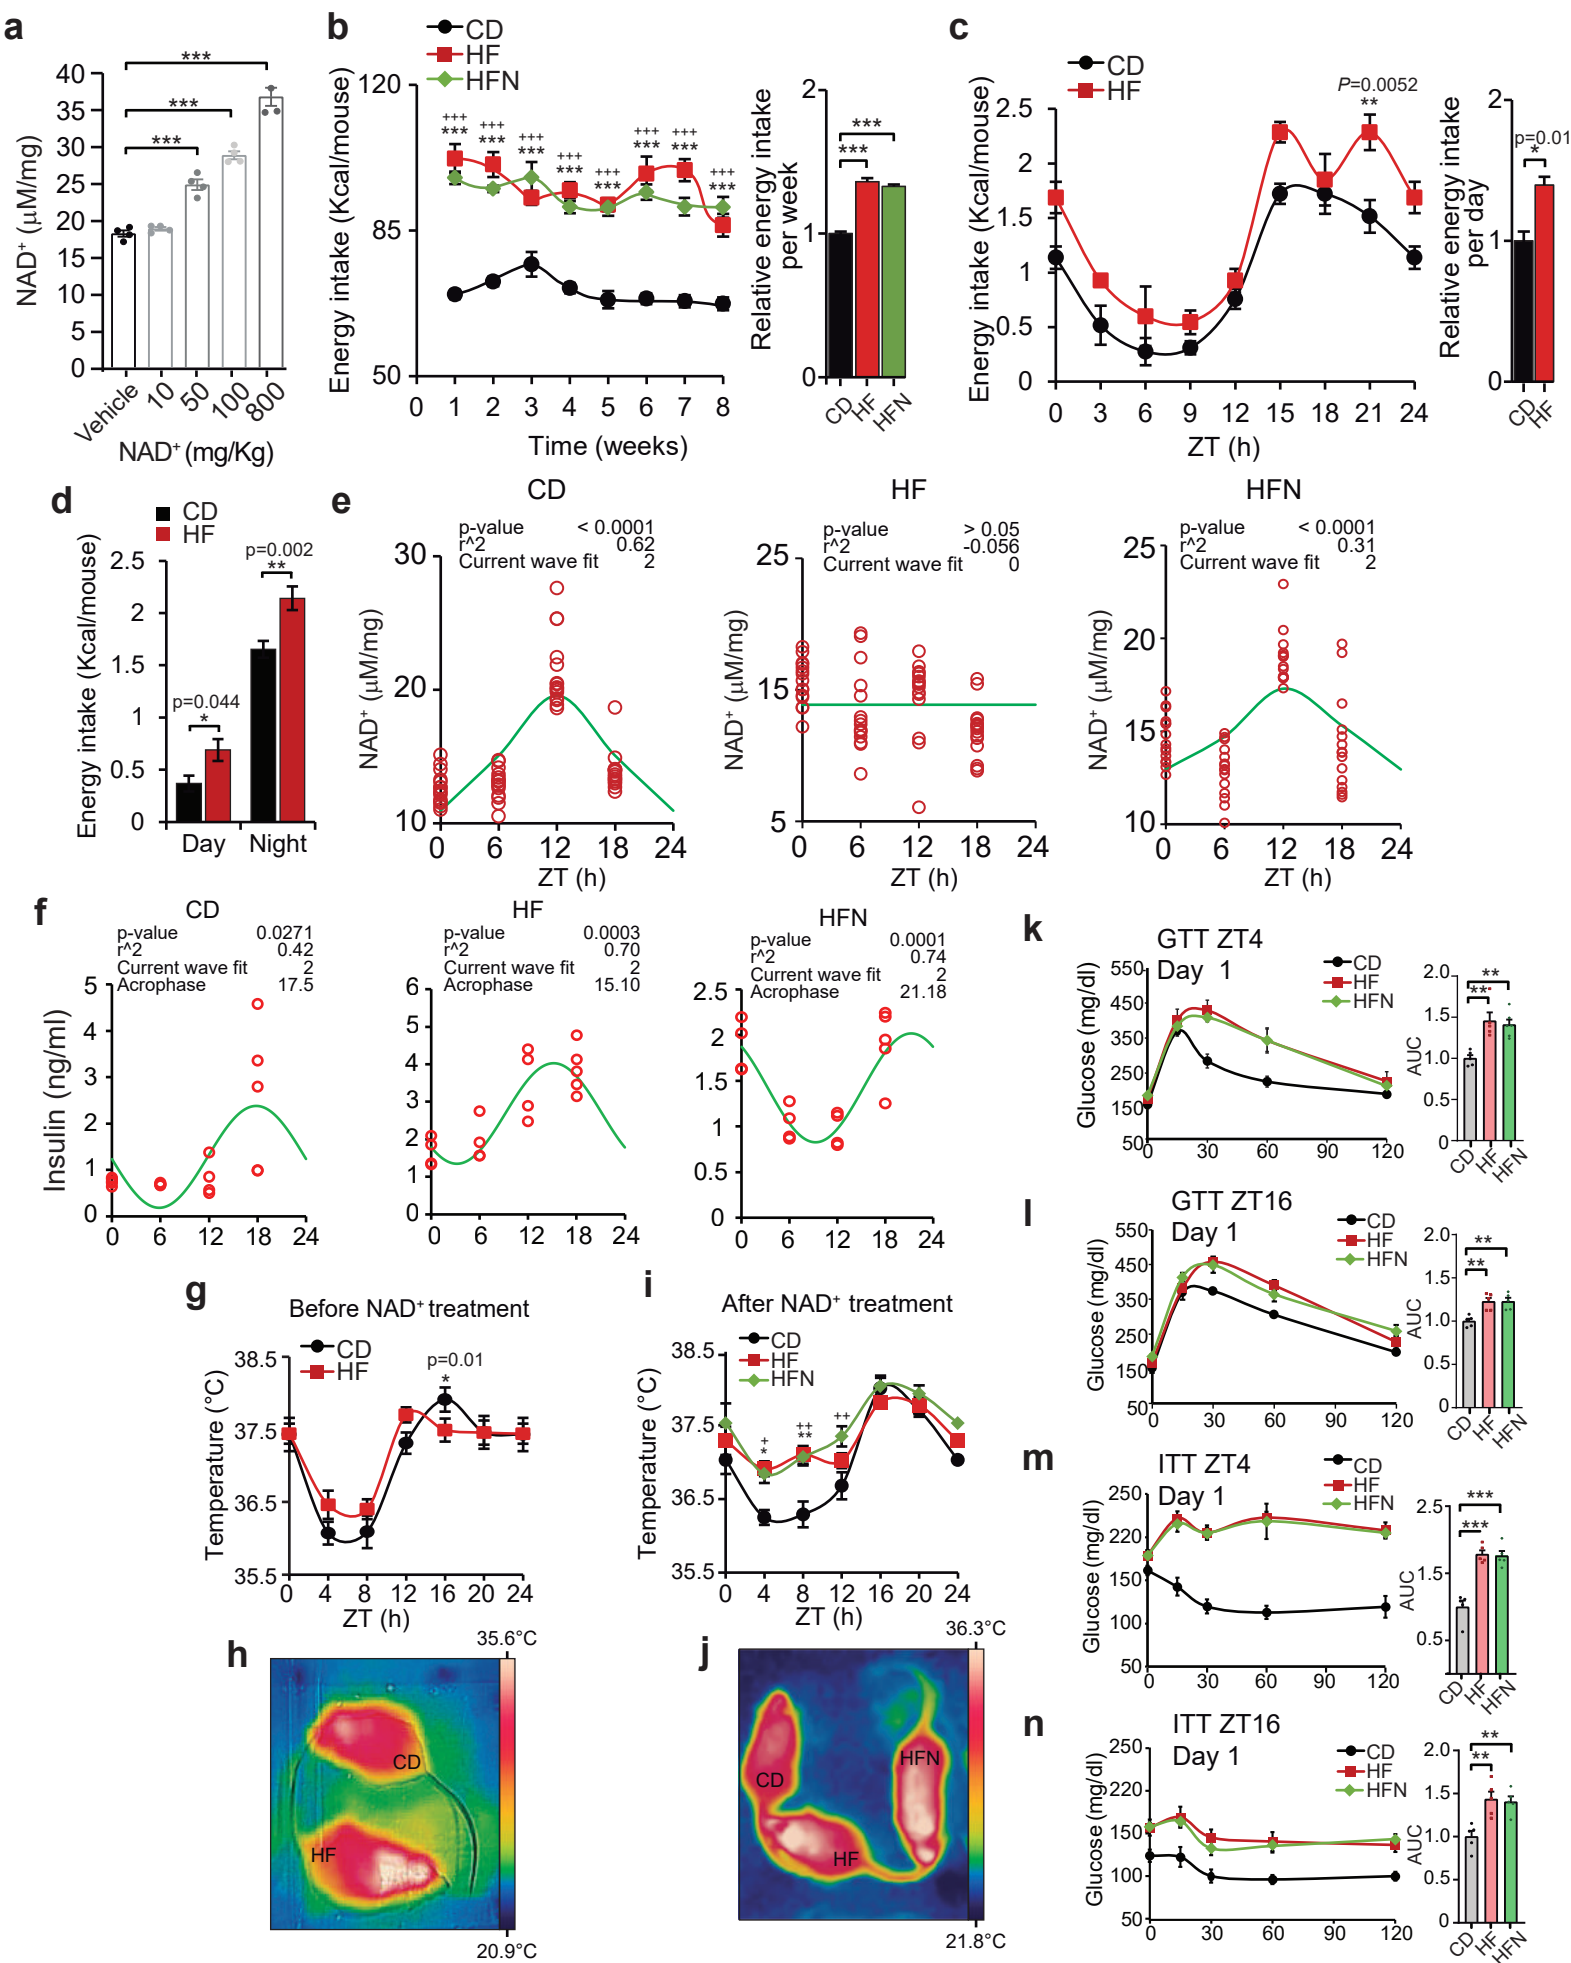

Supplementary Figure S1. Chronic 50 mg/Kg IP injection of NAD⁺ at ZT11 recovers daily rhythms in hepatic NAD⁺ in obese mice

a NAD⁺ was IP injected in mice at the indicated doses. One hour later, mice were sacrificed, and livers were snap frozen in liquid nitrogen. Hepatic NAD⁺ was quantified by HPLC (n = 3 mice and 3 technical replicates per dose). **b** Energy intake and relative energy intake per week (n = 20 mice per group) (Continued on next page)

c Energy intake throughout the day and relative energy intake per day (n = 4 mice per group). **d** Total energy intake during day and night periods (n = 10 mice per group). **e** Daily rhythms in hepatic NAD⁺ evaluated by CircWave. (n = 5 mice per time point and 3 technical replicates) **f** Rhythmic insulin levels evaluated with CircWave. **g** Circadian rectal temperature before NAD⁺ treatment (n = 10 mice per group and 3 technical replicates) **h** Representative thermography image at ZT12 at week 8, before NAD⁺ treatment (n = 4 mice per group). **i** Circadian rectal temperature 20 days after starting with NAD⁺ treatment at ZT11 (n = 10 mice per group and 3 technical replicates) **j** Representative thermography image at ZT12, after 20 days on NAD⁺ treatment at ZT11 (n = 4). **k-n** Glucose (k,l) and insulin (m,n) tolerance tests performed at both the rest (k, m; ZT4) and the active (l, n; ZT16) period the day before NAD⁺ treatments (n = 5 mice, except for HFN in k, where n=6).

AUC: area under the curve. CD: Control diet fed mice; HF: High-fat diet fed mice; HFN: High-fat diet fed, NAD⁺ treated mice at ZT11. Data represent mean $\pm$ SE, analyzed by two-way ANOVA using Tukey posttest, except for bar graphs, where one-way ANOVA followed by Tukey's posttest was used.

* p < 0.05, ** p < 0.01, *** p < 0.001. Statistical details and exact p values are provided in Supplementary Data 1. Symbol key for comparisons: * CD vs HF; + CD vs HFN; # HF vs HFN. Data from live mice were replicated in two independent experiments.

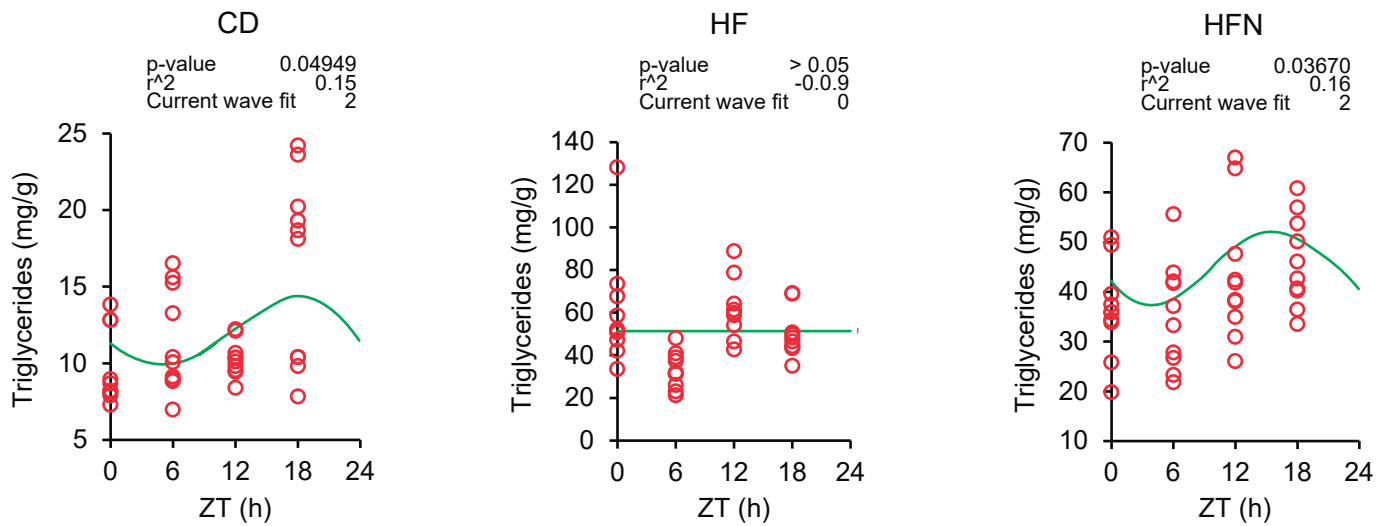

Supplementary Figure S2. Circadian rhythms in hepatic triglycerides

CircWave results for the investigations of circadian rhythmicity in hepatic triglycerides. CD: Control diet fed mice; HF: High-fat diet fed mice; HFN: High-fat diet fed, NAD⁺ treated mice at ZT11. Circadian rhythmicity was confirmed when the CircWave *F* test produced a significant value ($P < 0.05$). This test is one-sided.

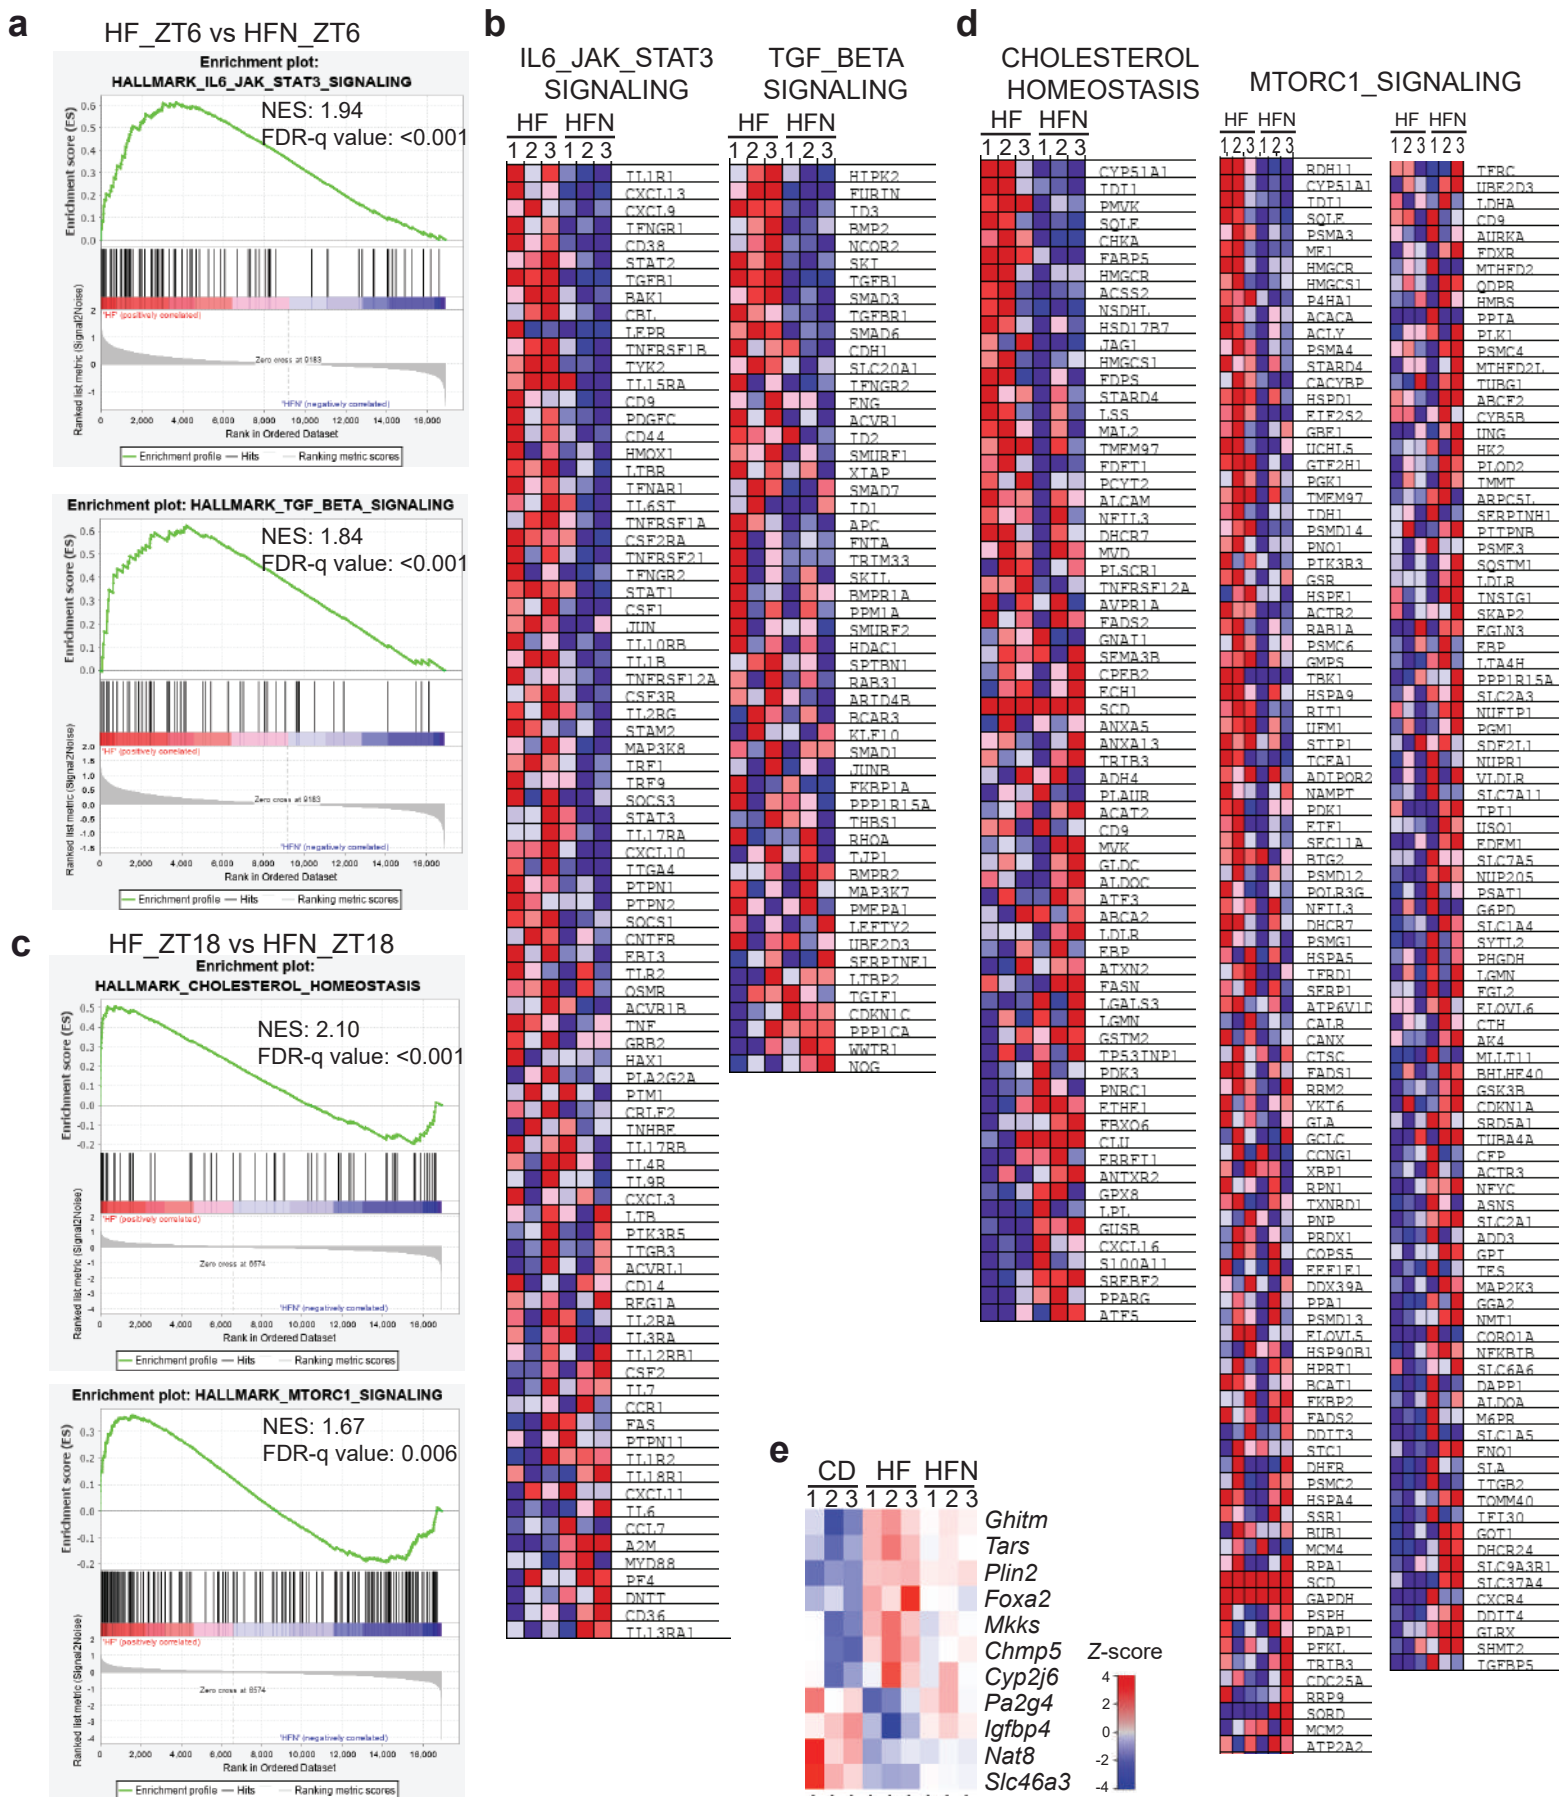

Supplementary Figure S3. Immune response and energy sensing pathways are corrected by a NAD⁺ chronotherapy in obese mice.

a, c Gene set enrichment analysis (GSEA) investigated within the molecular signature database (MSigDB) “Hallmark” gene set collection. Genes were rank-ordered by differential expression (DE) between obese mice untreated (HF) or treated with timed NAD⁺ therapy at ZT11 (HFN), specifically at the rest phase (A; ZT6) or at the active phase (C; ZT18) **b, d** Heatmap depicting genes pertaining to the indicated gene set from the MSigDB, and rank-ordered according to their DE between HF and HFN groups, at ZT6 (b) or at ZT18 (d). (Continued on next page)

e Heatmap illustrating changes in expression from known target genes of FOXA2 (HNF3- β) transcription factor. NAD⁺ chronotherapy elicits significant changes in expression from these genes. NES, normalized enrichment score; FDR, false discovery rate-adjusted q value.

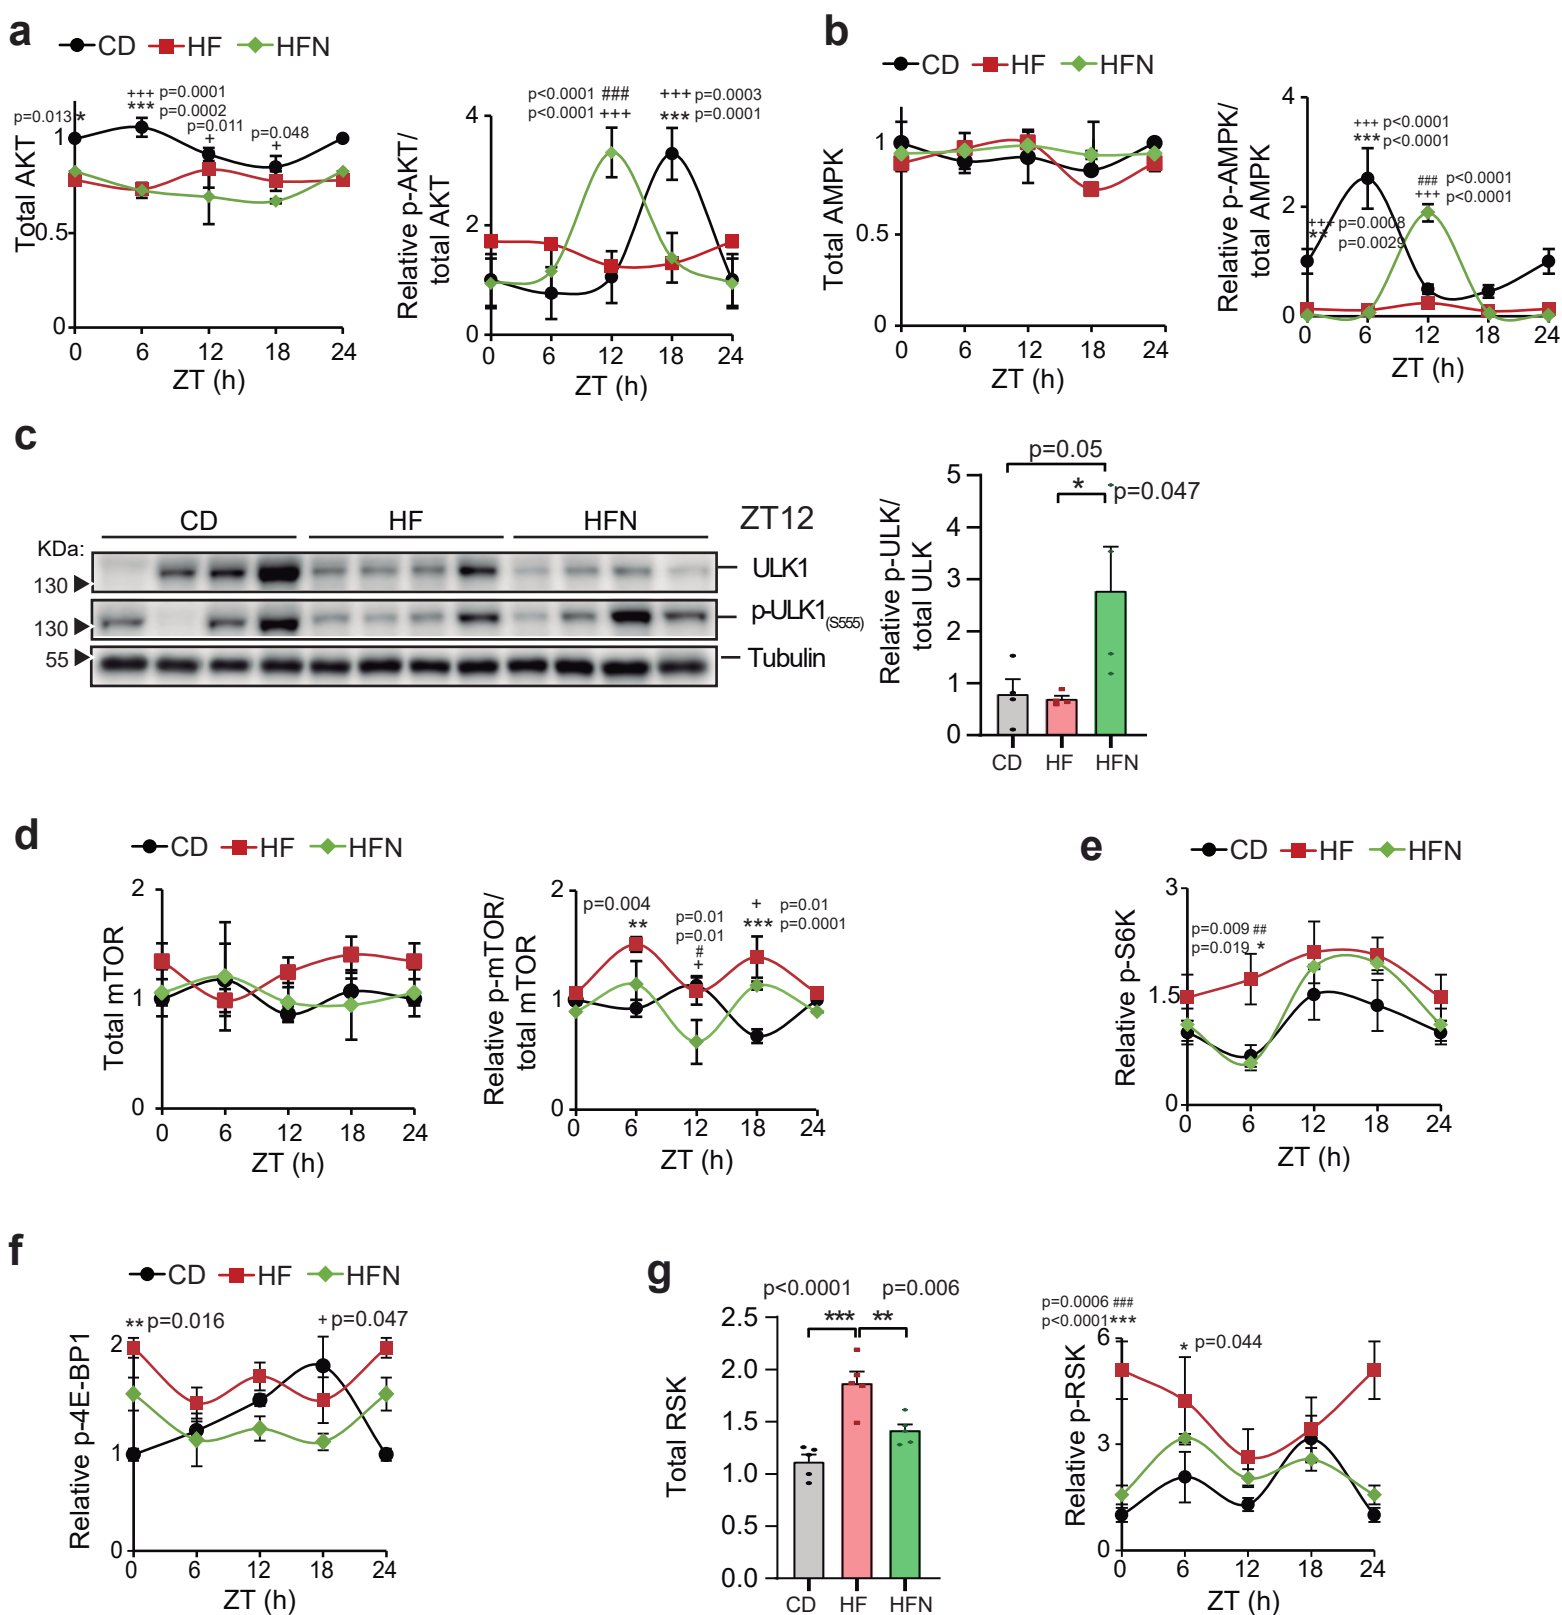

Supplementary Figure S4. Metabolic sensors regulated by NAD⁺ chronotherapy

a, b Quantification of western blots from $n = 4$ mice for the indicated proteins and relative phosphoprotein levels. All measurements were normalized to the tubulin loading control, and data from CD at ZT0 was set to 1 **c** Western blot for ULK1 and p-ULK1(S555) proteins from liver whole cell extracts sampled at ZT12 (left), and corresponding quantification by densitometry (right). Tubulin was used as loading control. $n=4$ **d-g** Quantification of western blots for the indicated proteins and relative phosphoprotein levels. **d**: $n=4$, **e**: $n=3$, **g**: $n=5$ for RSK and $n=4$ for pRSK. All measurements were normalized to their corresponding tubulin or p84 loading controls, and data from CD at ZT0 was set to 1.

CD: Control diet fed mice; HF: High-fat diet fed mice; HFN: High-fat diet fed, NAD⁺ treated mice at ZT11. Points at ZT24 are duplicates of ZT0 replotted to show 24-h trends. Data represent mean $\pm$ SE and were analyzed by two-way ANOVA using Tukey posttest, except for bar graphs, where one-way ANOVA followed by Tukey's posttest was used. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$. Symbol key for comparisons: * CD vs HF; + CD vs HFN; # HF vs HFN.

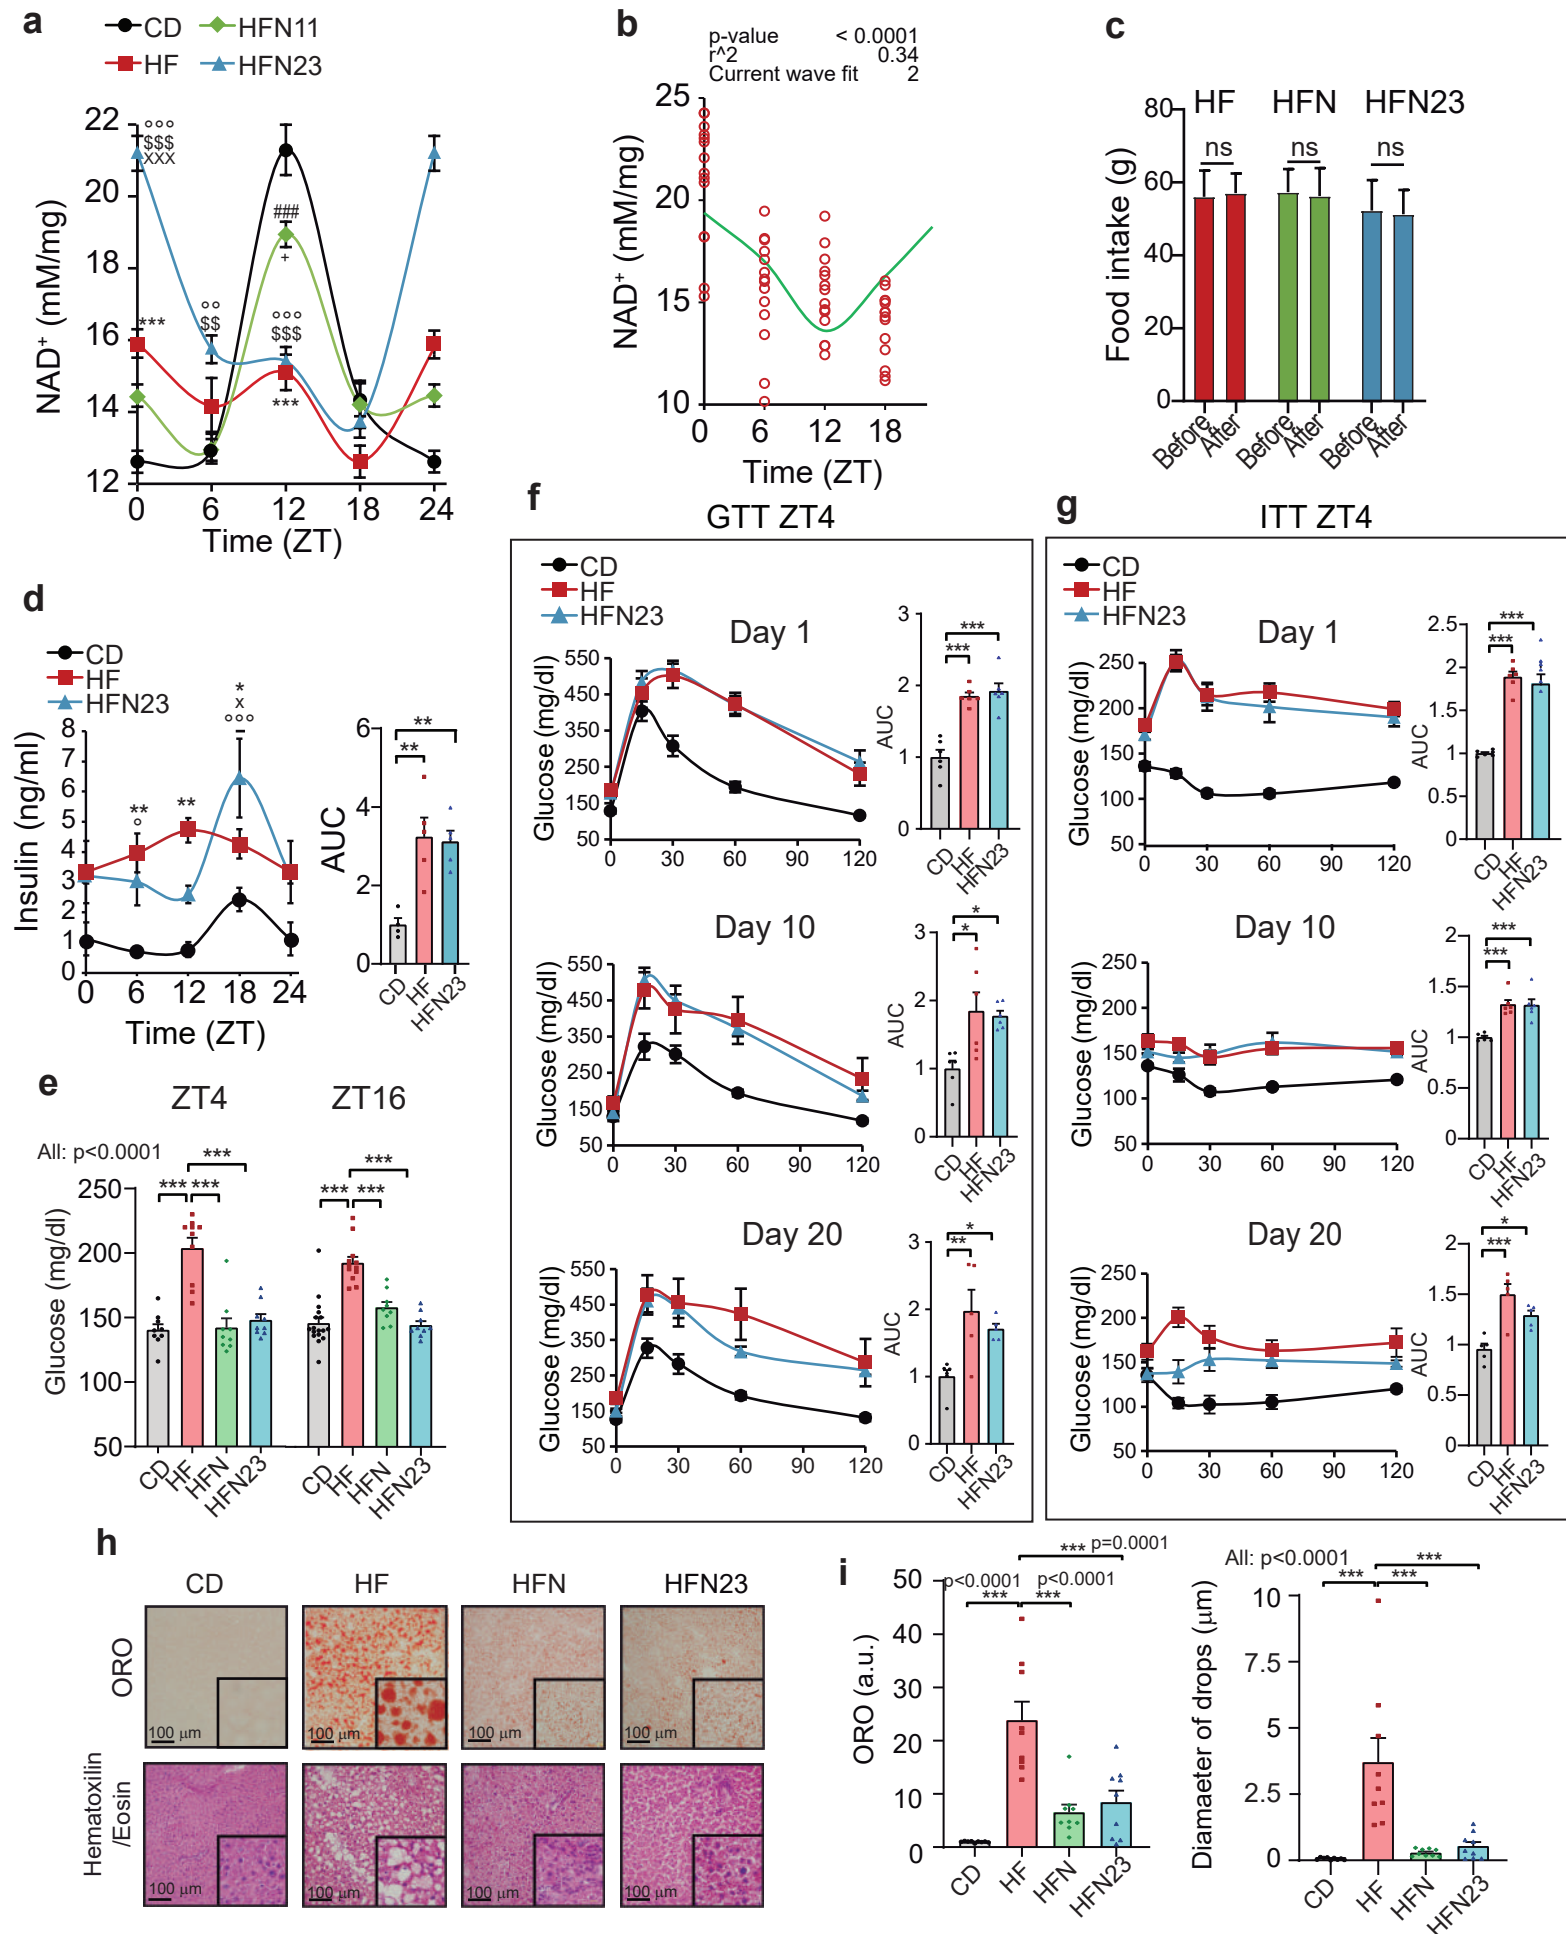

Supplementary Figure S5. Neutral lipid accumulation in the liver is relieved by NAD⁺ in obese mice independently of time of treatment.

a Hepatic NAD⁺ content measured by HPLC along the day at the indicated times for all groups after the experimental paradigm (n = 5 biological replicates, 3 technical replicates) **b** Circadian rhythms in hepatic NAD⁺ from mice treated with NAD⁺ at ZT23 (HFN23) was evaluated by CircWave. (n = 5 mice per time point and 3 technical replicates) (Continued on next page)

c Three weeks of food intake before and after the treatment were averaged for n= HF: 48; HFN: 37 ; HFN23: 27. Two-way ANOVA with Bonferroni post-test was applied, and the data are means $\pm$ SD **d** Circadian serum levels of insulin (n = 5 mice per time point and 2 technical replicates). AUC: area under the curve. **e** Circulating glucose levels were measured in fasted mice at ZT4 and at ZT16 (n=9, except for CD at ZT16 where n=17 and HF where n=12). **f, g** Glucose (f) and insulin (g) tolerance tests were performed at ZT4, on the day before NAD⁺ treatments (day0), after 10 days of treatment (day 10) and at the end of the treatment (day20) (n = 6 for day 0 and day 10, and 5 for day 20). AUC: area under the curve.**h** Representative hepatic histopathology. Upper panel: Oil-red-O stain (ORO). Lower panel: Hematoxylin/Eosin. Images were acquired at 20X optical magnification, and detailed 100X magnification is shown. Data was reproduced in 3 biological and 3 technical replicates **i** Quantification of ORO signal in arbitrary units. Signal for control mice was set to 1. Length of lipid droplets was also compared between groups (n = 3 biological and 3 technical replicates).

CD: Control diet fed mice; HF: High-fat diet fed mice; HFN: High-fat diet fed, NAD⁺ treated mice at ZT11; HFN23: High-fat diet fed, NAD⁺ treated mice at ZT23. Points at ZT24 are duplicates of ZT0 replotted to show 24-h trends Data represent mean $\pm$ SE and were analyzed by one-way ANOVA followed by Tukey's posttest. * p <0.05, ** p <0.01, *** p <0.001. Statistical details and exact p values are provided in Supplementary Data 1.

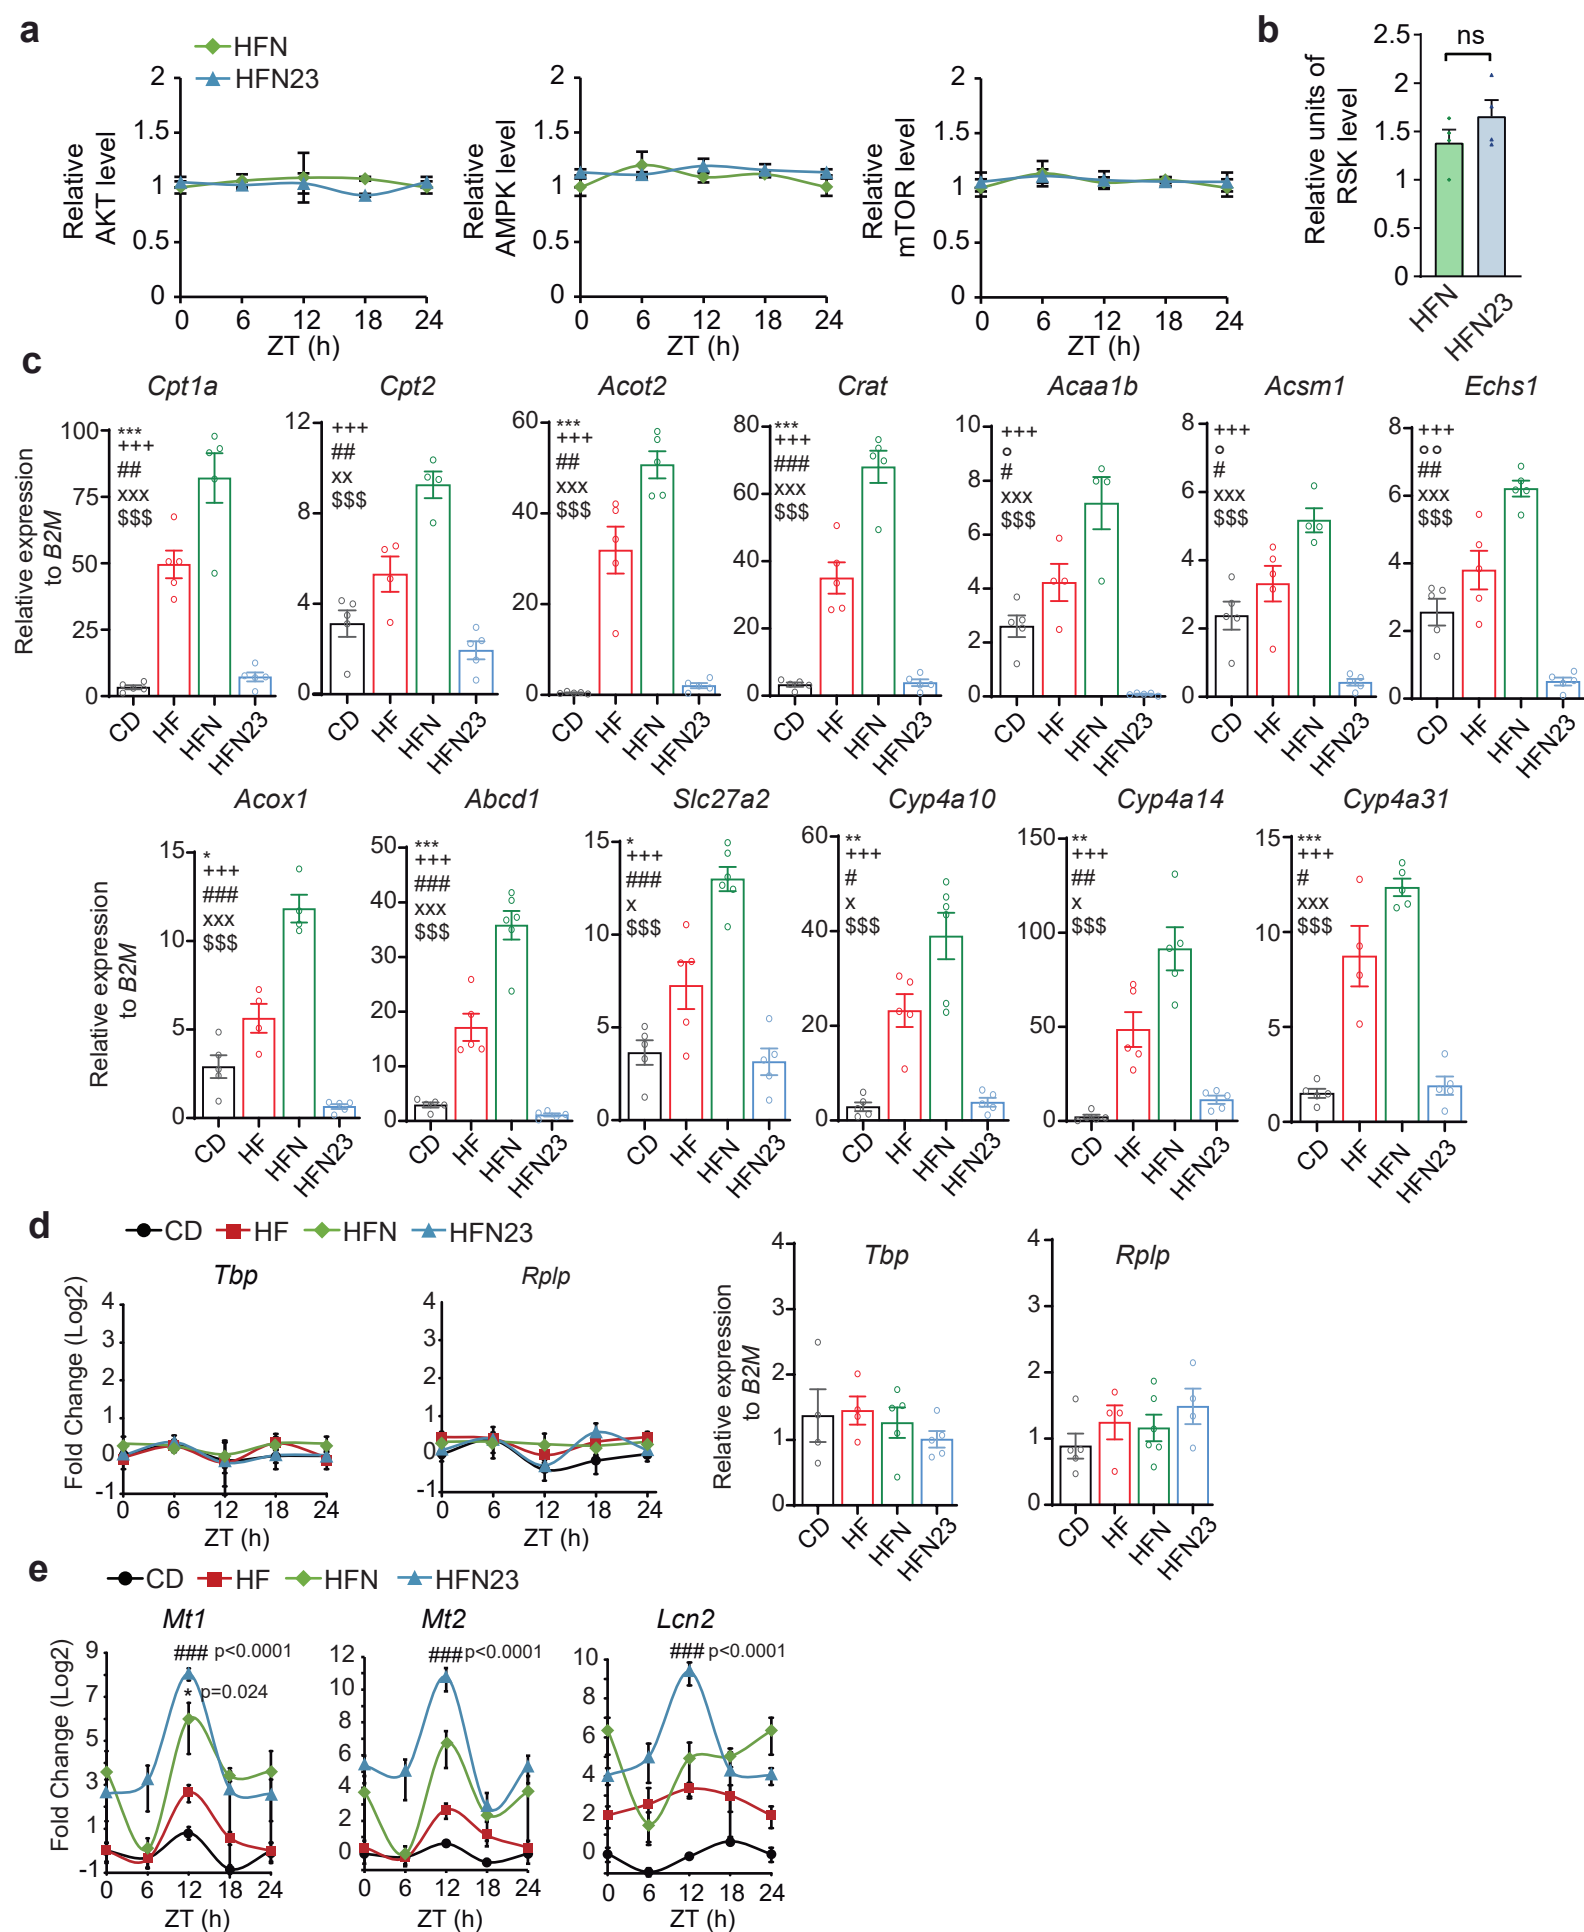

Supplementary Figure S6. Daily levels of nutrient sensors and gene expression profiles in the liver.

a Quantification of western blots from liver ($n = 4$ mice for HFN and 5 for HFN23) for the indicated proteins across the day. All measurements were normalized to their corresponding GAPDH or p84 loading control, and data from CD at ZT0 was set to 1. **b** Quantification by densitometry from western blots for RSK protein in liver whole cell extracts ($n = 4$). Two-tailed Student's t test; n.s.: non-significant.

(Continued on next page)

c RT-qPCR expression data in the liver for the indicated genes at ZT18 (n= 5 biological replicates per data point, except for HFN, where n=6). **d** RT-qPCR was used to assess hepatic expression of housekeeping genes across the day (CD, n=5; HF, n=4 except for ZT0, where n=5; HFN, n=6 except for ZT6, where n=5; HFN23, n=5 except for ZT12, where n=4). **e** RT-qPCR was used to determine expression of anti-obesity genes in the liver from mice at the indicated times-of-day (ZT) (n as in d). The data are means $\pm$ SE. *p < 0.05, **p < 0.01, ***p < 0.001, Two-way ANOVA followed by Tukey's post test. Statistical details and exact p values are provided in Supplementary Data 1. Points at ZT24 are duplicates of ZT0 replotted to show 24-h trends.

Symbol key for multiple comparisons: *CD vs HF, + CD vs HFN, °CD vs HFN23, # HF vs HFN, x HF vs HFN23, \$ HFN vs HFN23.

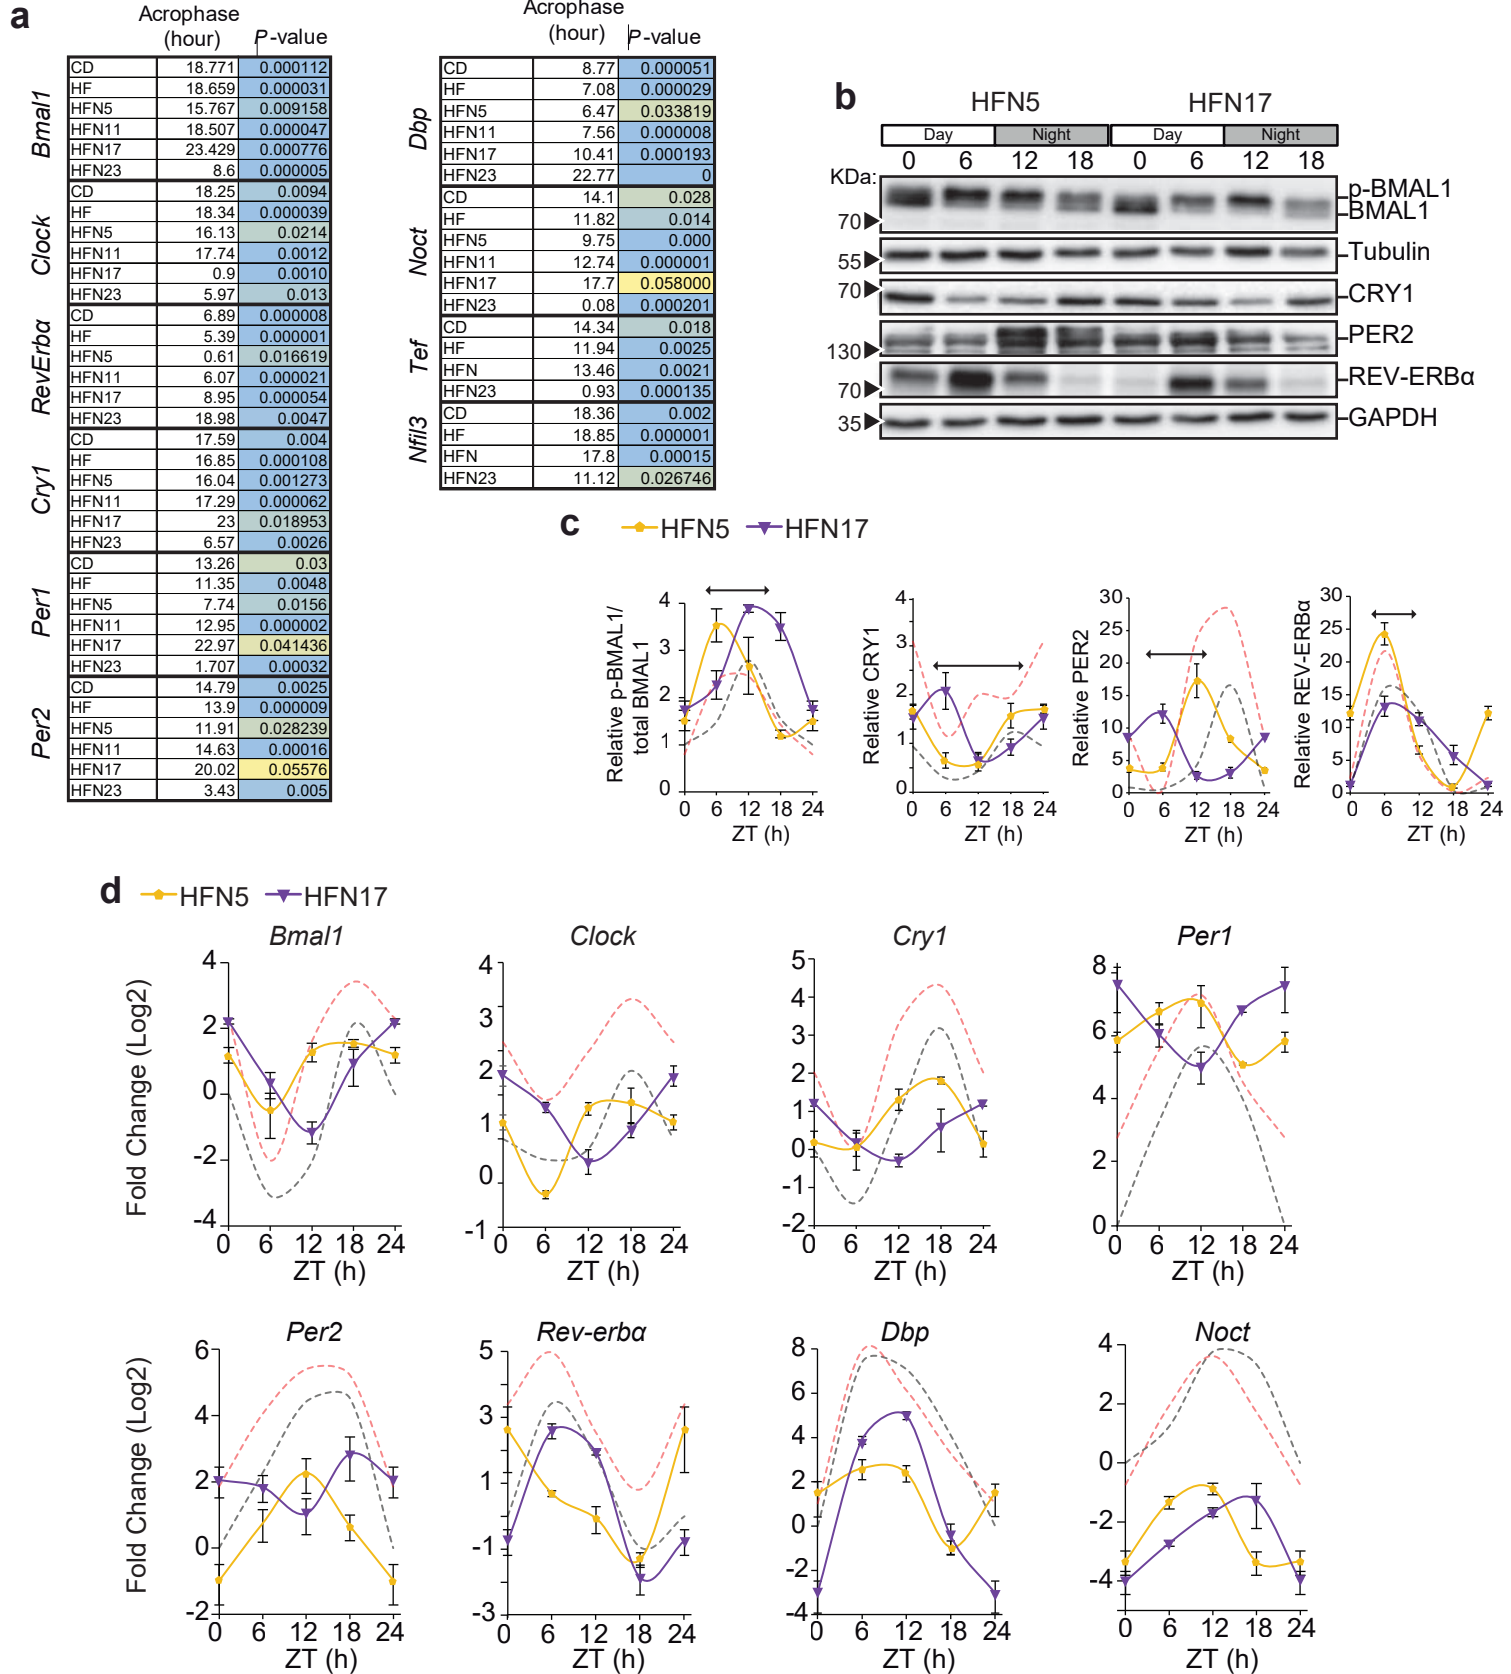

Supplementary Figure S7. Time-of-day dependent effects of NAD⁺ supply on circadian gene expression.

a Acrophase and p-value for circadian rhythmicity from clock and clock-controlled gene expression was assessed by CircaWave. **b** Circadian clock protein expression from liver whole cell extracts of obese mice treated with NAD⁺ at ZT5 (HFN5) or ZT17 (HFN17). Tubulin or GAPDH were used as loading control. **c** Quantification of western blots from $n = 3$ mice. Measurements were normalized to the loading control, and data from CD at ZT0 was set to 1. Averaged data from CD and HF mice are provided as reference, indicated as black (CD) or HF (red) dashed lines. Black arrows show the phase differences in the circadian wave between HFN5 and HFN17 mice. The data are means $\pm$ SE. **d** RT-qPCR determined circadian gene expression in the liver ($n = 3$ biological replicates per data point). The data are means $\pm$ SE. Averaged data from CD and HF mice are provided as reference, indicated as black (CD) or red (HF) dashed lines.

a

● CD   ◆ HFN
■ HF   ▲ HFN23

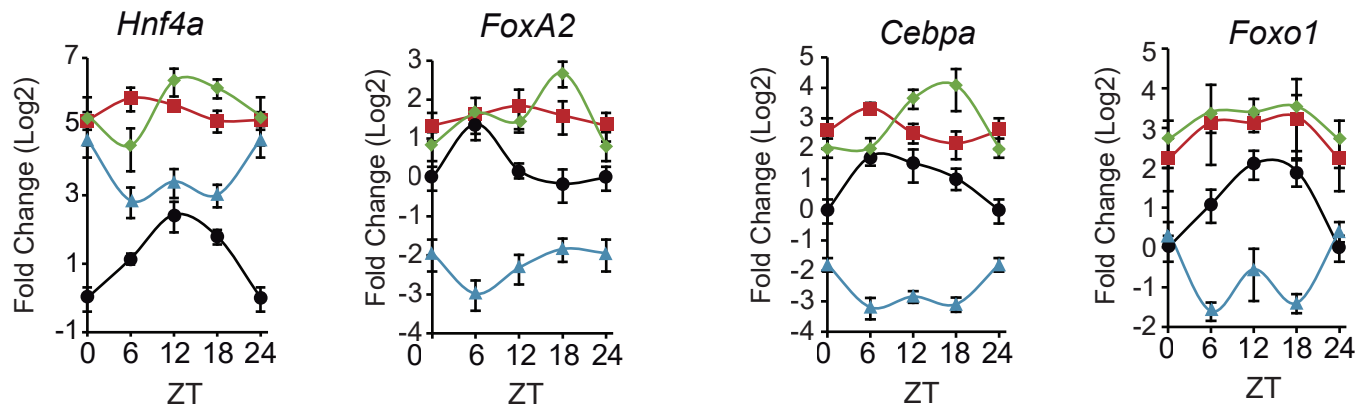

b

■ HF   ◆ HFN   ▲ HFN23

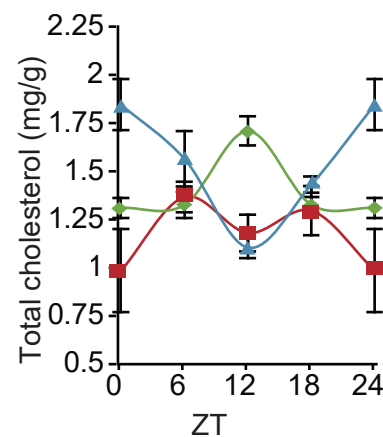

c

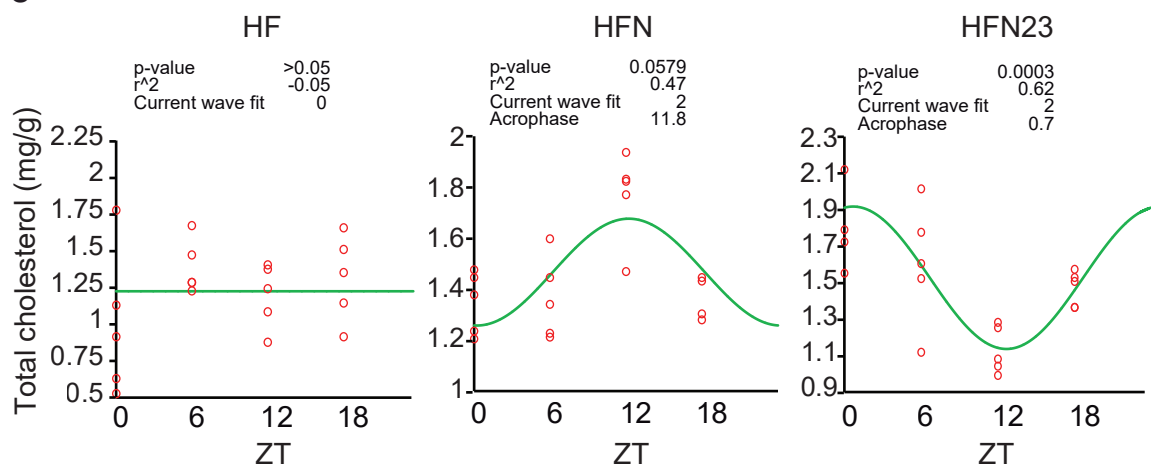

d

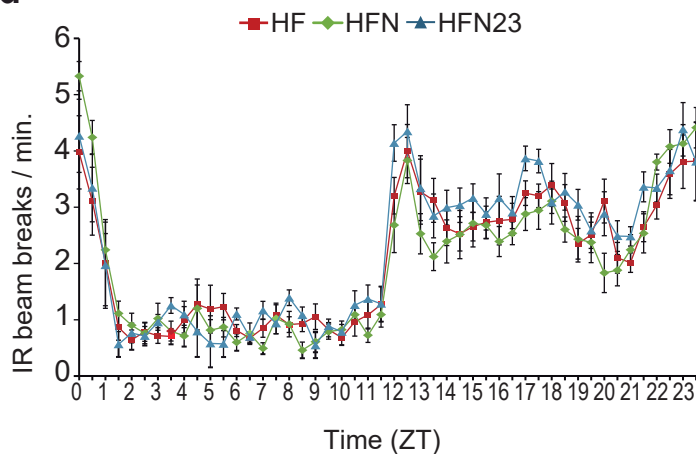

Supplementary Figure S8. Time-of-day dependent effects of NAD⁺ supply on rhythmicity of hepatic lipid metabolism.

a RT-qPCR was used to determine expression of genes related to lipid metabolism in the liver from mice at the indicated times-of-day (ZT) (per time point, $n = 5$ mice for CD and HF, 6 for HFN and 5 for HFN23 except at ZT6, where $n=6$). **b** Total cholesterol was measured in livers from the indicated groups of mice, at selected ZTs ($n= 5$ mice per data point, except for HFN at ZT18, where $n=4$). mg of cholesterol per gram of liver are plotted. **c** CircaWave analyses of rhythmicity from the hepatic cholesterol data. **d** Average 24-hour activity profile from the indicated groups of mice. Average was calculated for five days before NAD⁺ treatment. $n= 7$ mice for HF and HFN, and 5 for HFN23. CD: Control diet fed mice; HF: High-fat diet fed mice; HFN: High-fat diet fed, NAD⁺ treated mice at ZT11; HFN23: High-fat diet fed, NAD⁺ treated mice at ZT23. Points at ZT24 are duplicates of ZT0 replotted to show 24-h trends. Data represent mean $\pm$ SE.

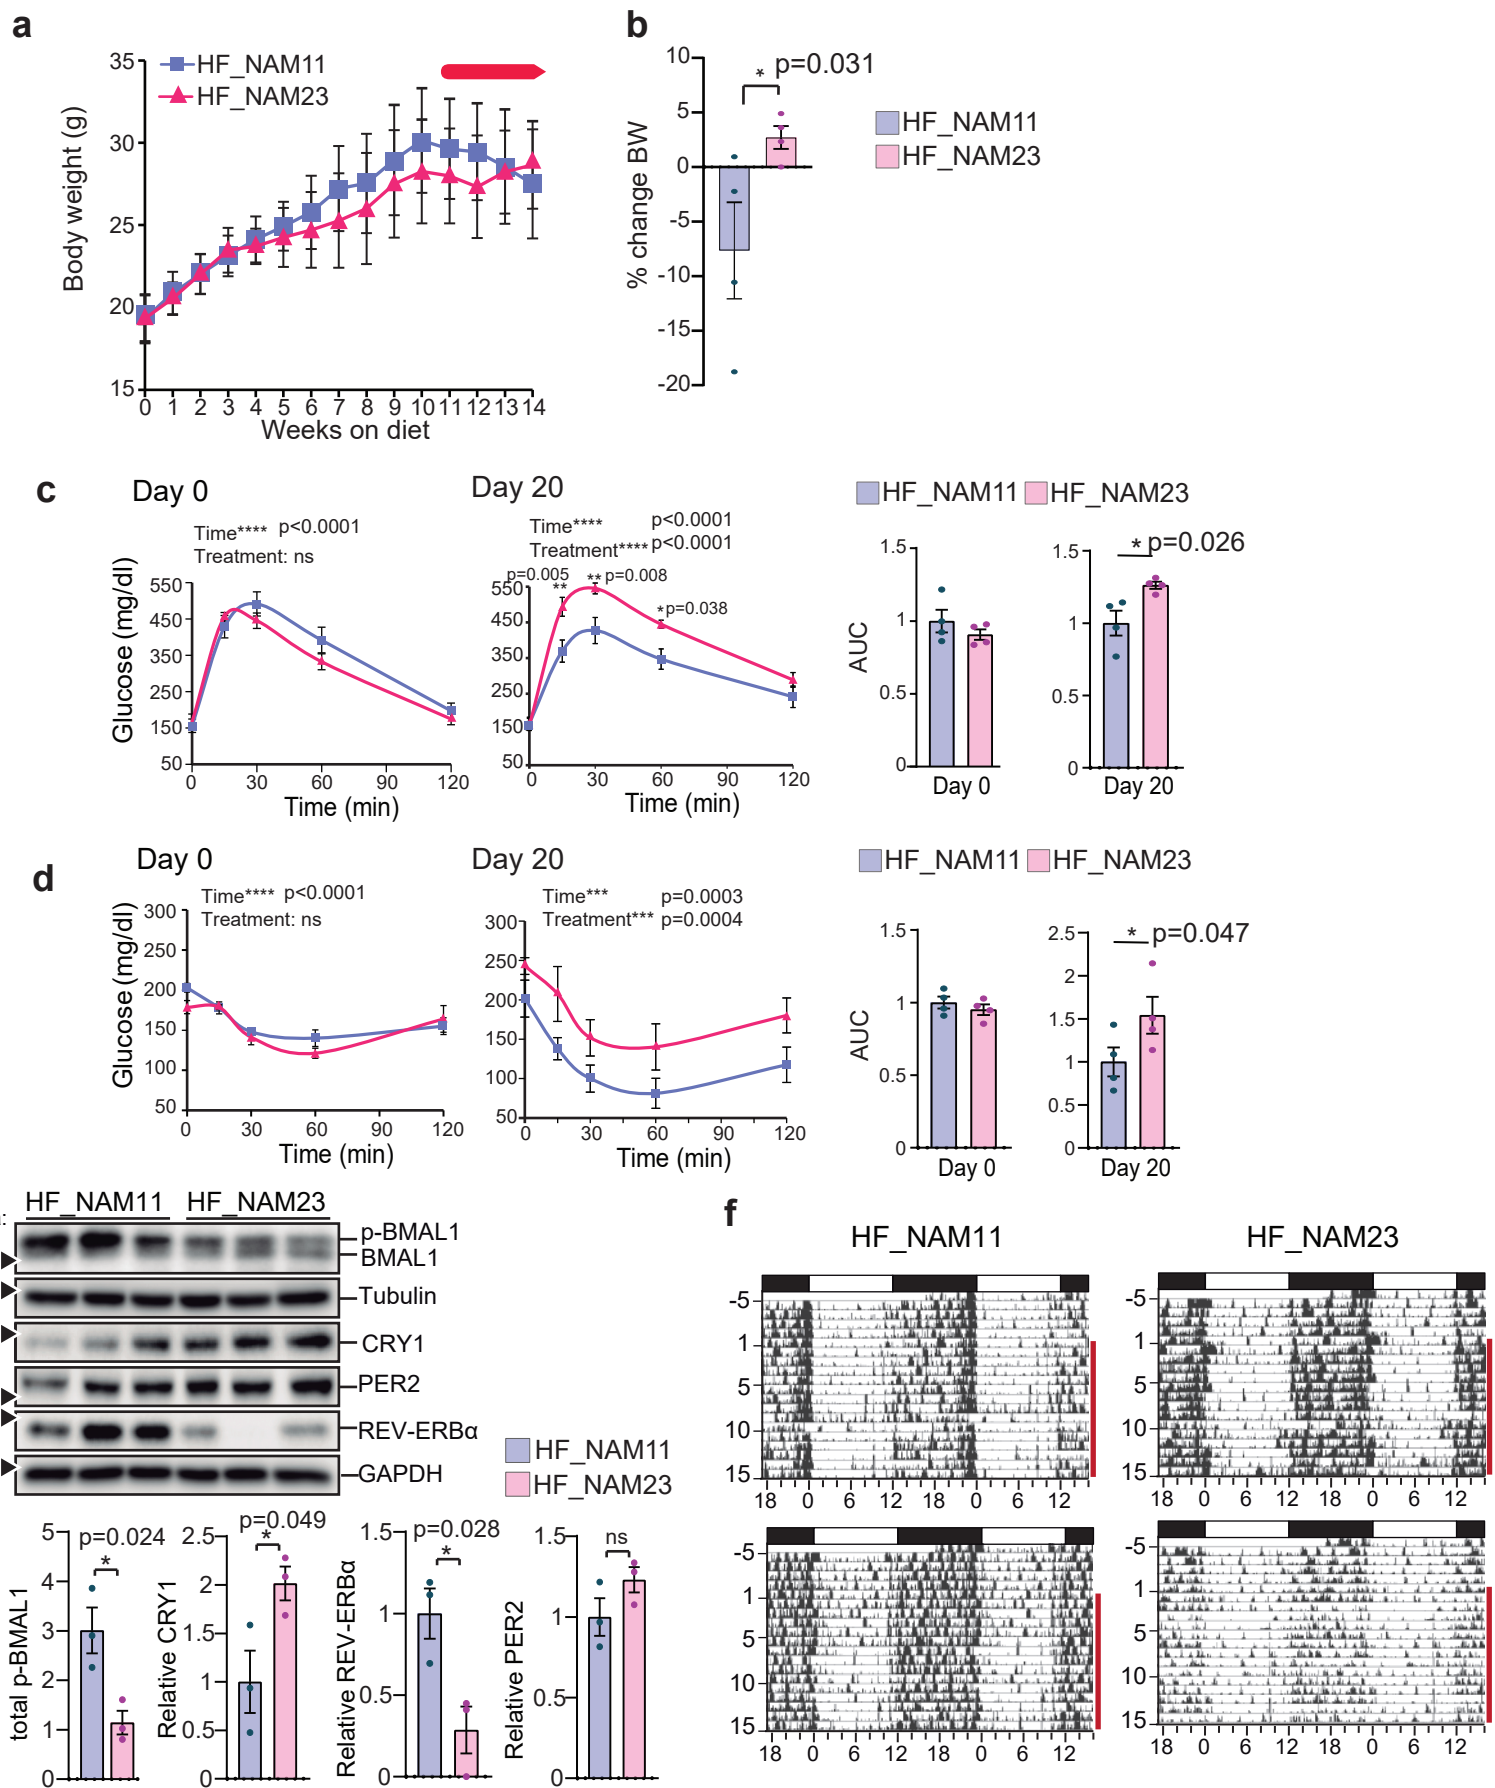

Supplementary Figure S9. Time-of-day dependent effects of the NAD⁺ precursor nicotinamide (NAM) to treat diet-induced obesity.

a Female mice fed a high-fat diet were IP injected at week 8, with 200 mg/Kg of NAM either at ZT11 (HF_NAM11) or at ZT23 (HF_NAM23) for three weeks. Weekly body weight measurements are shown ($n = 4$ mice per group). Red arrow indicates the period of treatment with NAM. **b** Percent change in body weight between weeks 8 (just before treatment), and 11 (end of the treatment). Two tailed t -test with $n = 4$ mice per group. **c, d** Glucose (GTT) and insulin (ITT) tolerance tests were performed at ZT4 before (day 0) and after (day 20) NAM treatments ($n = 4$ mice). AUC: Area under de curve. Two tailed t -test. (Continued on next page)

e Clock protein expression at ZT12 was measured by western blot from liver whole cell extracts of obese mice treated with NAM at ZT11 (HF_NAM11) or ZT23 (HF_NAM23). Tubulin or GAPDH were used as loading control. Quantification from n=3. Two tailed *t*-test **f** Representative double plotted actograms of locomotion measured using infrared sensors in a 12- hour light/12-hour dark cycle. The data represent means $\pm$ SE.

# Supplementary material for: Time-of-day defines NAD+ efficacy to treat diet-induced metabolic disease by synchronizing the hepatic clock in mice
**Source:** Nat Commun. 2023 Mar 27;14:1685. doi: 10.1038/s41467-023-37286-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Complementary statistic details and exact p values are provided for Fig. 1, Fig. 2, Fig. 3, Fig. 5, Fig. 6, Fig. 7 and supplementary Figures 1, 5 and 6.

File Name: Supplementary Data 2

Description: List of DE genes between ZT6 and Z18, and their biological processes.

File Name: Supplementary Data 3

Description: List of common genes in comparisons SD-HF vs HF-HFN and their functional analyses.

File Name: Supplementary Data 4

Description: List of common genes in comparisons SD-HFN vs HF-HFN and their functional analyses.

File Name: Supplementary Data 5

Description: List of primers used in this study.

# Supplementary material for: Time-of-day defines NAD+ efficacy to treat diet-induced metabolic disease by synchronizing the hepatic clock in mice
**Source:** Nat Commun. 2023 Mar 27;14:1685. doi: 10.1038/s41467-023-37286-2
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	The ORO The images were captured with the Olympus camera DP70 system using the DPController v 1.1.1.65 software, coupled to a Olympus BX51 microscope with the DPManager software v. 1.1.1.71.<br>For activity assesment in live mice, beam break data was continuously recorded and compiled with the OASPAD20 (OMNIALVA) software, v2019
Data analysis	Surface of lipid droplets was quantified using the ImageJ software (v 1.53).<br>Protein bands were quantified by densitometric analysis using Image Studio Lite Version 5.0 software (LI-COR biosciences).<br>Thermnographic mages processing was performed using FLIR-Tools software v 5.13.17214 (2015 FLIR® Systems).<br>GraphPad Prism version 8.4.2.679 for Windows (GraphPad Software Inc., San Diego, CA, USA) and Excel (Microsoft Office 360 v2301) were used for statistical analyses and plotting.<br>24-hours period rhythms were assessed employing CircWave version 1.4.<br>Figures were assembled using Adobe Illustrator CC 2015 (Adobe Inc., San José, CA, USA).<br>qPCR primers were designed using Primer3web v4.1.0<br>For Extracellular Flux Analyses, the instrument control, data analysis and file management was performed with the Agilent Seahorse Wave v2.6 software.<br>Analysis of time-series data for activity inlive mice was performed with RhythmicAlly, an open source program using R, update from 17th September 2019 available at: https://github.com/abhilashlakshman/RhythmicAlly<br>The arrays were scanned in the GeneChip Scanner 3000 7G (Affymetrix) and the GeneChip Command Console Software (v 4.0.3) was used to obtain the .CEL intensity files. Normalized gene expression data (.CHP files) were obtained with the Transcriptome Analysis Console (TAC v4.0.1.36) software using default parameters. Changes in gene expression (± 1 . fold-change; FDR-corrected p-value ≤ 0.05) were subjected to functional analyses using the "Compute Overlaps" tool to explore overlap with the CP (Canonical Pathways) and the GO:BP (GO biological

process) gene sets at the MSigDB (molecular signature database) v7.0. The tool is available at: <https://www.gsea-msigdb.org/gsea/msigdb/annotate.jsp>, and estimates statistical significance by calculating the FDR q-value. This is the FDR analog of the hypergeometric P-value after correction for multiple hypothesis testing according to Benjamini and Hochberg. Gene set enrichment analysis (GSEA) was performed using GSEA v. 4.0.3.54 to determine the enrichment score within the Hallmark gene set collection in MSigDB v7.0159, selecting the Signal2Noise as the metric for ranking genes. The findMotifs.pl program in the HOMER software v 2.0.160 was used for motif discovery and enrichment,

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analyzed during this study are included in this article (and its supplementary information files). Source data are provided with this paper. All gene expression data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number: GSE163865.

The ChIP-Atlas database can be accessed at: <https://chip-atlas.org/>. The Investigate Mouse Gene Sets tool to compute overlaps with gene sets in MSigDB can be accessed at: <http://www.gsea-msigdb.org/gsea/msigdb/mouse/annotate.jsp>

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

We did not carry out predetermination of sample size. For most of the experiments, at least five independent biological replicates were analyzed. In some experiments such as western blot, the number of n is 3-4 depending on available material and whether samples can be processed reliably in parallel. We concluded that the sample size is enough to cover the biological variance when the data was highly reproducible.

Data exclusions

N/A

Replication

In vivo experiments were performed at least two independent times to confirm reproducibility. The rest of experiments were performed at least three independent times. All findings from replicate experiments were consistent and confirmed.

Randomization

Allocation of animals were random

Blinding

Investigators were not blinded during in vivo experiments as in most cases, the bodyweight difference between treatments is obvious. However, no subjective process was included in the processing and analyses of the experimental data. qPCR, HPLC, ChIP and biochemical

determination experiments were performed with samples just numbered as 1, 2, 3 etc. and experimenters were not aware of the identity of the samples.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Antibodies used in this study were: From Cell Signaling: PPAR γ (2443), AKT (9272), Phospho-AKTSer473 (9271), AMPK α (5831), Phospho-AMPK α Thr172 (50081), mTOR (2983), Phospho-mTORSer2448 (5536), Phospho-p70 S6KThr389 (9234), Phospho-4E-BP1Thr37/46 (2855), RSK1/RSK2/RSK3 (9355), Phospho-p90RSKSer359 (8753), REV-ERB α (13418), ULK1 (8054), Phospho-ULK1Ser555 (5869), all diluted 1:1000; from Santa Cruz: C/EBP α (SC-365318, 1:500); from Abcam: BMAL1 (Ab3350, 1:1000); from Alpha Diagnostics International: PER2 (PER21-A 1:2000); from Bethyl Laboratories: CRY1 (A302-614A 1:1000); from Sigma: α -Tubulin (T5168, 1:80000); from Genetex: GAPDH-HRP (GTX627408-01, 1:120000) and P84 (GTX70220-01, 1:1000) The secondary antibodies were Anti-rabbit IgG (Cell Signaling, 7074, 1:150000 for BMAL1, 1:10000 for Pparg and 1:80000 for the rest) or Anti-mouse IgG (Sigma I8765, 1:80000), conjugated to horseradish peroxidase. For ChIP assays, a combination of two anti BMAL1 antibodies: 1.25 μ L rabbit anti-BMAL1 (ab3350, Abcam) and 2.5 μ L rabbit anti-BMAL1 (ab93806, Abcam) in 900 μ L final volume. Immunoprecipitations with 4 μ L of normal mouse IgG (Sigma-Aldrich, Cat. No. 18765) were performed simultaneously in 900 μ L final volume.

Validation

Anti PPAR γ (81B8) Rabbit mAb #2443 from Cell Signaling, is validated for Western Blotting, Immunoprecipitation, Immunofluorescence, ChIP and ChIP-seq. Species Reactivity: Human, Mouse. 289 citations in <https://www.cellsignal.com/products/primary-antibodies/pparg-81b8-rabbit-mab/2443>

Anti Akt Antibody #9272 from Cell Signaling is validated for Western Blotting, Immunoprecipitation Immunofluorescence, Flow Cytometry. Species Reactivity: Human, Mouse, Rat, Hamster, Monkey, Chicken, D. melanogaster, Bovine, Dog, Pig, Guinea Pig. 25,810 citations in <https://www.cellsignal.com/products/primary-antibodies/akt-antibody/9272>

Anti Phospho-Akt (Ser473) Antibody #9271 is validated for Western Blotting, Immunoprecipitation Immunofluorescence, Flow Cytometry. Species Reactivity: Human, Mouse, Rat, Hamster, Monkey, D. melanogaster, Bovine, Dog. 26,956 citations in <https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-antibody/9271>

Anti AMPK α (D5A2) Rabbit mAb #5831 is validated for Western Blotting, Immunoprecipitation. Species Reactivity: Human, Mouse, Rat, Monkey, Bovine. 607 citations in <https://www.cellsignal.com/products/primary-antibodies/ampka-d5a2-rabbit-mab/5831>

Anti Phospho-AMPK α (Thr172) (D4D6D) Rabbit mAb #50081 is validated for Western Blotting, Immunoprecipitation. Species Reactivity: Human, Mouse, Rat. 171 citations at <https://www.cellsignal.com/products/primary-antibodies/phospho-ampka-thr172-d4d6d-rabbit-mab/50081>

Anti mTOR (7C10) Rabbit mAb #2983 is validated for Western Blotting, Immunoprecipitation, Immunohistochemistry (Paraffin), Immunofluorescence (Immunocytochemistry), Flow Cytometry. Species Reactivity: Human, Mouse, Rat, Monkey. 2394 citations in https://www.cellsignal.com/products/primary-antibodies/mtor-7c10-rabbit-mab/2983?_=1676937327817&Ntt=mTOR&tahead=true

Anti Phospho-mTOR (Ser2448) (D9C2) XP $^{\circ}$ Rabbit mAb #5536 is validated for Western Blotting, Immunoprecipitation. Species Reactivity: Human, Mouse, Rat, Monkey. 1811 citations in <https://www.cellsignal.com/products/primary-antibodies/phospho-mtor-ser2448-d9c2-xp-rabbit-mab/5536>

Anti Phospho-p70 S6 Kinase (Thr389) (108D2) Rabbit mAb #9234 is validated for Western Blotting. Species Reactivity: Human, Mouse, Rat, Monkey. 1652 citations in <https://www.cellsignal.com/products/primary-antibodies/phospho-p70-s6-kinase-thr389-108d2-rabbit-mab/9234>

Phospho-4E-BP1 (Thr37/46) (236B4) Rabbit mAb #2855 is validated for Western Blotting, Immunohistochemistry (Paraffin), Immunofluorescence (Immunocytochemistry), Flow Cytometry. Species Reactivity: Human, Mouse, Rat, Monkey. 2280 citations in https://www.cellsignal.com/products/primary-antibodies/phospho-4e-bp1-thr37-46-236b4-rabbit-mab/2855?_=167693777579&Ntt=2855&tahead=true

Anti RSK1/RSK2/RSK3 (32D7) Rabbit mAb #9355 is validated for Western Blotting, immunoprecipitation. Species Reactivity: Human, Mouse, Rat, Monkey, Guinea Pig. 116 citations in <https://www.cellsignal.com/products/primary-antibodies/rsk1-rsk2-rsk3-32d7-rabbit-mab/9355>

Anti Rev-Erb α (E1Y6D) Rabbit mAb #13418 is validated for Western Blotting, immunoprecipitation. Species Reactivity: Human, Mouse, Rat. 38 citations in https://www.cellsignal.com/products/primary-antibodies/rev-erba-e1y6d-rabbit-mab/13418?_=1676938090964&Ntt=13418&tahead=true

Anti ULK1 (D8H5) Rabbit mAb #8054 is validated for Western Blotting, immunoprecipitation. Species Reactivity: Human, Mouse, Rat. 625 citations in <https://www.cellsignal.com/products/primary-antibodies/ulk1-d8h5-rabbit-mab/8054>

Anti Phospho-ULK1 (Ser555) (D1H4) Rabbit mAb #5869 is validated for Western Blotting, immunoprecipitation. Species Reactivity: Human, Mouse. 340 citations in https://www.cellsignal.com/products/primary-antibodies/phospho-ulk1-ser555-d1h4-rabbit-mab/5869?_=1676938289268&Ntt=5869&tahead=true

C/EBP α mouse mAb (D-5): sc-365318 is validated for western blotting, immunoprecipitation, immunofluorescence, ELISA. Species Reactivity for human and mouse. 57 citations in <https://www.scbt.com/es/p/c-ebp-alpha-antibody-d-5#citations>
 Anti-BMAL1 antibody (ab3350) is a Rabbit polyclonal to BMAL1, validated for: WB, ICC, Reacts with: Mouse, Rat, Human. 63 references in <https://www.abcam.com/bmal1-antibody-ab3350.html>
 Anti-BMAL1 antibody (ab93806) is a Rabbit polyclonal to BMAL1, validated for: WB, IP, Reacts with: Mouse, Human. 56 references are available at: <https://www.abcam.com/bmal1-antibody-ab93806.html>
 Rabbit Anti-Mouse Per 2 IgG # 1 (aff pure) Cat # PER21-A from Alpha Diagnostics is validated for western blotting, ELISA, histochemistry. Species Reactivity for mouse and rat. 17 citations in <https://www.labome.com/product/Alpha-Diagnostics/PER21-A.html>
 p84 antibody [5E10] (HRP) from Genetex is a mouse monoclonal (5E10) validated for western blot in Human, Mouse, Rat, Hamster, Monkey. References for this clone are available in: <https://www.genetex.com/Product/Detail/Nuclear-Matrix-Protein-p84-antibody-5E10/GTX70220#references>
 GAPDH antibody [GT239] (HRP) from Genetex is a mouse monoclonal (GT239) validated for WB, IHC-P. Reactivity: Human, Mouse, Rat, Hamster. References are available in <https://www.genetex.com/Product/Detail/GAPDH-antibody-GT239-HRP/GTX627408-01#references>

Mouse monoclonal Anti- α -Tubulin antibody (T5168) clone B-5-1-2, from SIGMA is validated for western blot from mouse. 3388 publications are available in https://www.sigmaaldrich.com/MX/es/search/t5168?focus=papers&page=1&perpage=30&sort=relevance&term=t5168&type=citation_search
 Cry1 Antibody, Rabbit Polyclonal Cat. No. A302-614A is validated for western blotting, immunoprecipitation in human, however, multiple publications validate it for western blot from mouse extracts, as shown in multiple citations found at: <https://www.citeab.com/antibodies/657012-a302-614a-rabbit-anti-cry1-antibody-affinity-purified>

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Four-week-old C57Bl/6J mice were obtained from the Biological Models Unit at the Instituto de Investigaciones Biomédicas (UNAM, Mexico). The mice were kept under a 12:12-h light:dark cycles. Food and water were provided ad libitum. Temperature and humidity were constantly monitored.
Wild animals	N/A
Reporting on sex	Female mice were used for the experiments using NAM as a NAD ⁺ precursor, and the rest of the experiments were performed in male mice.
Field-collected samples	N/A
Ethics oversight	All animal experimental procedures were reviewed and approved by the Internal Committee for the Care and Use of Laboratory Animals (CICUAL) at the Instituto de Investigaciones Biomédicas, (UNAM, Mexico), and are registered under protocol no. ID240.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

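Liver RNA of 18 male mice, 1 animal per array, was measured in 6 groups of 3 replicates: CD, HF and HFN mice, each at ZT6 and ZT18. According to the paper, RNA was extracted with TRIzol and RNeasy columns. Mouse Clariom D arrays were run by the Microarray Unit of the National Institute of Genomic Medicine in Mexico City. The deposited log2 values were derived from the raw intensities with the Transcriptome Analysis Console and its default parameters. The method that summarized the probes and the genome build of the probe design are not given in the sources used here. The table holds 72688 entries, of which 65956 transcript clusters were tested and 6732 control probe sets were left out. The values are capped at 19.93, and the array medians lie between 4.29 and 4.42. Transcripts at the cap on all arrays have no measurable change, and 116 transcript clusters reach it on at least 1 array. Of the genes in the lists, 15 had the same value on all arrays and stay in the list totals. Among them were Fga and Fgg of the acute phase, Scd1 of fatty acid synthesis and Cyp2e1 of the pericentral zone.

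Current gene symbols were found for 31263 transcript clusters with 1 symbol and 1487 with several, and 33206 were not listed in the table of names. Of the symbols, 1780 were updated to current ones. For the 442 symbols with more than 1 probe set, the text names the probe set chosen beforehand, and the mean of all of them was tried as an alternative.

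A linear model with 1 mean per group was fitted to the deposited values with limma 3.58.1 in R 4.3.3, without further normalization. It has 12 residual degrees of freedom, to which the empirical Bayes step added 2.27. The 11 comparisons are ZT18 against ZT6 in CD, HF and HFN mice, HF against CD, HFN against HF and HFN against CD at each time, and 2 interactions of the day-to-night change. A transcript counts as changed at a Benjamini-Hochberg adjusted p under 0.05 over all transcript clusters and a fold change above 1.25. Of 59 gene lists, 53 were fixed beforehand and 6 hold genes the paper names. Of 988 list entries, 869 were matched to the array. Lists were tested with camera at a preset correlation of 0.01, and again with the correlation estimated from the residuals and with limma's fry. Comparisons, thresholds, lists and alternatives were set before the data were examined, apart from those said to be added later.

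The genes named in the text were chosen by a rule. It takes every gene that the paper's results name for its array data, and for each comparison the 10 largest rises and 10 largest falls among transcripts past the test whose groups do not overlap. Where fewer than 5 pass, it fills to 5 by the lowest p. For each list described, it takes up to 4 members with the largest changes past the test, or up to 2 with the lowest p where none passes. For transcripts shared by several comparisons it takes the 10 with the largest mean change.

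The alternatives were an unadjusted p, a minimum of 1.3-fold or none, a fit on the compared groups alone, the replicate number as a block, a filter that kept the 32978 brightest transcript clusters, quantile normalization, an intensity trend with a robust prior, and leaving out each array in turn. A covariate for the negative-control signal of each array and an unadjusted p with 1.1-fold were added after the data were seen. The negative-control signal is the array median of 5222 control probe sets. Sharing of arrays between comparisons was simulated without group differences, and groups were redrawn up to 100 times with a fixed seed. The procedure was tested on simulated data for the comparison of HFN with HF livers at ZT18. Each size of change was added to 50 transcript clusters, all with a mean above the median. Of the 50, 32% were called at a log2 change of 0.5, 66% at 1, and 96% at 2 and at 3, with 9 false calls. The simulated noise was normal and independent, without the correlations between arrays seen in the real residuals. These shares therefore cannot say how many real changes were missed. The number of arrays limits the precision of each group mean. Promoter motifs, Hallmark overlaps and GSEA were not analysed here.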

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

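The tests of the negative-control signal and the test of attached fat and lymph node tissue were chosen after the results they address had been seen.

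Lists of genes differed between groups in their day-to-night change, although no single transcript did. By camera, 7 lists differed between HF and CD livers, among them proteasome genes, whose change was more positive in HF livers by a median of 0.40 (camera adjusted p = 3.1e-08, adjusted p = 0.56 with an estimated correlation). Between HFN and HF livers 14 lists differed, led by IL6-JAK-STAT3 components with a median of 0.46 (camera adjusted p = 6.4e-13). With an estimated correlation 0 lists differed in either interaction, against 7 and 14 at the preset correlation. When groups were redrawn 100 times, 76 draws gave as many lists as the 7 for HF against CD (highest other 26), and 46 as many as the 14 for HFN against HF (highest other 26), so chance is not excluded for the lists. For single transcripts, 100 of 100 draws gave at least the 0 observed, which is certain for a count of 0 (highest other 3851 for HF against CD and 35 for HFN against HF, limma), and 5330 and 3297 passed at an unadjusted p under 0.05 and 1.25-fold.

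HF ZT6 replicate 3 had the highest negative-control signal of the 18 arrays, at 5.01, against at most 4.95 in CD livers, and Neat1, a nuclear RNA, lay at 11.09 to 15.16 on the 5 arrays with the highest such signal and at most at 8.35 on the other 13. HF livers exceeded HFN livers by 0.246 in this signal at ZT6, and the 9 inflammatory genes were lower in HFN livers by a median of 0.338. Slopes on the negative-control signal fitted in the groups not compared predict a median of −0.405 for them (−0.428 to −0.348 when 1 array is left out), and with the signal as a covariate the median was 0.0409. Markers of Kupffer cells and macrophages had a median of −0.620 (95% bootstrap interval −0.735 to −0.461), and −0.58 with the covariate. Fewer macrophages in the HFN pieces could therefore lower these genes too, though which cells express the 9 was not tested. With the covariate the macrophage list stayed low while the 9 genes did not, so they did not move together in that model. Both accounts met the values set for them, and neither is settled. A difference in RNA quality, which was not tested, and a lower expression after NAD+ treatment stay open as well, since the groups that differ in treatment also differ in this signal.

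The transcripts past the test between HF and CD livers at ZT18 fell in number from 400 to 138 with the negative-control signal as a covariate. Over the 400, the fold changes with the covariate were 0.895 times those without it in the median (0.868 to 0.921 when 1 array is left out). The 400 were chosen in the fit without the covariate, which favours transcripts that follow the signal little within groups. The ratio therefore cannot exclude this signal as a cause. Across all transcript clusters, the change correlated at −0.670 with the slope on the signal. For Foxa2 the log2 fold change was 1.26 (SE 0.21) without and 1.29 (SE 0.24) with the covariate, and the call ended because the error grew (adjusted p = 0.0553 from limma). The difference in diet stays open as the account of these transcripts, as do this signal and other differences between the pieces of liver. Chance splits of this comparison are given below with the others.

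HFN ZT18 replicate 1 lay 3.05 (median log2 difference) above CD livers at ZT18 in 7 markers of B and plasma cells, where the highest CD array lay 0.0667 above. Its Ighm signal was 14.75, against at most 9.40 on the other 17 arrays. Against the other HFN livers at ZT18, T and NK cell markers were 1.16 higher (95% bootstrap interval −0.05 to 1.93), and the width of this interval leaves open whether lymphoid tissue or blood leucocytes lay in this piece. A lower share of hepatocytes was set to raise the markers of all other liver cell types tested. Endothelial markers were 0.167 lower (interval −0.30 to 0.09) and cholangiocyte markers 0.154 lower (−0.22 to 0.06), while the B cell markers were 3.09 higher. Kupffer cell and macrophage markers were 0.361 higher (−0.05 to 0.62) and stellate cell markers 0.175 higher (−0.16 to 0.53). The first 2 lists argue against a joint rise of these cell types. A smaller loss of hepatocyte share is not excluded. Markers of adipose tissue were 1.89 higher (1.51 to 3.05, 6 of 6 genes), as attached fat with a lymph node could give, MHC class II genes 1.45 (1.15 to 2.78, 8 of 8) and pancreas markers 0.381 (0.15 to 0.65, 15 of 16), and no biological explanation was tested for a single animal.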

How the results depend on the processing

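The negative-control covariate and the unadjusted p with 1.1-fold were added after the results were seen. Of the results for single named genes, 577 kept their direction and side of the threshold with the filter on dim probes and 14 newly passed. With the replicate block 575 were the same, 12 newly passed and 27 no longer did, with quantile normalization 571, 2 and 39, and with an intensity trend and robust prior 567, 1 and 46. Fitting the compared groups only left 403 the same, and 208 no longer passed, since fewer arrays estimate the error. Over all leave-one-out fits 2975 values were the same, 26 newly passed, 678 no longer did and 5 changed sign. With the negative-control covariate 482 were the same, 11 newly passed, 110 no longer did and 11 changed sign.

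A sign changed only in differences that passed no test in either fit (adjusted p from 0.847 to 1 in the alternative, limma), and the cause was not tested. With the negative-control covariate these were Hmgcs1 in HF ZT18 vs ZT6 (−0.15), Abhd5 in HFN vs CD at ZT18 (−0.0946), and in HFN vs HF at ZT6 Adipor2 (−0.0189), Stard4 (−0.17), Plin2 (0.20), Rab8a (−0.0049), Stat3 (0.13), Il6st (0.0915), Tnfrsf1a (0.23), Tnfrsf1b (0.0409) and Smad3 (0.10). With quantile normalization they were Acsm1 in HFN vs HF at ZT6 (−0.0762) and Chka in HFN vs CD at ZT18 (−0.0293). With 1 array left out they were Rab1b in HF vs CD at ZT6 (−0.0290 without CD ZT6 replicate 1, to 0.296), Plin2 (−0.229 to 0.0208, without HF ZT6 replicate 2) and Acsm1 (−0.0322 without HFN ZT6 replicate 2, to 0.1905) in HFN vs HF at ZT6, and Acsm1 (−0.0925 to 0.0113, without HFN ZT18 replicate 3) and Chka (−0.0767 without CD ZT18 replicate 1, to 0.215) in HFN vs CD at ZT18.

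The number of transcripts past the test from day to night was 248 in CD livers. It was 2738 with an unadjusted p and 1.25-fold, 4476 with an unadjusted p and 1.1-fold, 1 with a fit on the compared groups only and 417 with the negative-control covariate. In HF livers it was 571, and 5825, 8414 and 123 with the unadjusted p at 1.25-fold, at 1.1-fold and with the covariate. In HFN livers it was 162, and 2708, 4827, 25 and 252 with the unadjusted p at 1.25-fold, at 1.1-fold, the compared groups only and the covariate. The share of higher transcripts among the HFN calls was 75.9% and 60.3% with quantile normalization. Leaving out 1 array gave 132 (without CD ZT18 replicate 2) to 575 (without CD ZT18 replicate 1) in CD, 161 (without HF ZT18 replicate 2) to 533 (without HF ZT6 replicate 1) in HF, and 53 (without HFN ZT6 replicate 1) to 247 (without HFN ZT18 replicate 1) in HFN livers. The 60 transcripts common to CD, HF and HFN became 402 and 530 with the unadjusted p at 1.25-fold and 1.1-fold, 1 with the compared groups only, and 31 (without HFN ZT6 replicate 1) to 76 (without CD ZT18 replicate 1) with 1 array left out. Those past the test in 1 group alone, 139 in CD, 423 in HF and 47 in HFN livers, became 290, 14 and 121 with the covariate. More transcripts at an unadjusted p follow from the threshold, and for the other settings the cause was not tested.

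For HF vs CD at ZT6 the 29 calls became 2216 and 3988 with the unadjusted p at 1.25-fold and 1.1-fold, 0 with the compared groups only, 49 with the replicate block, and 6 (without HF ZT6 replicate 3) to 48 (without HF ZT6 replicate 1) with 1 array left out. For HF vs CD at ZT18 the 400 became 5847 and 8153, 46 with the compared groups only, 622 with the filter on dim probes, 138 with the covariate, and 105 (without HF ZT18 replicate 2) to 3256 (without CD ZT18 replicate 1). For HFN vs CD at ZT6 the 21 became 1398 and 2844, 0 with the compared groups only, 41 with the replicate block, and 6 (without CD ZT6 replicate 1) to 26 (without CD ZT6 replicate 2). For HFN vs CD at ZT18 the 698 became 6593 and 9529, 25 with the compared groups only, 205 with the covariate, and 199 (without HFN ZT18 replicate 3) to 2357 (without CD ZT18 replicate 1). The cause of the moves with the block, the covariate and single arrays was not tested. Of 45 pairs of arrays with the same replicate number in different groups, 14 had a residual correlation above 0.1, and the correlations ran from −0.514 to 0.567. They were not set against pairs with different numbers, so they cannot say whether the number marks something the arrays share.

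For HFN vs HF at ZT6 the 0 calls by limma became 2685 and 4560 with the unadjusted p at 1.25-fold and 1.1-fold, and 0 to 6 (without HF ZT6 replicate 1) with 1 array left out. For HFN vs HF at ZT18 the 0 became 1851 and 3701, 2 with the covariate, and 0 to 4 (without HF ZT18 replicate 1). The interaction of HF against CD gave 0, and 5330 and 6038 with the unadjusted p and 0 to 181 (without CD ZT18 replicate 1). That of HFN against HF gave 0, and 3297 and 4060, and 0 to 2 (without HF ZT18 replicate 1). Of calls shared by HF vs CD and HFN vs HF there were 0 at each time by limma, with 792 and 1348 at ZT6 and 330 and 735 at ZT18 for the unadjusted p, and up to 6 (without HF ZT6 replicate 1) and 4 (without HF ZT18 replicate 1). Of calls shared by HFN vs CD and HFN vs HF there were 0 at each time, with 283 and 684 at ZT6 and 827 and 1595 at ZT18 for the unadjusted p, 2 with the covariate at ZT18, and 0 and up to 1 (without HFN ZT18 replicate 1) with 1 array left out.

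The gene lists called depend most on the correlation assumed. Day to night, 5 lists in CD became 1 with an estimated correlation, 1 with fry and 8 with the covariate, 18 in HF became 1 and 4, and 30 in HFN became 0 and 9, and 17 with the filter on dim probes. The lists numbered 23 for HF vs CD at ZT6 (6 with an estimated correlation and 9 with fry), 22 for HF vs CD at ZT18 (7 with an estimated correlation), 20 for HFN vs CD at ZT6 (6 and 6) and 30 for HFN vs CD at ZT18 (6). For HFN vs HF they numbered 11 at ZT6 (1 and 1) and 18 at ZT18 (0 and 0, and 11 with the filter on dim probes). The interactions gave 7 for HF against CD (0 and 1) and 14 for HFN against HF (0 and 2, and 23 with the covariate). With 1 array left out the lists ranged from 6 to 11 (CD day to night, without CD ZT18 replicate 2), 15 to 20 (HF), 17 (without HFN ZT18 replicate 1) to 29 (HFN), 18 to 26 (HF vs CD at ZT6), 20 to 25 (HF vs CD at ZT18), 7 (without HF ZT6 replicate 3) to 13 (HFN vs HF at ZT6), 10 (without HFN ZT18 replicate 1) to 20 (HFN vs HF at ZT18), 17 to 21 (HFN vs CD at ZT6), 18 (without HFN ZT18 replicate 1) to 33 (HFN vs CD at ZT18), 8 to 14 (HF against CD, without CD ZT18 replicate 1) and 12 to 20 (HFN against HF). The cause of these moves was not tested.

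Low signal limits the dim transcripts. Of the transcript clusters, 34.8% to 42.9% lay above the negative-control median of their array, which is higher than its background probe median.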

Differences from the paper's values

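The unadjusted p with 1.1-fold and the negative-control covariate were added after the values were seen, and the other settings were set before the data were examined. The counts here use an adjusted p under 0.05 and 1.25-fold, and the paper states more than 1 pair of thresholds for its counts.

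For transcripts changed between day and night, the paper gives 524 in CD, 1684 in HF and 599 in HFN livers, and limma gave 248, 571 and 162. For CD livers the fit without CD ZT18 replicate 1 (575) falls within 1.5 times the paper's count, as does the negative-control covariate (417), which was added after seeing the values. No other setting does, and none comes within 1.5 times the paper's count in HF or HFN livers, where the unadjusted p with 1.25-fold overshoots it with 5825 and 2708. For transcripts changed in 1 group alone, the paper gives 322 in CD, 1327 in HF and 306 in HFN livers, against 139, 423 and 47 here. For CD alone the fit without CD ZT18 replicate 1 (434) and the covariate added after seeing the values (290) come within that range, and for HF and HFN alone no setting does. Of the paper's own transcripts for CD alone 303 were matched to a name and 57 of them passed here, of those for HF alone 158 of 1214, of those for HFN alone 21 of 287, and of those common to the groups 31 of 69. At an unadjusted p with 1.25-fold these were 285, 1085, 257 and 69.

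At ZT6 the paper gives 724 transcripts that differ between HF and CD livers and 936 between HF and HFN livers, with 182 shared, against 29, 0 and 0 here by limma. At ZT18 it gives 1731, 698 and 118, against 400, 0 and 0. For transcripts changed in HFN against both other groups it gives 74 at ZT6 and 196 at ZT18, against 0 and 0. For HF against CD at ZT18, the unadjusted p with 1.25-fold gives 5847 and with 1.1-fold, added after seeing the values, 8153. No setting comes within 1.5 times any of these 8 counts. At an unadjusted p with 1.25-fold they are 2216, 2685 and 792 at ZT6, 5847, 1851 and 330 at ZT18, and 283 and 827 for HFN against both.

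The paper counts Clock and Nfil3 among the genes that change between day and night in the 3 groups. Clock did not pass in CD livers (log2 fold change 0.63, adjusted p = 0.142 from limma) and did when adjusted over the list alone (adjusted p = 0.00274). Nfil3 did not pass in HFN livers (0.75, adjusted p = 0.0682) and did with the replicate block (0.0457), with the filter on dim probes (0.046), when adjusted over the list alone (0.000463) and with the covariate added after seeing the values (0.0457). Arntl, Cry1, Nr1d2, Tef and Ciart passed in all 3.

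The paper gives Stat3, Stat6, Tgfb1, Il1r1, Il6st, Tnfrsf1a, Tnfrsf1b, Smad3 and Smad6 as lower in HFN than in HF livers at ZT6. All 9 means were lower here and none passed limma (lowest adjusted p 0.604, for Smad6). At ZT18 it gives Plin2, Abhd5, Acsm1, Hsd17b12 and Chka as changed between HFN and HF livers, and the lowest adjusted p here was 0.701, for Abhd5, which passed when adjusted over the list alone. For Hmgcs1, Sqle, Acss2, Lss and Stard4, which it gives as lower in HFN livers at ZT18, the lowest adjusted p was 0.869, for Sqle, and for the genes of mTORC1 signalling, given as lower too, 0.866, for Psma3. The means of these genes were all lower and none passed. It gives the trafficking genes as higher in HFN livers than in the other groups. Against CD livers Rab1b, Rab6a, Rab10 and Vps28 passed and Rab7 and Rab8a did not, with Rab8a past the test when adjusted over the list alone (0.0096), and against HF livers none passed, with Vps28 past the test when adjusted over the list alone (0.0258).

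The paper gives Mt1, Mt2 and Lcn2 as higher after NAD+ treatment, and ranks Mt1 and Mt2 highest in fold change. It also followed these genes by RT-qPCR across the day. There it reports Mt1 and Mt2 higher still when NAD+ was given before the rest phase than in HFN mice, and a similar case for Lcn2. The values below are from the arrays alone. Mt1 was 12.9-fold higher in HFN than in HF livers at ZT18, while Saa1, at 12.2-fold, lay above Mt2, at 3.5-fold, though neither passed. Against HF livers at ZT18 they did not pass (adjusted p = 0.194, 0.708 and 0.194 from limma). When adjusted over the list alone all 3 did, and Mt1 and Lcn2 also did with the covariate added after seeing the values. Against CD livers Mt1 and Lcn2 passed.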

Other observations

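No test in this part was chosen after its result had been seen. Saa1 and Saa2, which encode the serum amyloid A proteins of the acute phase, were 16.1-fold and 17-fold higher in HFN than in CD livers at ZT18 (log2 fold changes 4.01, SE 0.77, and 4.09, SE 0.75, n = 3 mice per group, adjusted p = 0.0232 and 0.0189 from limma). Saa1 had 14.04 ± 1.26 in HFN, 10.43 ± 0.49 in HF and 10.04 ± 0.56 in CD livers (log2 signal, SD), and its difference between HFN and HF did not pass (3.61, SE 0.77, adjusted p = 0.644). Apcs, the serum amyloid P component, was 2.02 higher in HFN than in CD livers (SE 0.25, adjusted p = 0.00192), and 1.64 higher in HF than in CD livers (adjusted p = 0.00776). With Lcn2, 4 of 21 acute-phase genes passed between HFN and CD livers (7 when adjusted over the list alone, median 0.27, camera adjusted p = 0.00063, adjusted p = 0.26 with an estimated correlation). The 21 include Fga and Fgg, which sat at the ceiling on all arrays and could show no change. Between HFN and HF livers at ZT18, 15 of the 21 lay higher in HFN, with 9 past the test when adjusted over the list alone (median 0.38, camera adjusted p = 4.8e-08, adjusted p = 0.2 with an estimated correlation).

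At ZT18, Cyp1a2, a pericentral cytochrome P450, had 16.78 ± 0.63 in HFN and 19.17 ± 0.33 in CD livers (log2 signal, SD, n = 3 mice, adjusted p = 0.00216 from limma). With Cyp7a1 and the glutamate transporter Slc1a2 (−0.95, SE 0.19, adjusted p = 0.0263), 3 of 9 pericentral genes were lower in HFN than in CD livers (4 when adjusted over the list alone, median −0.29, camera adjusted p = 2.5e-06, adjusted p = 0.013 with an estimated correlation). The 9 include Cyp2e1, which sat at the ceiling on all arrays. Nnmt, which methylates nicotinamide, was lower in HF than in CD livers (6.35 ± 0.49 against 8.19 ± 0.21, adjusted p = 0.0196), as was Acmsd (7.73 ± 0.16 against 9.08 ± 0.12, adjusted p = 0.00747). With Aox3 they made 3 of 20 genes of NAD metabolism (4 lower and 1 higher when adjusted over the list alone, median −0.10, camera adjusted p = 0.0094, adjusted p = 0.39 with an estimated correlation). Psmb7, a proteasome subunit, was 0.92 higher in HF than in CD livers (SE 0.18, adjusted p = 0.0333), and with Psma1 and Psmd11 made 3 of 30 proteasome genes (22 when adjusted over the list alone, median 0.45, camera adjusted p = 2.1e-15, adjusted p = 0.11 with an estimated correlation).

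Of the lipid oxidation genes that the paper measured by RT-qPCR, 10 were matched to the array, a list chosen by the study and so not independent evidence. At ZT18, 8 of the 10 were higher in HFN than in CD livers, and 8 when adjusted over the list alone (camera adjusted p = 1.6e-10, adjusted p = 0.013 with an estimated correlation). Among them Crat, carnitine acetyltransferase, was 1.46 higher (SE 0.23, adjusted p = 0.00773 from limma), the peroxisomal thiolase Acaa1b 1.26 (SE 0.26, adjusted p = 0.0328) and the enoyl-CoA hydratase Echs1 0.60 (SE 0.10, adjusted p = 0.0139). Slc27a2, a fatty acid transporter, did not pass (0.15, adjusted p = 0.37). Against HF livers 9 of the 10 lay higher in HFN and none passed limma over all genes or when adjusted over the list alone (median 0.38, camera adjusted p = 0.00066, adjusted p = 0.24 with an estimated correlation). By RT-qPCR in larger groups, the paper reports almost all of its lipid oxidation genes significantly higher in HFN than in HF livers at ZT18. It also reports more fatty acid oxidation in HFN livers.

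Other splits of the same arrays were counted for each comparison. With 3 mice against 3 there are 10 splits, too few for a share under 0.05. Day to night in CD livers, 2 of the 10 gave as many calls as the real 248, and the highest other gave 3022, with CD ZT6 replicate 3 grouped with CD ZT18 replicates 2 and 3. For HF against CD livers at ZT6, 2 gave as many as the real 29, and the highest other gave 490, with CD ZT6 replicate 3 grouped with HF ZT6 replicates 2 and 3. Splits that call so many more than the real one point to a structure of the samples, and CD ZT6 replicate 3 and its partners had negative-control signals of 4.91 to 5.01. In the other comparisons the real split was alone in its count: 571 in HF day to night (highest other 0), 162 in HFN day to night (0), 400 for HF against CD at ZT18 (1), 21 for HFN against CD at ZT6 (1) and 698 for HFN against CD at ZT18 (46), 1 split of 10 each. For HFN against HF, where 0 passed by limma (2685 at ZT6 and 1851 at ZT18 unadjusted), 10 of 10 gave as many, which an observed 0 makes certain, with a highest other of 1 at each time.

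For gene lists, 10 of 10 splits gave as many as the real 5 in CD day to night (highest other 18), 2 as many as the real 11 for HFN against HF at ZT6 (14), and 4 as many as the real 18 for HFN against HF at ZT18 (25). In the rest 1 of 10 did, the real one: 18 in HF day to night (highest other 14), 30 in HFN day to night (21), 23 for HF against CD at ZT6 (14), 22 at ZT18 (19), 20 for HFN against CD at ZT6 (14) and 30 at ZT18 (27). Across 3 groups, 1 of 100 draws gave as many common day-to-night transcripts as the real 60, and that draw was the real labels (highest other 0). This is the lowest share that 100 draws can give. Redrawn time labels also put day-to-night differences into the error, which makes common calls rare. The draws therefore argue against chance for the 60 but cannot exclude it. For transcripts shared by 2 comparisons, 100 of 100 draws gave at least the 0 found by limma, which an observed 0 makes certain, so this count says nothing about chance. The highest other was 156 at ZT6 and 229 at ZT18 for HF against CD with HFN against HF (792 and 330 shared at an unadjusted p), and 215 and 299 for HFN against CD with HFN against HF (283 and 827 unadjusted).

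Arrays shared between comparisons leave the unadjusted overlaps open. The simulated arrays shared at most 1543 at ZT6 and 3223 at ZT18 for HF against CD with HFN against HF, and 3032 and 2888 for HFN against CD with HFN against HF, all above the observed counts. Correlations of log2 fold changes between HF against CD and HFN against HF were −0.685 at ZT6 and −0.213 at ZT18, where simulated arrays without group differences gave −0.480 and −0.468 on average. The covariance at ZT6 was −0.0433, and −0.0226 on average in the simulation (−0.0659 to 0.0138). At ZT18 it was −0.0158, and −0.0235 in the simulation (−0.0888 to 0.0132). Between HFN against CD and HFN against HF it was 0.0255 at ZT6 (simulated 0.0238, −0.0089 to 0.0818) and 0.0337 at ZT18 (simulated 0.0223, −0.0310 to 0.0928).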
